# Comparative transcriptome analysis of *Gastrodia elata* (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes

**DOI:** 10.1186/s12864-016-2508-6

**Published:** 2016-03-09

**Authors:** Chi-Chu Tsai, Keh-Ming Wu, Tzen-Yuh Chiang, Chun-Yen Huang, Chang-Hung Chou, Shu-Ju Li, Yu-Chung Chiang

**Keywords:** Gastrodin, Deep sequencing, Gene regulation, Monooxygenase, Glycosyltransferase

## Abstract

**Background:**

*Gastrodia elata* Blume (Orchidaceae) is an important Chinese medicine with several functional components. In the life cycle of *G. elata*, the orchid develops a symbiotic relationship with two compatible mycorrhizal fungi *Mycena* spp. and *Armillaria mellea* during seed germination to form vegetative propagation corm and vegetative growth to develop tubers, respectively. Gastrodin (p-hydroxymethylphenol-beta-D-glucoside) is the most important functional component in *G. elata*, and gastrodin significantly increases from vegetative propagation corms to tubers. To address the gene regulation mechanism in gastrodin biosynthesis in *G. elata*, a comparative analysis of *de novo* transcriptome sequencing among the vegetative propagation corms and tubers of *G. elata* and *A. mellea* was conducted using deep sequencing.

**Results:**

Transcriptome comparison between the vegetative propagation corms and juvenile tubers of *G. elata* revealed 703 differentially expressed unigenes, of which 298 and 405 unigenes were, respectively up-regulated (fold-change ≥ 2, *q*-value < 0.05, the trimmed mean of M-values (TMM)-normalized fragments per kilobase of transcript per Million mapped reads (FPKM) > 10) and down-regulated (fold-change ≤ 0.5, *q*-value <0.05, TMM-normalized FPKM > 10) in juvenile tubers. After Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, 112 up-regulated unigenes with KEGG Ortholog identifiers (KOids) or enzyme commission (EC) numbers were assigned to 159 isogroups involved in seventy-eight different pathways, and 132 down-regulated unigenes with KOids or EC numbers were assigned to 168 isogroups, involved in eighty different pathways. The analysis of the isogroup genes from all pathways revealed that the two unigenes TRINITY_DN54282_c0_g1 (putative monooxygenases) and TRINITY_DN50323_c0_g1 (putative glycosyltransferases) might participate in hydroxylation and glucosylation in the gastrodin biosynthetic pathway.

**Conclusions:**

The gene expression of the two unique unigenes encoding monooxygenase and glycosyltransferase significantly increases from vegetative propagation corms to tubers, and the molecular basis of gastrodin biosynthesis in the tubers of *G. elata* is proposed.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2508-6) contains supplementary material, which is available to authorized users.

## Background

*Gastrodia elata* is a rootless and leafless achlorophyllous orchid that grows in a symbiotic relationship with two compatible mycorrhizal fungi, *Mycena* spp. and *Armillaria mellea*, during seed germination and vegetative growth, respectively [1–3]. The seeds of *G. elata* are tiny and do not possess an endosperm, and these seeds germinate only when adequate nutrition is obtained through the digestion of the specific fungi, *Mycena* spp., which invades the embryonic cells of these seeds [4–9]. Currently, four fungi species, including *Mycena anoectochila*, *M. dendrobii* (Fig. 1a), *M. orchidicola*, and *M. osmundicola*, isolated from different species of orchids [10], promote the germination of *G. elata* seeds to form protocorms and further develop into vegetative propagation corms (Fig. 1b) [11–16]. Once vegetative propagation corms have been established from seed germination, *G. elata* undergoes vegetative growth through an established symbiotic association with the compatible mycorrhizal fungi, *A. mellea* (Fig. 1c), to yield juvenile tubers (Fig. 1d) [1, 6, 17]. The vegetative propagation corms of *G. elata* obtain nutrition and energy from *A. mellea* to develop into tubers, and the growth conditions of tubers are positively and closely associated with the hyphal development of this fungi [1, 9, 18, 19]. The hyphae of *A. mellea* develop well in the cortical layers of *G. elata* tubers [1, 20-22]; however, the cells in the pith of tubers digest the invaded hyphae to obtain nutrition and energy [1].

**Fig. 1:**
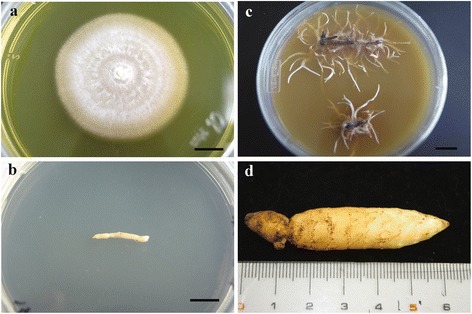
Materials in the study. Fungus of *Mycena dendrobii* (**a**), vegetative propagation corm (**b**), *Armillaria mellea* (**c**), and juvenile tuber (**d**) of *Gastrodia elata*. Scale bars = 1 cm

Since ancient times, *Gastrodia elata* has been used as a Chinese medicine for the cure of various conditions, including for its analgesic, antiepileptic, neuroprotective, anticonvulsant, and sedative effects against vertigo, general paralysis, and tetanus [23–26]. Numerous functional components isolated from *G. elata* have been characterized, such as gastrodin (4-hydroxymethylphenyl-β-D-glucopyranoside) and the aglycone gastrodigenin (4-hydroxybenzyl alcohol) as a primary active ingredient [27–29], and the other related components, including 4-hydroxybenzaldehyde, vanillyl alcohol, and vanillin, also show potential anticonvulsant activity [30–36]. Moreover, other constituents in *G. elata*, including gastrodioside, 4-hydroxybenzyl methyl ether, 4-hydroxybenzoic acid, parishin, β-Sitosterol, bis (4-hydroxybenzyl) sulfide, N6-(4-hydroxybenzyl) adenine riboside, dauricine, citric acid, palmitate, and succinic acid, have been reported [37–39].

Gastrodin, a simple glycoside comprising glucose and 4-hydroxybenzyl alcohol (the precursor of gastrodin), is the major phenolic compound of *G. elata*, and pharmacological tests have shown that this compound exhibits tranquilization, anti-inflammation, analgesia, cortical neuron protection, memory improvement, sedative, anticonvulsant, free radical scavenging, neuroprotective effect, anesthetic, and antioxidant effects [40–42]. Gastrodin was identified, characterized, and artificially synthesized at the end of 1970s [43]. Furthermore, gastrodin biosynthesis markedly increases from the growth stage of vegetative propagation corms to that of juvenile tubers, which have no flower buds [44]. In general, gastrodin production is derived from 4-hydroxybenzyl alcohol through a one-step glycosylation with different glucose donors. Therefore, one of key enzymes of gastrodin biosynthesis is glucosyltransferase, a large family identified in various plants [45]. Glycosylation is typically the final step in the biosynthesis of secondary plant compounds, resulting in the formation of a large number of glucosides [45–48]. The glycosylation might increase solubility or decrease volatility compared with non-glycosylated molecules [47]. Toluenes are general components in plants that serve as the precursors of plant secondary compounds [49–52]. Toluene is considered as a precursor of gastrodin [53]. The derivation of the metabolic pathway of 4-hydroxybenzyl alcohol derived from toluene is largely unknown in *G. elata* and other plants. However, the catalytic pathway from toluene to 4-hydroxybenzyl alcohol has been reported to involve hydroxylation through monooxygenase of cytochrome P450 (CYP450) [54, 55], a member of a large enzyme family in plants that catalyzes most of the oxidation steps in plant secondary metabolism [56–58]. The molecular basis of gastrodin biosynthesis remains largely unknown. In the present study, the comparative transcriptome analysis among *A. mellea*, the vegetative propagation corms and juvenile tubers of gastrodia was conducted using deep sequencing to reveal the gene regulation of gastrodin biosynthesis in *G. elata*.

## Results and discussion

### The transcriptome sequencing of NGS

*De novo* transcriptome sequencing has been used in various functional genomics studies, and is particularly suitable for gene expression profiling in non-model organisms without genomic sequences. The next generation sequencing (NGS) technology not only provides a comparative expressed sequence tag (EST) analysis for gene discovery on a genome-wide scale in non-model plants but also an efficient process for transcriptome sequencing and characterization. NGS platforms, such as the Illumina/Solexa Genome Analyzer and the Roche 454 GS FLX, have been widely used in recent years for the high-throughput sequencing of various organisms [59, 60]. Using these techniques for *de novo* transcriptome sequencing, EST databases have been successfully obtained for several medicinal herbs, including American ginseng [48], *Salvia miltiorrhiza* [61], sweet wormwood [62], *Euphorbia fischeriana* [63], *Taxus* [64], and other crops, such as chili pepper [65], maize [66], *Curcuma longa* [67], chestnut [68], *Eucalyptus* tree [69], olive [70], *Camellia sinensis* [71], sweet potato [72], *Arabidopsis* [73], and *Phalaenopsis* [74]. The Illumina platform is beneficial and useful for gene discovery because this technique can obtain deeper coverage and higher accuracy than Roche 454 sequencing technology [74]. Hence, the Illumina system was used in the present study to clarify the differential gene expression of different life stages of *G. elata*.

### Sequencing and *de novo* assembly

A total of 21,045,338 (2x75 bases, 51 % GC), 18,436,794 (2x75 bases, 44 % GC) and 18,253,900 (2x75 bases, 45 % GC) high-quality paired-end (PE) reads were generated from Illumina HiSeq2000 platform, and approximately 3 giga bases of sequence data were obtained for each of *A. mellea*, vegetative propagation corm, and juvenile tuber of *G. elata* (Table 1). These short sequence reads have been deposited in NCBI under GEO accession number GSE73633. 

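RNA was sequenced from cultured A. mellea, from juvenile tubers of G. elata living with the fungus at 12 months after sowing, and from vegetative propagation corms without the fungus at 1 month after sowing. The tuber library was led by the gastrodianin unigene TRINITY_DN70668_c0_g1, which held 10.0% of the summed expression values, and its 10 highest unigenes held 21.9%. The corm library was led by TRINITY_DN57246_c1_g1, described as uricase, with 4.33% of the sum, and its 10 highest unigenes held 9.97%. In the A. mellea library the highest unigene held 1.50% and the 10 highest held 8.00%. The authors assembled the reads of all 3 libraries together with Trinity, aligned them with Bowtie, quantified unigenes at the gene level of the assembly with RSEM, and deposited values named TMM-normalized FPKM (TMM-FPKM below), which sum to the same total in each library within rounding, as TPM values do. A unigene was compared between libraries by the log2 ratio of its deposited values, and it was called higher in a library at a ratio of at least 2-fold. Each condition had 1 library, so no difference below has a replicate check, and the read depth behind a single value is unknown.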

High-quality bases (above Q20) were more than 97 % for all three samples, indicating an excellent quality (Q20 means 1 error per 100 sequenced bases), while another high quality indicator was the aboundance peak of average sequence quality per read located around Q38 (less than 0.0158 % of error rate) for all three samples. The high-quality PE reads were used for *de novo* transcriptome shotgun assembly (TSA) to build transcript isoforms based on paired-end information. From a total of 161,517 assembled transcript isoforms (≥200 bases), 134,441 transcripts were selected as the representive unigenes with longest length for all loci (i.e., genes). The mapping rates of these high quality reads from all three samples against the total transcripts were all above 86 % (Table 2). 

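Unigenes whose closest KEGG gene is of a basidiomycete fungus held 72.9% of the summed TMM-FPKM in the A. mellea library, 0.0791% in the tuber library and 0.201% in the corm library. Unigenes matching a land plant gene held 0.837% in A. mellea, 80.1% in the tuber and 73.7% in the corm. The A. mellea library also listed 9031 unigenes matching a bird gene, mostly of chicken, which were 18.1% of its detected unigenes and held 3.92% of its sum. Invertebrate matches held 4.84% of the tuber sum and 5.14% of the corm sum. Most of this lay in the unigene described as uricase, at 44756 TMM-FPKM in the tuber and 43252 in the corm. Its KEGG gene is a hypothetical protein without an ortholog or EC number, so its identity rests on the nr description alone. Protist and algal matches held 0.749% of the tuber sum and 1.70% of the corm sum, and fungi other than basidiomycetes held 0.151% and 0.747%. The organism groups rest on the KEGG gene that the authors' annotation gives for a unigene, and unigenes without one held 20.0% of the sum in A. mellea, 13.5% in the tuber and 17.9% in the corm.

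**Figure D1:**
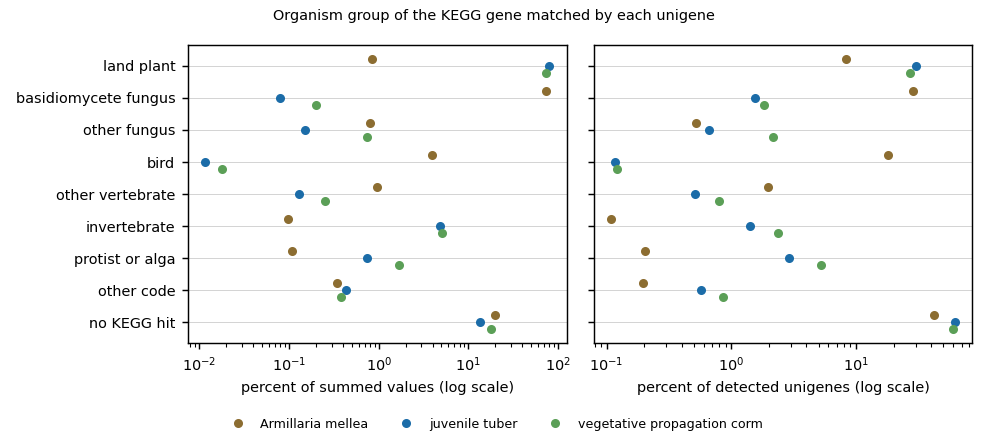
Percent of the summed TMM-FPKM (left, log scale) and of the detected unigenes (right, log scale) in each organism group, with 1 point per library. Bird matches reach 3.92% of the sum in the A. mellea library.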

The final N50 lengths of 1592 and 1184 bases, and the total lengths of 137,618,051 and 92,177,843 bases were calculated for the transcripts and the unigenes, respectively (Table 2) (Fig. 2). N50 statistics are widely used to assess the quality of the assembly, and the higher the N50 value representing the assembly the better the quality [67]. Compared with other plant transcriptome sequencing of *de novo* TSAs [61, 67, 69, 71, 72, 75–78], the N50 value obtained in the present study was above the average and adequate for further analysis (Table 3).

**Table 1:** Basic Statistics of RNA-Seq generated from *Armillariella mellea*, vegetative propagation corm and juvenile tuber of *Gastrodia elata* encoding by Illumina HiSeq2000 platform

	Sample		
	Vegetative propagation corm	Juvenile tuber^a^	*Armillaria mellea*
Total number of read pairs	18,436,794	18,253,900	21,045,338
Total nucleotides (nt)	2,765,519,100	2,738,085,000	3,156,800,700
GC percentage	44 %	45 %	51 %
≥Q20 percentage	97 %	97 %	97 %
Read length	75	75	75

^a^The tubers of *Gastrodia elata* have established symbiotic associations with *Armillaria mellea*

**Table 2:** Summary of the *de novo* transcriptome shotgun assembly from all Illumina sequences

Assembled transcripts	
Total number of transcripts	161,517
Total bases of transcripts	137,618,051 nt
Longest transcript	19,660 nt
Average transcript length	852 nt
Median transcript length	420 nt
N50 transcript length	1592 nt
Read mapping rate of sample *Armillaria mellea*	88.21 %
Read mapping rate of sample juvenile tuber^a^	88.73 %
Read mapping rate of sample vegetative propagation corm	86.75 %
Assembled unigenes	
Total number of transcripts	134,441
Total bases of unigenes	92,177,843 nt
Longest unigene	19,660 nt
Average unigene length	686 nt
Median unigene length	358 nt
N50 unigene length	1184 nt
Predicted peptides	
Total number of peptides	50,084
Total amino acids of peptides	14,597,170 aa
Longest peptide	5370 aa
Average unigene length	291 aa
Median peptide length	199 aa

*Abbreviations*: *aa* amino acids, *nt* nucleotides

^a^The tubers of *Gastrodia elata* have established symbiotic associations with *Armillaria mellea*

**Fig. 2:**
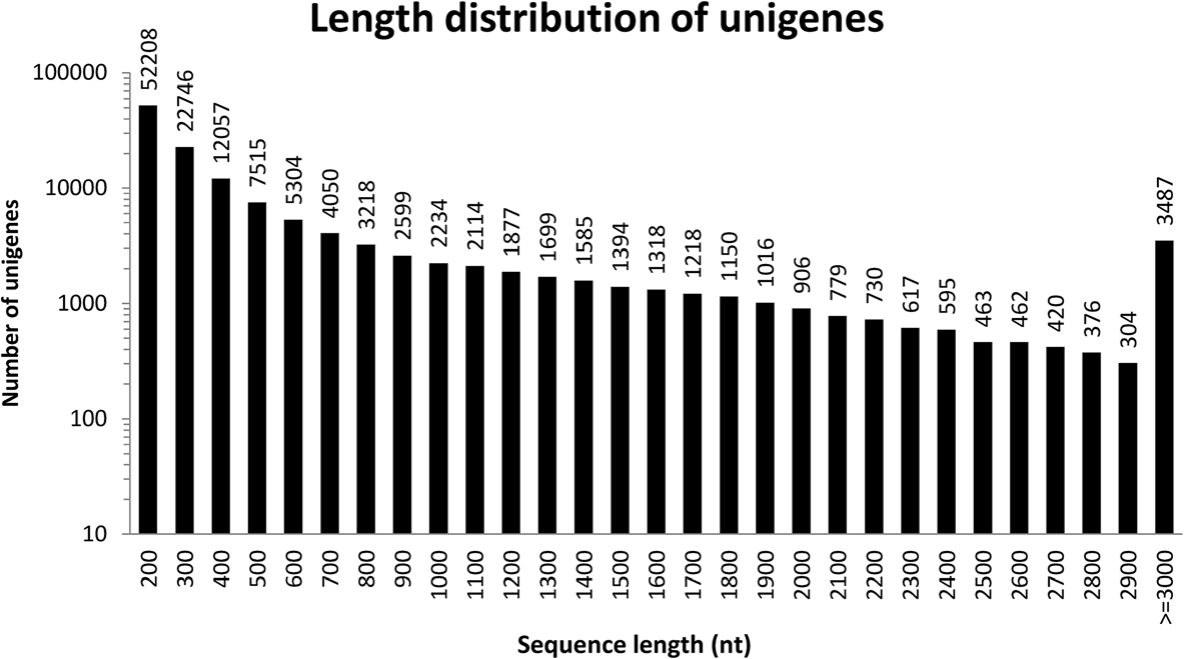
Summary distribution of the lengths of the 134,441 unigenes from combing three samples of raw reads (>200 nt, mean length = 686 nt, N50 = 1184 nt, Min = 201 nt, Max = 19,660 nt)

**Table 3:** Comparative analysis of plant transcriptome N50 values

Organisms	N50 (in bases)
*Ipomoea batatas* (Wang et al. [72])	765
*Eucalyptus grandis* (Mizrachi et al. [69])	1640
*Salvia miltiorrhiza* (Hua et al. [61])	533
*Camellia sinensis* (Shi et al. [71])	506
*Cajanus cajan* (Kudapa et al. [76])	1510
*Myrica rubra* (Feng et al. [75])	708
*Capsicum frutescens* (Liu et al. [65])	1108
*Curcuma longa* (Annadurai et al. [67])	1448
*Cuscuta pentagona* (Ranjan et al. [77])	1550
*Hevea brasiliensis* (Salgado et al. [78])	837
Average of above studies	1061
This study	1592

### Functional annotation and Gene Ontology classification

All unigenes were annotated according to the sequence similarity search against NCBI non-redundant protein sequence (nr) database using BLASTX algorithm. A total of 59,932 unique sequences were annotated, accounting for 44.58 % of the total unigenes (Table 4). Gene Ontology (GO) assignment were performed for the functional categorization of the annotated unigenes. A total of 11,645 unigenes were mapped to GO terms, accounting for 8.66 % of the unigenes (Table 4). 

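Of the unigenes detected in the corm library, 8.87% had a GO term, beside 6.13% in the tuber library and 7.82% in the A. mellea library. A KEGG ortholog or an EC number was assigned to 18.2% of the corm unigenes, 15.8% of the tuber unigenes and 26.5% of the A. mellea unigenes. An nr match was found for 58.9% of the A. mellea unigenes, 38.1% of the tuber unigenes and 40.7% of the corm unigenes.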

Because multiple GO terms can be assigned to the same unigene [79], totally 58,488 GO terms were assigned in the present study. The GO annotation showed that these unigenes represent diverse functionalities and are involved in various metabolic pathways. In *A. mellea*, 9101, 7484, and 5694 GO terms, respectively, represent molecular function, biological process and cellular component categories [See Additional file 1: Figure S1]. In the molecular function category, the terms integral to “binding” (GO:0005488) and “catalytic activity” (GO:0003824) were shown as the most frequently occurring, constituting 19.23 % (4285) and 18.56 % (4136) of the level 2 GO terms, respectively. “Metabolic process” (GO:0008152) and “biological regulation” (GO:0065007) were the most frequently occurring under the biological process category, representing 9.50 % (2116) and 6.97 % (1552) of the level 2 GO terms, respectively. In the cellular component category, “cell part” (GO:0044464) was the most frequently occurring, representing 19.20 % (4277) of the total level 2 GO terms.

**Table 4:** Summary statistics of unigenes with functional annotations for all combined assembly and for each sample

Functional annotation	No. of unigene hits	Percentage (%)
All (134,441 unigenes)		
NR	59,932	44.58
GO	11,645	8.66
KEGG	27,008	20.09
Vegetative propagation corm (82,712 unigenes)		
NR	33,638	40.67
GO	7338	8.87
KEGG	15,073	18.22
Juvenile tuber^a^ (71,722 unigenes)		
NR	27,296	38.06
GO	4396	6.13
KEGG	11,301	15.76
*Armillaria mellea* (49,890 unigenes)		
NR	29,401	58.93
GO	3900	7.82
KEGG	13,243	26.54

^a^The tubers of Gastrodia elata have established symbiotic associations with Armillaria mellea

In vegetative propagation corm of *G. elata*, 17,371, 9875, and 6915 GO terms, respectively, represent molecular function, biological process, and cellular component categories [See Additional file 1: Figure S1]. In the molecular function category, the terms integral to “binding” (GO:0005488) and “catalytic activity” (GO:0003824) occurred most frequently, representing 24.84 % (8484) and 20.71 % (7076) of the total level 2 GO terms, respectively. In the biological process category, “metabolic process” (GO:0008152) was the most frequently occurring, representing 11.95 % (4083) of the total level 2 GO terms. In the cellular component category, “cell part” (GO:0044464) was the most frequently observed, representing 15.69 % (5359) of the total level 2 GO terms.

In the juvenile tuber of *G. elata*, 10,259, 5927, and 3753 GO terms were shown for molecular function, biological process and cellular component categories, respectively [See Additional file 1: Figure S1]. In the molecular function category, the terms integral to “binding” (GO:0005488) and “catalytic activity” (GO:0003824) were most frequently observed, representing 27.18 % (5420) and 19.53 % (3895) of the total level 2 GO terms, respectively. Metabolic process (GO:0008152) was the most frequently observed under the biological process category, representing 12.37 % (2466) of the total level 2 GO terms. In the cellular component category, “cell part” (GO:0044464) was the most frequently observed, representing 14.8 % (2951) of the total level 2 GO terms.

### Differential expression analysis between *A. mellea* and juvenile tuber of *Gastrodia elata*

The comparative analysis of the transcriptomes of the *A. mellea* and *G. elata* (symbiosis with *A. mellea*) juvenile tubers was conducted based on the combined transcriptome assembly of all three samples. Among the total 134,441 unigenes, 49,890 and 71,722 unigenes were aligned with reads from *A. mellea* and *G. elata* juvenile tubers, respectively [See Additional file 2: Figure S2]. Among these unigenes, only 5547 unigenes were identified in both samples of deep sequencing data. 

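Of the unigenes detected in both libraries, 4019 matched a land plant gene, 939 a fungal gene and 78 an animal gene, and 479 had no KEGG gene. Land plant unigenes detected in the A. mellea library had a median of 0.06 TMM-FPKM there. The gastrodianin unigene TRINITY_DN70668_c0_g1 was listed at 22.78 TMM-FPKM in A. mellea and 100288 in the tuber. The unigene described as uricase was listed at 15.97 in A. mellea. Above 0.3 TMM-FPKM in both libraries there were 396 unigenes.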

To evaluate differential gene expression, the absolute value of the log2-FC (fold changes) ≥ 1, the *q*-values < 0.05 and the TMM-normalized FPKM > 0.3 were used as the criteria to determine the significance of gene expression differences [80]. 

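Among unigenes above 0.3 TMM-FPKM in both libraries whose description names a protein, the 5 largest ratios of A. mellea over tuber included the heat shock protein hsp20 TRINITY_DN55314_c0_g1, at 2340.7 TMM-FPKM in A. mellea and 0.34 in the tuber (log2 ratio 12.75), and the cyclophilin TRINITY_DN51255_c0_g1, at 2671.7 and 0.68 (log2 ratio 11.94). The ubiquitin and 60S ribosomal protein L40 fusion TRINITY_DN61164_c14_g1 had 556.4 TMM-FPKM in A. mellea and 0.31 in the tuber (log2 ratio 10.81). An adhesin-like protein, TRINITY_DN55504_c2_g1, had 2240.5 and 0.34 TMM-FPKM (log2 ratio 12.69), and serine/arginine repetitive matrix protein 3, TRINITY_DN50311_c0_g1, whose KEGG gene is ribosomal protein L14 of a bird, had 34.5 and 0.34 (log2 ratio 6.67). The 5 largest ratios on the tuber side, by the same rule, were those of an extensin-2-like protein, TRINITY_DN53745_c0_g5, at 0.44 TMM-FPKM in A. mellea and 3984.3 in the tuber (log2 ratio -13.14), a glutamic acid-rich protein, TRINITY_DN38858_c0_g1 (log2 ratio -12.88), heat shock cognate protein TRINITY_DN70658_c0_g1 (log2 ratio -12.69), a glutathione S-transferase, TRINITY_DN12597_c0_g1 (log2 ratio -12.43), and the class II heat shock protein TRINITY_DN70693_c0_g1 (log2 ratio -12.37). In the corm, grown without A. mellea, the hsp20 and cyclophilin unigenes had 0.24 and 0.72 TMM-FPKM. The ubiquitin fusion, adhesin-like and serine/arginine unigenes had 0 there. The smaller value of each ratio lies near the limit of 0.3 TMM-FPKM, so the size of these ratios rests on values near that floor.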

A total of 292 differentially expressed unigenes were revealed in the transcriptome comparison, of which sixty-nine unigenes were significantly up-regulated (log2-FC ≥ 1, FPKM > 0.3, *q*-values < 0.05) in *A. mellea* [See Additional file 3: Table S1], and 223 unigenes in *G. elata* juvenile tubers were expressed at significantly higher levels (log2-FC ≤ -1, FPKM > 0.3, *q*-values < 0.05) (Fig. 3a) [See Additional file 4: Table S2]. Of 292 the differentially expressed unigenes, only 106 unigenes can be assigned with KEGG Ortholog identifiers (KOids) or enzyme commission (EC) numbers corresponding to biological pathways for cellular functions and molecular interactions after KEGG analysis. Among these, twenty-five up-regulated unigenes from *A. mellea* and *G. elata* juvenile tuber were assigned KOids or EC numbers corresponding to twenty-eight isogroups involved in sixteen different pathways [See Additional file 5: Table S3]; and eighty-one down-regulated unigenes were corresponding to 134 isogroups involved in sixty different pathways [See Additional file 6: Table S4].

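Of the 69 unigenes at least 2-fold higher in A. mellea with both values above 0.3 TMM-FPKM, 19 matched a land plant gene, 18 a basidiomycete gene, 9 a bird gene and 2 a gene of another vertebrate, and 19 had no KEGG gene. Of the 223 unigenes at least 2-fold higher in the tuber, 152 matched a land plant gene, 1 a basidiomycete gene and 60 had no KEGG gene. Their median log2 ratio of A. mellea over tuber was -9.50, and 157 unigenes had a log2 ratio of -5 or below; in the other direction the median was 2.13 and 23 unigenes reached 5. An ortholog or EC number was found for 25 unigenes higher in A. mellea and 81 higher in the tuber.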

**Fig. 3:**
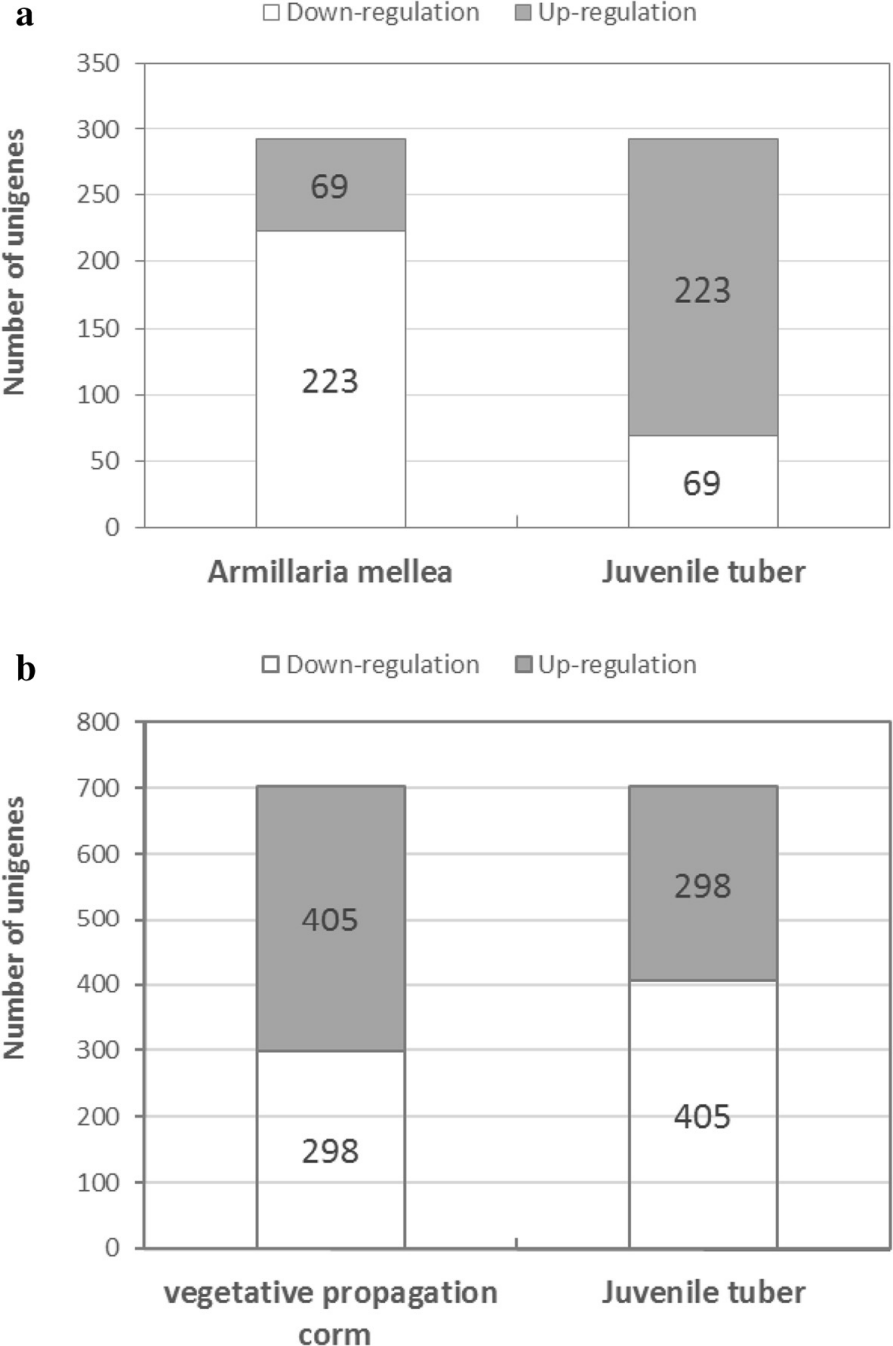
Differentially expressed unigenes between **a** *Armillaria mellea* and juvenile tuber of *Gastrodia elata* (under the criteria: the absolute value of the log2-FC ≥ 1, the *q*-values < 0.05 and the TMM-normalized FPKM > 0.3), and **b** vegetative propagation corm and juvenile tuber (under the criteria: the absolute value of the log2-FC ≥ 1, the *q*-values < 0.05 and the TMM-normalized FPKM > 10). Numbers of up- and down-regulated unigenes were shoen in boxes

### Differential expression analysis between the juvenile tuber and vegetative propagation corm of *Gastrodia elata*

The comparative analysis of transcriptomes of the juvenile tubers (symbiosis with *A. mellea*) and vegetative propagation corms (asymbiosis with *A. mellea*) was conducted also based on the combined transcriptome assembly of all three samples. Among the total 134,441 unigenes, 71,722 and 82,712 unigenes were aligned with reads from juvenile tubers and vegetative propagation corms, respectively [See Additional file 7: Figure S3]. Among these, 63,317 unigenes were identified in both samples, and 22,942 differentially expressed unigenes were revealed in the transcriptome comparison using the same criteria (the absolute value of the log2-FC ≥ 1, the *q*-values < 0.05 and the TMM-normalized FPKM > 0.3). 

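The corm library listed 19395 unigenes that the tuber library had at 0, of which 53.4% had no KEGG gene, 15.3% matched protists or algae, 12.7% fungi, 8.46% animals and 7.64% land plants. The tuber library listed 8405 unigenes that the corm library had at 0, of which 66.1% had no KEGG gene, 9.59% matched land plants, 9.03% fungi and 8.36% protists or algae. Of the 61387 unigenes above 0.3 TMM-FPKM in both libraries, 7390 were at least 2-fold higher in the tuber and 15573 in the corm, and the median log2 ratio over all of them was -0.18. After upper-quartile scaling 11252 were higher in the tuber and 10542 in the corm, and with the median ratio set to 0 these counts were 11044 and 10833, so the direction of the excess depends on the scaling between libraries. Without scaling, land plant matches counted 1906 higher in the tuber and 3384 in the corm, and scaled counts of these were not made.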

7383 and 15,559 unigenes were expressed at higher levels in *G. elata* juvenile tubers and vegetative propagation corms, respectively (data not shown). To focus on highly and differentially expressed unigenes by modifying the threshold of TMM-normalized FPKM larger than ten, 703 highly and differentially expressed unigenes were revealed in the transcriptome comparison. Among which 298 unigenes were significantly up-regulated (log2-FC ≥ 1, *q*-values < 0.05, TMM-normalized FPKM > 10) in juvenile tubers [See Additional file 8: Table S5], and 405 unigenes in vegetative propagation corms were expressed at significantly higher levels (log2-FC ≤ -1, *q*-values < 0.05, TMM-normalized FPKM > 10) (Fig. 3b) [See Additional file 9: Table S6]. 

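The glycine-rich cell wall structural protein TRINITY_DN55657_c2_g1 had 1900.9 TMM-FPKM in the tuber and 10.4 in the corm (log2 ratio 7.51). Extensin-2-like unigenes TRINITY_DN53745_c0_g1, TRINITY_DN53745_c0_g5 and TRINITY_DN53745_c0_g4 had log2 ratios of 4.54, 4.22 and 4.09, and calreticulin-like TRINITY_DN93367_c0_g1 had 4.51. The small heat shock proteins TRINITY_DN70693_c0_g1, TRINITY_DN70666_c0_g1 and TRINITY_DN78024_c0_g1 had log2 ratios of 3.99, 3.81 and 3.67, the second at 6743.6 TMM-FPKM in the tuber and 479.2 in the corm. On the corm side, premnaspirodiene oxygenase TRINITY_DN92676_c0_g1 had 23.3 TMM-FPKM in the tuber and 363.8 in the corm (log2 ratio -3.97), the vacuolar-processing enzyme unigenes TRINITY_DN54624_c3_g1, TRINITY_DN54624_c1_g3 and TRINITY_DN54624_c1_g1 had -3.85, -3.68 and -2.80, and aquaporin NIP1-1 TRINITY_DN78455_c0_g1 had -3.69. Alanine and glyoxylate aminotransferase TRINITY_DN33625_c1_g1 (log2 ratio -3.49), copper amine oxidase TRINITY_DN56009_c1_g1 (-3.16) and sucrose transporter SUT3 TRINITY_DN61138_c0_g1 (-2.86) were also higher in the corm. Of the 9916 unigenes above 10 TMM-FPKM in both libraries, 298 were at least 2-fold higher in the tuber and 674 in the corm, with a median log2 ratio of -0.24, while upper-quartile scaling gave 420 and 394.

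**Figure D2:**
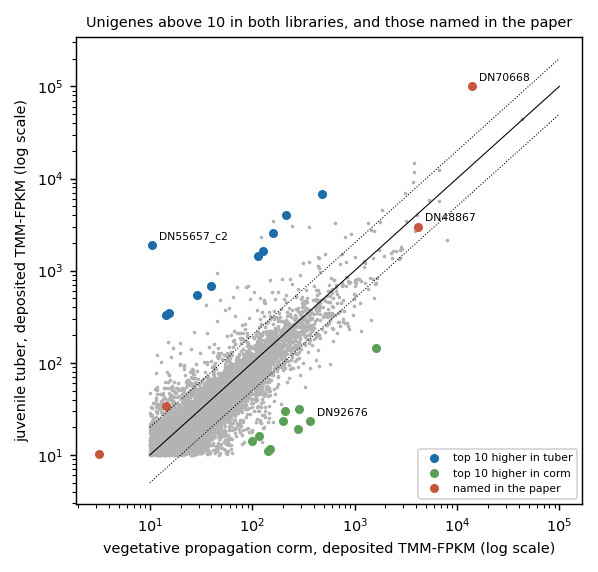
TMM-FPKM of unigenes above 10 in both libraries, tuber (vertical, log scale) against corm (horizontal, log scale), with 1 point per unigene. The solid line marks equal values and the dotted lines a 2-fold ratio, and the 10 largest ratios in each direction among unigenes whose description names a protein, and the unigenes named in the paper, are coloured.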

Of 703 the differentially expressed genes, only 244 unigenes can be assigned to KOids or EC numbers corresponding to to biological pathways for cellular functions and molecular interactions after KEGG analysis. Among these, 112 up-regulated (log2-FC ≥ 1, *q*-value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tubers compared with vegetative propagation corms were assigned to KOids or EC numbers corresponding to 159 isogroups involved in seventy-eight different pathways [See Additional file 10: Table S7]; and 132 down-regulated (log2-FC ≤ -1, *q*-value < 0.05, TMM-normalized FPKM > 10) unigenes were assigned to KOids or EC numbers corresponding to 168 isogroups involved in eighty different pathways [See Additional file 11: Table S8].

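Of 46 unigenes in the class III peroxidase list, 19 were at least 2-fold higher in the tuber and 14 in the corm. Their median log2 ratio was 0.72, above all 10000 random lists matched on mean expression. The 34 with a land plant match counted 17 and 5, with a median of 1.00 (percentile 100). Peroxidase TRINITY_DN78587_c0_g1 had a log2 ratio of 2.38 and TRINITY_DN79200_c0_g1 one of -1.54. Of 29 cellulose synthase unigenes, 3 were higher in the tuber and 5 in the corm, with a median of 0.44 (percentile 99.97), or 0.28 (percentile 99.84) over land plant members, and the highest of them by mean, TRINITY_DN5269_c0_g2, had 167.9 TMM-FPKM in the tuber and 113.1 in the corm. The median over 95 unigenes with the name of a cell wall loosening protein in the description, the polygalacturonase inhibitor TRINITY_DN37941_c0_g1 among them, was 0.04 (percentile 99.98), with 26 higher in the tuber and 25 in the corm, and that over 14 lipid-transfer proteins was 0.37 (percentile 99.5), with 4 and 5. Of 311 heat shock proteins, 90 were higher in the tuber and 127 in the corm (median -0.47, percentile 19.8), while the 146 with a land plant match counted 37 and 24; of the 72 above 10 TMM-FPKM in both libraries, 14 were higher in the tuber and 2 in the corm. Chitinases and beta-1,3-glucanases had a median of -0.17 (percentile 89.7), and pathogenesis-related and thaumatin-like proteins one of -0.22 (percentile 75.4). A list median describes these 2 libraries, and setting the median log2 ratio of all unigenes above 1 TMM-FPKM to 0 adds 0.13 to every ratio and upper-quartile scaling adds 0.18.

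**Figure D3:**
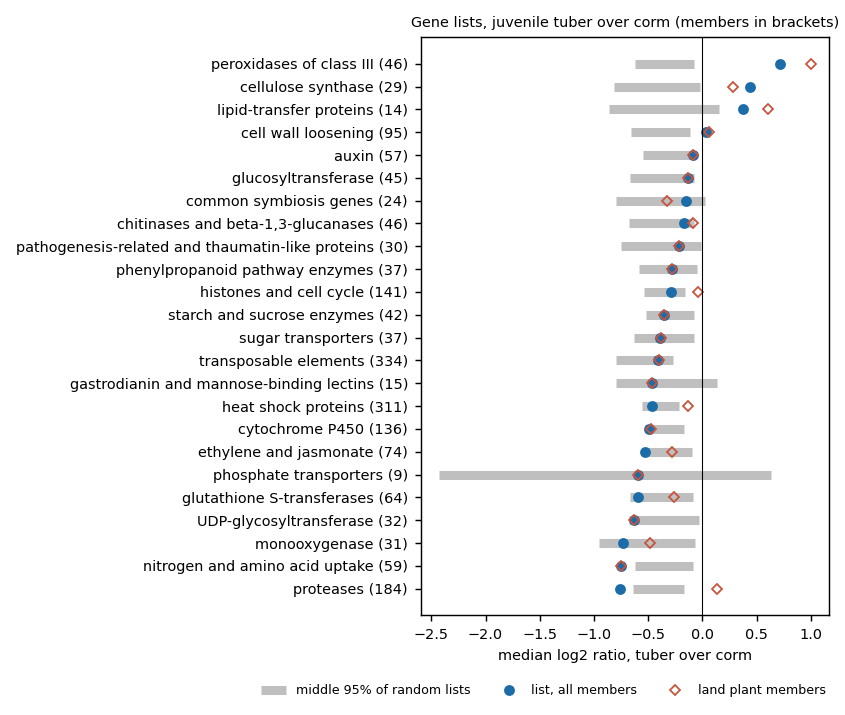
Median log2 ratio of tuber over corm for each gene list, over all members (filled circles) and over members with a land plant match (open diamonds), beside the middle 95% of 10000 random lists (grey bars), with the number of members in brackets. The grey bars come from lists drawn over all unigenes and apply to the filled circles. The random range for land plant members differs and is not drawn. Class III peroxidases lie highest at 0.72, and the photosynthesis, ribosomal protein and ubiquitin lists are left out.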

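Of 59 unigenes of nitrogen and amino acid uptake, 1 was at least 2-fold higher in the tuber and 22 in the corm (median log2 ratio -0.75, percentile 0.28), with glutamine synthetase TRINITY_DN38087_c0_g2 at 752.4 TMM-FPKM in the tuber and 1003.6 in the corm. Sugar transporters had a median of -0.39 (percentile 30.2), and hexose carrier HEX6 TRINITY_DN62537_c1_g1 had 5.60 TMM-FPKM in the tuber and 244.5 in the corm (log2 ratio -5.45). Starch and sucrose enzymes had a median of -0.35 (percentile 27.8) and phosphate transporters one of -0.59 (percentile 46.9). Of 184 unigenes with a protease word in the description, which include inhibitors such as cysteine proteinase inhibitor TRINITY_DN44260_c1_g1, 44 were higher in the tuber and 88 in the corm (median -0.76, percentile 0.11), but the 108 with a land plant match had a median of 0.14 (percentile 100). Of 1514 ribosomal protein unigenes, 396 matched a land plant gene, and these had a median of -0.27 (percentile 40.7) where all had -3.77 (percentile 0); the ubiquitin list moved from -8.21 (percentile 0) to -0.10 (percentile 69.0) over its 10 land plant members. Ethylene and jasmonate genes had a median of -0.53 (percentile 3.73) and glutathione S-transferases one of -0.59 (percentile 6.92), but over land plant members these were -0.28 (percentile 38.5) and -0.26 (percentile 43.1). The common symbiosis list also takes proteins named nodulin, such as early nodulin-93-like TRINITY_DN3608_c0_g1. It had a median of -0.15 (percentile 83.0), or -0.33 (percentile 42.5) over land plant members. Auxin genes had -0.09 (percentile 97.6, or 96.6 among land plant unigenes, inside their random range), which becomes 0.04 once the median ratio is set to 0. Histone and cell cycle genes had -0.29 (percentile 72.6), while the 111 with a land plant match had -0.04 (percentile 99.95), above the random range and above 0 once the median ratio is set to 0. Transposable elements had -0.41 (percentile 83.8), or -0.40 (percentile 21.8) over land plant members, and the single photosynthesis member, TRINITY_DN50154_c0_g1, had a log2 ratio of -2.12.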

Kusano (1911) first reported that *G. elata* existed in a mycorrhizal relationship with the wood-rotting pathogen *A. mellea*; however, this relationship was uncharacterized [18]. Until 1980, Zhang and Li showed that *G. elata* digests the invasive hyphae of *A. mellea* as the source of nutrition [1]. Lan et al. (1986) also confirmed that *A. mellea* was used as the source of nutrition for *G. elata* through the observation of labeled materials from *A. mellea* in the transverse section of *G. elata*. The labeled materials appeared in mitochondria, the endoplasmic reticulum and vacuoles of *G. elata* cortical cells [20]. When the hyphae of *A. mellea* are disconnected between wood (source of nutrition for *A. mellea*) and *G. elata*, the growth of *G. elata* terminates and this organism dies; therefore, the role of *A. mellea* for *G. elata* was considered as the food for survival [21]. According to the differential gene expression in *G. elata* in response to *A. mellea* symbiosis, unigene TRINITY_DN70668_c0_g1 is significantly induced [See Additional file 8: Table S5], as high as ~7 folds, and this gene was annotated as a gastrodianin (i.e., gastrodia antifungal proteins, GAFPs) gene, which digests the cell wall of *A. mellea* [81]. This result suggested that *G. elata* digests the invasive hyphae of *A. mellea* as a source of nutrition according to Zhang and Li (1980) [1]. 

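The gastrodianin unigene TRINITY_DN70668_c0_g1, described as an antifungal protein precursor, had 14005 TMM-FPKM in the corm library and was 7.16-fold higher in the tuber library (log2 ratio 2.84). In the authors' deposited table its log2 ratio of tuber over corm is 2.84, with a q-value of 0.0274 that lies below its p-value of 0.0732. Over the 15 unigenes of the gastrodianin and mannose-binding lectin list, summed values were 105093 TMM-FPKM in the tuber and 18488 in the corm, a ratio of 5.68, and without TRINITY_DN70668_c0_g1 the other 14 summed to 4805.1 and 4482.9, a ratio of 1.07. From the higher level of this unigene in symbiotic tubers, and with earlier reports of hyphal digestion, the paper proposes that G. elata digests the invading hyphae as a source of nutrition.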

In the present study, the low-level gene expression of the gastrodianin biosynthetic gene was detected in vegetative propagation corms (i.e., primary corms), which differentiated from protocorms, suggesting that the symbiotic relationship between *A. mellea* and *G. elata* only can be developed during the vegetative propagation corms of *G. elata* [82]. According to previous reports, there are two copies of gastrodianin biosynthetic genes in *G. elata* [81], and these two genes (unigenes TRINITY_DN70668_c0_g1 and TRINITY_DN48867_c0_g1) were also identified through deep sequencing data in the present study, only unigene TRINITY_DN70668_c0_g1 was significantly induced in the juvenile tubers of *G. elata* in response to *A. mellea* symbiosis [See Additional file 8: Table S5]. 

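The other gastrodianin unigene, TRINITY_DN48867_c0_g1, described as an antifungal protein, had 3008.2 TMM-FPKM in the tuber and 4148.7 in the corm (log2 ratio -0.46). In the authors' deposited table its q-value is 0.217 and its p-value 0.392. Another unigene of the list, the mannose-specific lectin TRINITY_DN99434_c0_g1, had 1630.2 TMM-FPKM in the tuber and 127.6 in the corm (log2 ratio 3.67). By count, 6 of the 15 list members were at least 2-fold higher in the tuber and 7 in the corm, with a median log2 ratio of -0.46 at percentile 23.7 of random lists.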

The result was consistent with the previous gene expression study of the gastrodianin biosynthetic gene in *G. elata* [81].

### Identification and validation of candidate genes involved in gastrodin biosynthesis

The mechanism and related genes in the gastrodin biosynthesis pathway are currently unknown. To the best of our knowledge, gastrodin (4-hydroxymethylphenyl-β-D-glucopyranoside) is a simple glycoside comprising glucose and 4-hydroxybenzyl alcohol [27]. The last biosynthesis enzyme of gastrodin is glucosyltransferase [45]. Gastrodins are synthesized from 4-hydroxybenzyl alcohol with UDP-glucose via glucosylation catalyzed through glucosyltransferase. The precursor of gastrodin, 4-hydroxybenzyl alcohol, is catalyzed through cresols degradation (toluene degradation) from toluene through two steps of hydroxylation via monooxygenase (CYP450) [54, 55]. Therefore, both monooxygenase and glucosyltransferase are considered two key enzymes for gastrodin biosynthesis [53]. According to the chemical structure of gastrodin and gastrodin precursors, analyzed in previous reports, the putative gastrodin biosynthetic pathway is shown in Fig. 4. However, both monooxygenase (CYP450) and glucosyltransferase belong to a large enzyme families involved in different biosynthesis pathways in various plants [45, 54, 55]. Moreover, 4-hydroxybenzyl alcohol and gastrodin were also detected in *Anoectochilus formosanus* [83]. To determine the candidate genes involved in gastrodin biosynthesis, the comparative analysis of the transcriptomes between vegetative propagation corm and juvenile tuber of *G. elata* was conducted. 

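Of 136 unigenes with cytochrome P450 or a CYP name in the description, 22 were at least 2-fold higher in the tuber and 49 in the corm (median log2 ratio -0.50, percentile 6.24), while the 122 with a land plant match had a median of -0.48 (percentile 0.59), below the random range. These include 25 that are cyclophilins or reductases by description, such as NADPH-cytochrome P450 reductase TRINITY_DN43478_c0_g1, and the other 111 counted 21 and 46 with a median of -0.57 (percentile 4.20), or -0.57 (percentile 0.11) over land plant members. Cytochrome P450 89A2 TRINITY_DN64219_c0_g1 had 54.3 TMM-FPKM in the tuber and 330.9 in the corm. Of 32 UDP-glycosyltransferases, 1 was higher in the tuber and 10 in the corm (median -0.63, percentile 4.63, or 1.09 among land plant unigenes), and the 3 highest by mean, TRINITY_DN51034_c3_g1, TRINITY_DN51034_c1_g1 and TRINITY_DN41059_c0_g1, had log2 ratios of -2.28, -2.40 and -2.12. Phenylpropanoid pathway enzymes had a median of -0.28 (percentile 53.3), with phenylalanine ammonia-lyase TRINITY_DN54785_c0_g1 at 774.8 TMM-FPKM in the tuber and 856.8 in the corm.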

A total of thirty and forty-six unigenes, respectively, were annotated to monooxygenase and glucosyltransferase among the 63,317 unigenes expressed both in the juvenile tubers and the vegetative propagation corms of *G. elata*. 

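A word search of the nr descriptions among unigenes detected in both libraries gave 27 unigenes with the word monooxygenase and 45 with the word glucosyltransferase. The highest monooxygenase by the mean of tuber and corm, methylsterol monooxygenase 1-1 TRINITY_DN71354_c0_g1, had 57.3 TMM-FPKM in the tuber and 102.9 in the corm. Among glucosyltransferases, 7-deoxyloganetin glucosyltransferase TRINITY_DN61742_c2_g1 had the highest mean, at 65.4 and 85.5 TMM-FPKM. The gene lists of these words hold unigenes with a mean of at least 1 over tuber and corm, whether or not both libraries detect them, and on the log2 scale of tuber over corm the 31 monooxygenases had a median of -0.73 (percentile 8.40), or -0.48 (percentile 15.6) over land plant members. The 45 glucosyltransferases of that list had one of -0.14 (percentile 89.9), which was 0.0058 with a mean of at least 0.3.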

Under the criteria of log2-FC ≥ 1, TMM-normalized FPKM > 3 and *q*-values < 0.05, four putative monooxygenases were selected. Among them, unigene TRINITY_DN54282_c0_g1 was the most abundance in FPKMs and differentially expressed one (~2.4 times higher in the juvenile tubers). 

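Above 3 TMM-FPKM in both libraries, 3 monooxygenase unigenes were at least 2-fold higher in the tuber and 0 in the corm. They were flavin-containing monooxygenases, TRINITY_DN37965_c0_g2 at 9.72 TMM-FPKM in the tuber and 3.94 in the corm (log2 ratio 1.30), TRINITY_DN58475_c0_g1 at 12.4 and 5.94 (log2 ratio 1.07) and TRINITY_DN37965_c0_g1 at 7.47 and 3.59 (log2 ratio 1.06).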

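TRINITY_DN54282_c0_g1 had 34.2 TMM-FPKM in the tuber and 14.5 in the corm (log2 ratio 1.24), and it was listed at 0 in A. mellea. Its nr description is obtusifoliol 14-alpha demethylase, without the word monooxygenase, and TRINITY_DN54282_c0_g2 from the same Trinity component, described as obtusifoliol 14-alpha demethylase-like and chosen after its values were seen, had 13.0 and 1.14 TMM-FPKM (log2 ratio 3.51). The authors' deposited table gives TRINITY_DN54282_c0_g1 a q-value of 0.0407, below its p-value of 0.183.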

Under the same criteria, three putative glucosyltransferases were selected and the unigene TRINITY_DN50323_c0_g1 was the highest differentially expressed one (~3.2 times higher in the juvenile tubers).

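TRINITY_DN50323_c0_g1, described as probable mannan synthase 11, had 10.2 TMM-FPKM in the tuber and 3.17 in the corm (log2 ratio 1.68), and it was listed at 0 in A. mellea. By the word glucosyltransferase, 2 unigenes above 3 TMM-FPKM in both libraries were at least 2-fold higher in the tuber, limonoid UDP-glucosyltransferase TRINITY_DN62005_c5_g1 at 28.9 and 12.7 TMM-FPKM (log2 ratio 1.19) and crocetin glucosyltransferase TRINITY_DN52054_c1_g1 at 18.3 and 9.02 (log2 ratio 1.02), and 4 were higher in the corm. Of 10 unigenes with the EC number of TRINITY_DN50323_c0_g1 detected in both libraries, 5 were above 3 TMM-FPKM in both, with a median log2 ratio of 0.73, and 2 of these were at least 2-fold higher in the tuber and 0 in the corm. The other of these 2, glucomannan 4-beta-mannosyltransferase TRINITY_DN40656_c0_g2, chosen after its values were seen, had 70.0 TMM-FPKM in the tuber and 3.24 in the corm (log2 ratio 4.43). The authors' deposited table gives TRINITY_DN50323_c0_g1 a q-value of 0.0334, below its p-value of 0.0805. The paper proposes TRINITY_DN54282_c0_g1 and TRINITY_DN50323_c0_g1 as candidate genes of gastrodin synthesis. It bases this on their higher levels in tubers by sequencing, semi-quantitative RT-PCR and qRT-PCR, on their KEGG annotation and on the rise of gastrodin in tubers.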

**Fig. 4:**
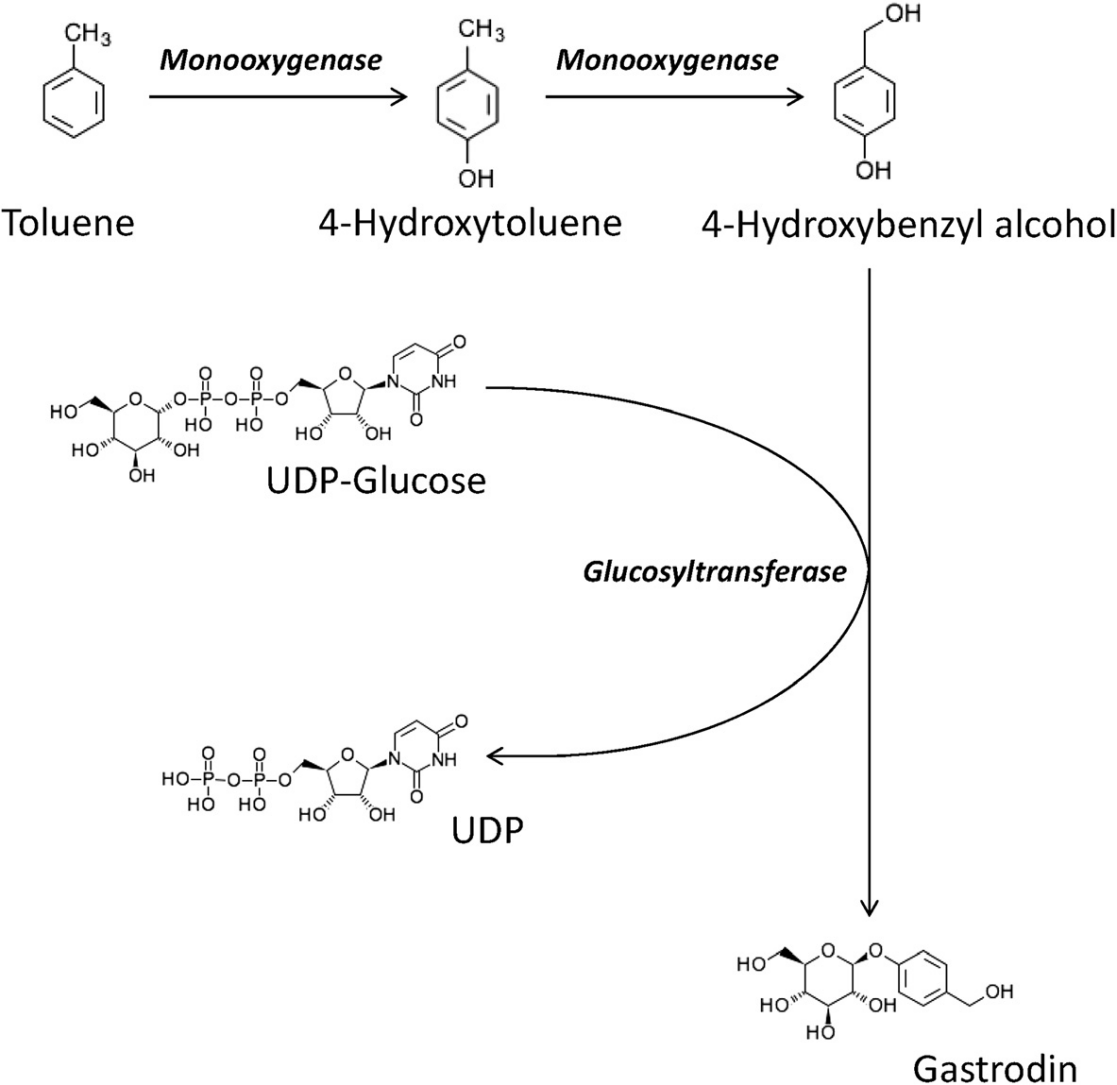
Putative gastrodin biosynthetic pathway in *Gastrodia elata*

To validate the differential expression of gastrodin biosynthesis-related unigenes TRINITY_DN54282_c0_g1 and TRINITY_DN50323_c0_g1, we investigated the expression of these genes in different life stages between the vegetative propagation corms and juvenile tubers of *G. elata* using semi-quantitative RT-PCR and real-time PCR (quantitative RT-PCR, qRT-PCR), and compared the results with fold-changes of FPKM (RNA-Seq). The specific primers for semi-quantitative RT-PCR and qRT-PCR were designed. In semi-quantitative RT-PCR, expression profiling revealed the differential expression of both monooxygenases and glycosyltransferases between the vegetative propagation corms and juvenile tubers of *Gastrodia elata* (Fig. 5). Both monooxygenases and glycosyltransferase genes were up-regulated in the juvenile tubers and were considered as gastrodin biosynthetic-related genes, as gastrodin production markedly increases from the growth stage of vegetative propagation corms to that of juvenile tubers [44]. In addition, the differential expression of the two genes was also validated through qRT-PCR analysis as shown in Fig. 6. The expression levels of the unigene TRINITY_DN54282_c0_g1 were up-regulated up to 6.5 times in juvenile tubers and 2.4 times for qRT-PCR and RNA-Seq, respectively. Similarly, qRT-PCR and RNA-Seq showed that the expression levels for unigene TRINITY_DN50323_c0_g1 were up-regulated approximately 3.6 and 3.2 times, respectively, in juvenile tubers. The results of both semi-quantitative RT-PCR (Fig. 5) and qRT-PCR analysis (Fig. 6) were consistent with the RNA-Seq data.

**Fig. 5:**
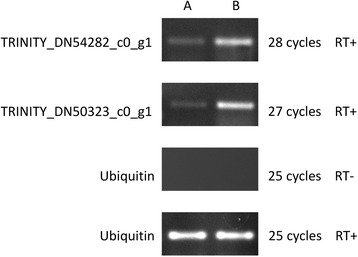
Semi-quantitative RT-PCR profile of gasstrodin related candidate genes unigene TRINITY_DN54282_c0_g1 (monooxygenase) and TRINITY_DN50323_c0_g1 (glycosyltransferase) in different life stage of vegetative propagation corm (**a**) and juvenile tuber (**b**) of *Gastrodia elata* tissues with ubiquitin as the internal control. RT+ and RT- represent amplifications with and without reverse transcriptase

**Fig. 6:**
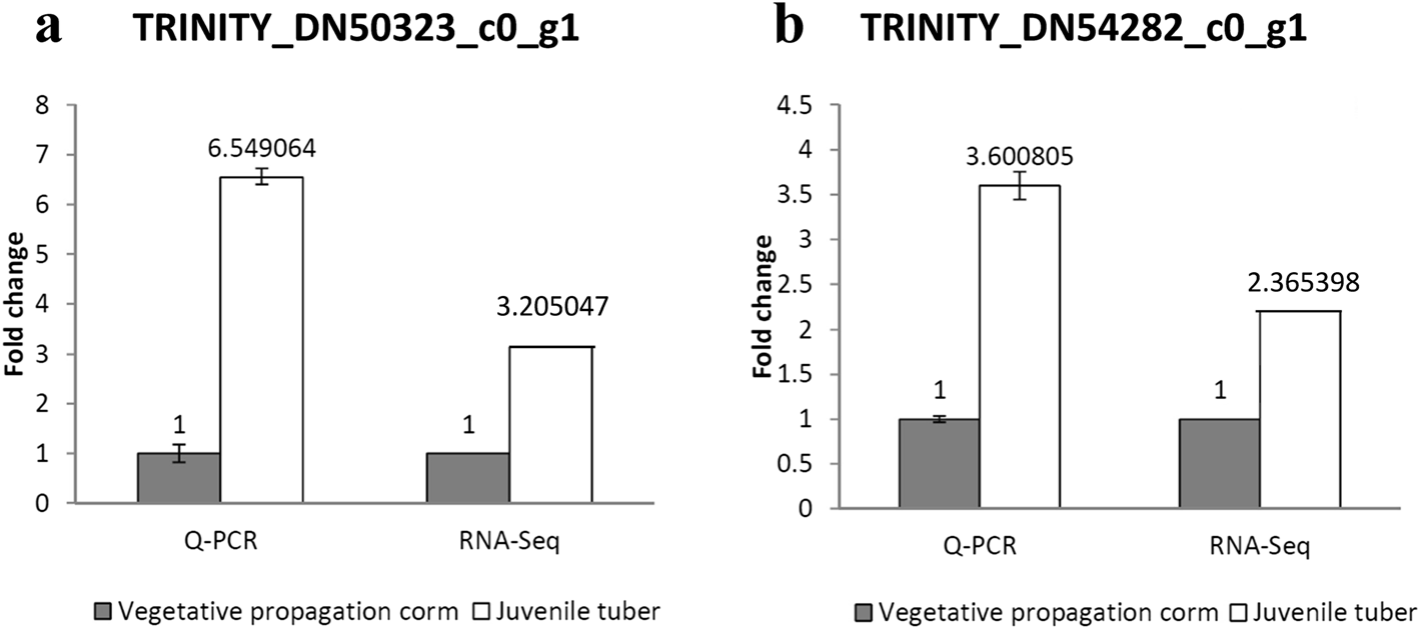
Quantitative real-time PCR (Q-PCR) validations of (**a**) unigene TRINITY_DN50323_c0_g1 and (**b**) unigene TRINITY_DN54282_c0_g1 of RNAseq results (TMM-normalized FPKM fold changes). Comparison of differential expression values between the juvenile tuber (white bar) and vegetative propagation corm (grey bar) of *Gastrodia elata* determined by qRT-PCR and RNAseq

Monooxygenases belong to cytochrome P450 proteins, the largest family of plant proteins, which catalyze most of the oxidation steps in plant secondary metabolism [57, 58]. The comparison of the chemical structures of 4-hydroxybenzyl alcohol and the precursor toluene (Fig. 4), revealed two steps catalyzed through monooxygenase, the conversion of toluene to 4-hydroxytoluene and the conversion of 4-hydroxytoluene to 4-hydroxybenzyl alcohol. Therefore, unigene TRINITY_DN54282_c0_g1 (EC: 1.14.13.-) was considered as a toluene monooxygenase gene, consistent with the KEGG pathway annotation (Fig. 7). 

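The annotation gives TRINITY_DN54282_c0_g1 the ortholog K05917, EC 1.14.13.70 and the steroid biosynthesis pathway. Of 45 unigenes with an EC number in 1.14.13 detected in both libraries, 26 were above 3 TMM-FPKM in both, and 3 of these were at least 2-fold higher in the tuber and 1 in the corm. Of the cinnamate 4-hydroxylases of that class, chosen after their values were seen, TRINITY_DN50227_c0_g1 had 149.3 TMM-FPKM in the tuber and 59.9 in the corm (log2 ratio 1.32), and TRINITY_DN48124_c0_g1 had 12.1 and 20.2 (log2 ratio -0.73). Of the toluene degradation pathway, 1 unigene was detected in both libraries, TRINITY_DN85573_c0_g1 with EC 3.1.1.45, chosen after its values were seen, at 93.1 and 99.4 TMM-FPKM (log2 ratio -0.09).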

Generally, glycosylation is the last step in the biological biosynthesis of secondary metabolism because sugar conjunction results in both the increased water solubility and stability of the compounds [84–86]. In *G. elata*, glycosyltransferase catalyzes the last step of the gastrodin biosynthesis pathway, which converts 4-hydroxybenzyl alcohol to gastrodin [45] (Fig. 4). Therefore, unigene TRINITY_DN50323_c0_g1 (EC: 2.4.1.12) was considered as a glycosyltransferase gene, consistent with the KEGG pathway annotation (Fig. 8). 

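The annotation gives TRINITY_DN50323_c0_g1 the ortholog K13680 and EC 2.4.1.32, and no pathway. Of 19 unigenes with EC 2.4.1.12 detected in both libraries, 12 were above 3 TMM-FPKM in both, with a median log2 ratio of 0.53, and 1 was at least 2-fold higher in the tuber and 1 in the corm. Of 174 unigenes of the starch and sucrose metabolism pathway, 114 were above 3 TMM-FPKM in both libraries, and 11 of these were higher in the tuber and 12 in the corm (median log2 ratio -0.11).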

In short, both unigenes TRINITY_DN54282_c0_g1 and TRINITY_DN50323_c0_g1 might be key enzyme genes that, respectively, participate in the hydroxylation (Fig. 7) and glucosylation (Fig. 8) of gastrodin (Fig. 4).

**Fig. 7:**
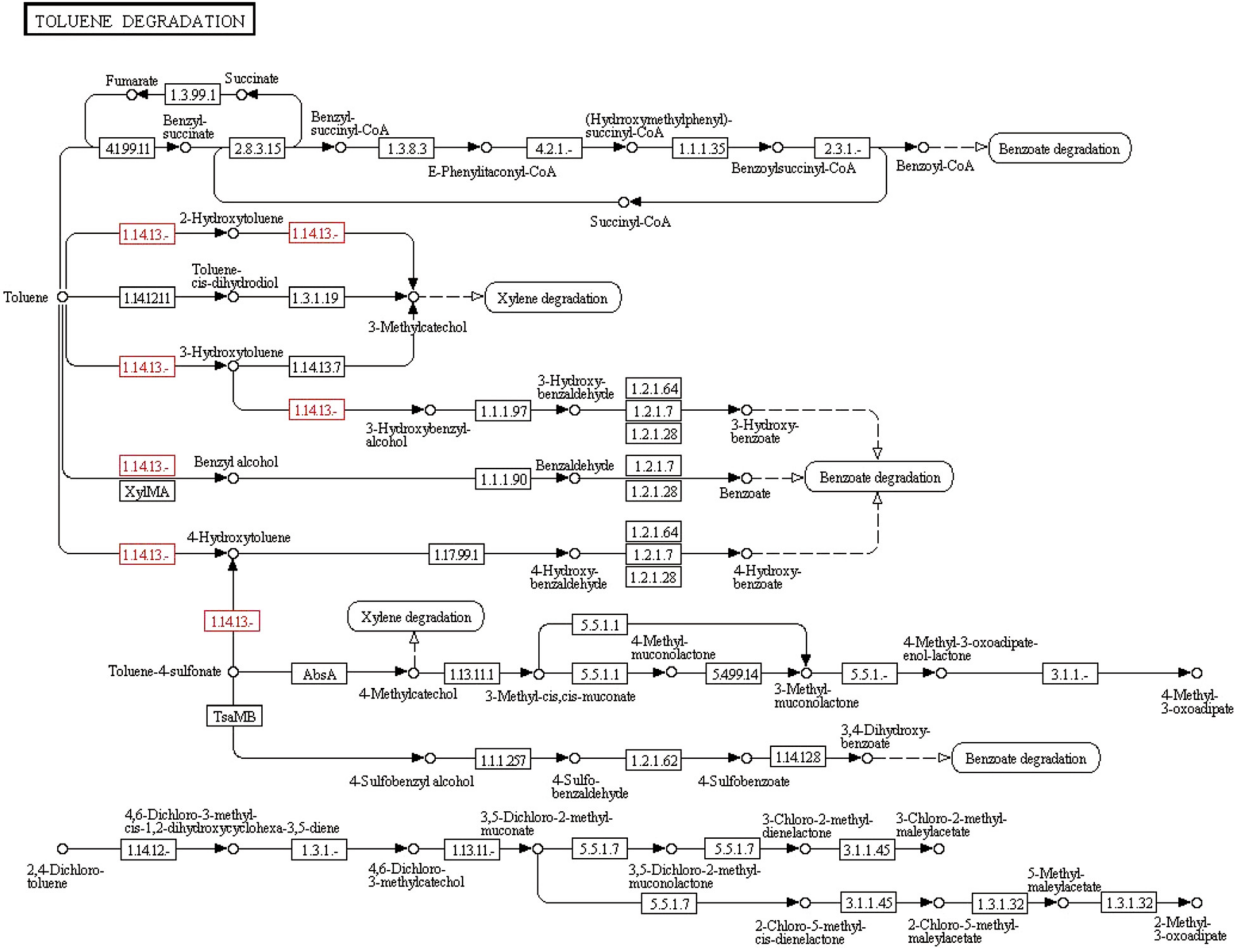
Hydroxylation by monooxygenase (EC:1.14.13.-) in toluene degradation. The putative enzymes are in red

**Fig. 8:**
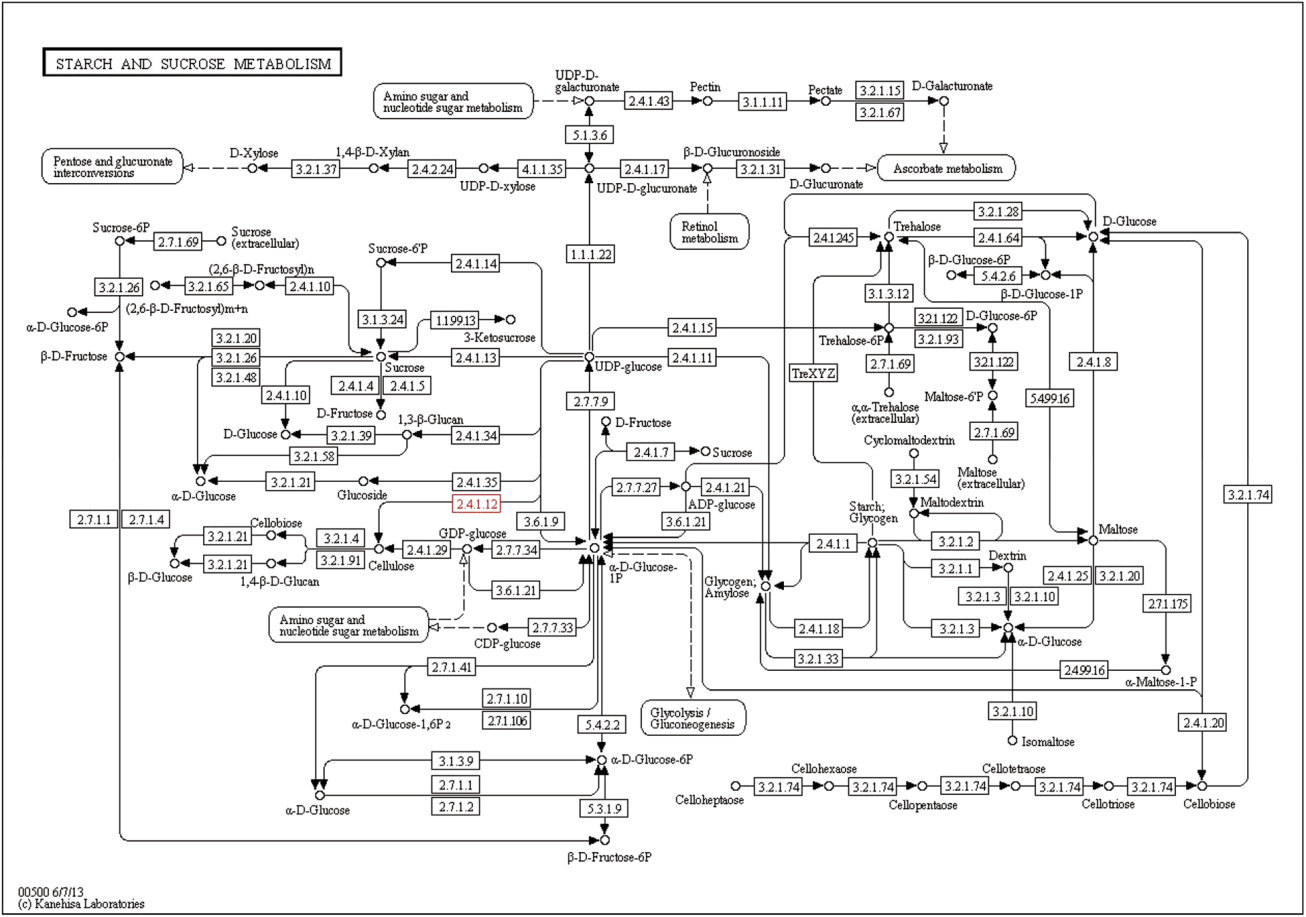
Glucosylation by beta-1,4-glucosyltransferase (EC:2.4.1.12) in starch and sucrose metabolism. The putative enzyme is in red

### Cloning of gastrodin biosynthesis related genes

The full-length cDNA sequences of monooxygenases (unigene TRINITY_DN54282_c0_g1) and glycosyltransferases (unigene TRINITY_DN50323_c0_g1) from *G. elata* were further isolated through RACE analysis. The nucleotide sequence of the full-length monooxygenase cDNA has an open reading frame (ORF) of 1476 nucleotides spanning from the first initiation codon (ATG) to the termination codon (TGA), an in-frame stop codon located 12 nt upstream from the initiation codon and an out-of-frame ATG located upstream of the main ORF. The complete ORF encodes a protein of 491 amino acids with a predicted molecular mass of 55.8 kDa (Fig. 9a). In addition, the nucleotide sequence of the full-length glucosyltransferase cDNA has an ORF of 1635 nucleotides spanning from the first initiation codon ATG to the termination codon TGA, an in-frame stop codon located 12 nt upstream from the initiation codon and an out-of-frame ATG located upstream of the main ORF. The complete ORF encodes a protein of 544 amino acids with a predicted protein of 63.1 kDa (Fig. 9b).

**Fig. 9:**
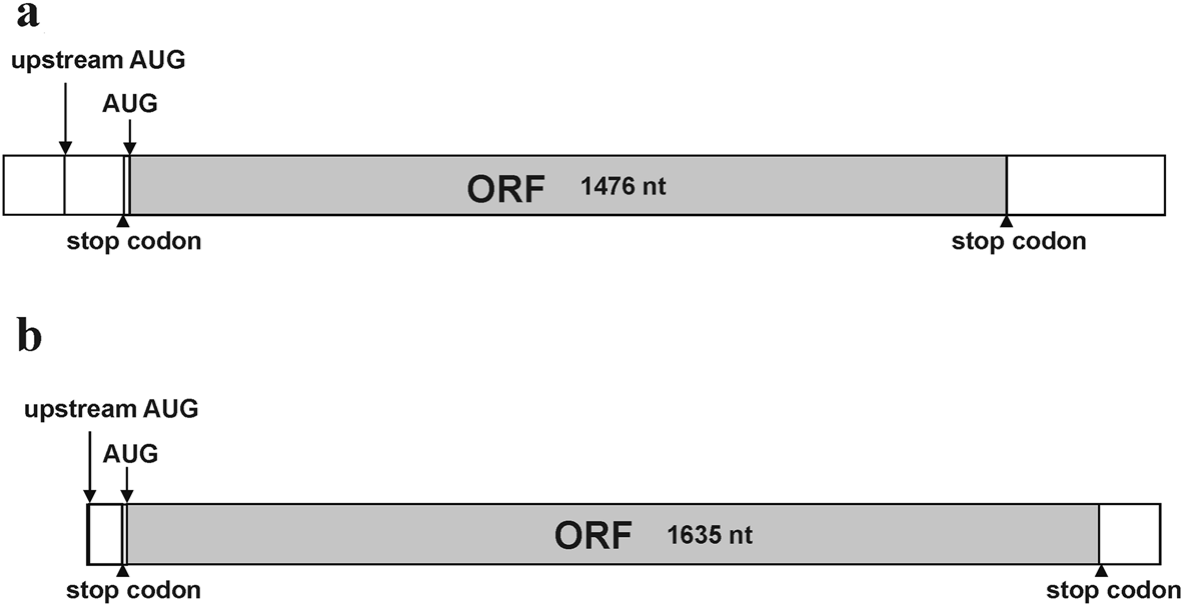
**a** Schematic representation of the mRNA transcripts of (**a**) unigene TRINITY_DN54282_c0_g1 (monooxygenase) with an out-of-frame AUG and an in-frame stop codon upstream the start codon; **b** unigene TRINITY_DN50323_c0_g1 (glycosyltransferase) with an out-of-frame AUG and an in-frame stop codon upstream the start codon

Notably, both monooxygenases (unigene TRINITY_DN54282_c0_g1) and glycosyltransferases (unigene TRINITY_DN50323_c0_g1) induced in response to fungi symbiosis possess an out-of-frame upstream ATG and an in-frame stop codon in the main ORF within the 5’UTR. In mammals, upstream ATGs/upstream ORFs significantly reduce protein expression levels through a reduction of the translation efficiency [87, 88] or mRNA decay [89–91]. Upstream AUGs/upstream ORFs in the 5′ UTR efficiently disrupt the translation of the downstream coding sequence, thereby reducing the translation efficiency of the main coding region [87, 88]. According to deep sequencing, semi-quantitative RT-PCR, and real-time RT-PCR, both monooxygenases (unigene TRINITY_DN54282_c0_g1) and glycosyltransferase (unigene TRINITY_DN50323_c0_g1) genes were co-expressed in vegetative propagation corms. Therefore, the upstream ATGs of these two genes might result in the low concentration of gastrodin in vegetative propagation corms. The induction of gene expression in response to fungi symbiosis might increase the translation efficiency or mRNA stability of the two key enzymes to increase gastrodin production in juvenile tubers. In response to stress, the translation repression of upstream ATGs/upstream ORFs could be significantly reduced [92–94] or mRNA stability could be increased [95, 96]. In response to fungi invasion, the repression reduction of the translation efficiency of both monooxygenases (unigene TRINITY_DN54282_c0_g1) and glycosyltransferase (unigene TRINITY_DN50323_c0_g1) genes in *G. elata* might also increase the accumulation of gastrodin in juvenile tubers, as fungal infection could be a biotic stress to *G. elata*.

## Conclusions

The molecular basis of gastrodin biosynthesis in *G. elata* was clarified based on *de novo* transcriptome sequencing in the present study. Two putative monooxygenase (unigene TRINITY_DN54282_c0_g1) and glycosyltransferase (unigene TRINITY_DN50323_c0_g1) genes associated with the gastrodin biosynthesis pathway were identified. The genes of the two key enzymes involved in gastrodin biosynthesis might be applied as the target genes for plant gene transformation in future studies to obtain transgenic plants or microbial hosts with gastrodin production. Moreover, this transcriptome dataset also provides important information to accelerate future gene expression and functional genomics studies in *G. elata*.

## Methods

### Materials

Plant materials used in this study were got from the Chinese medical farm. The voucher specimens were deposited at the herbarium of the Taiwan Endemic Species Research Institute (TAIE) and the voucher numbers are Hsu 17054 and 17055. The vegetative propagation corms and juvenile tubers of *G. elata* were, respectively, harvested 1 and 12 months after sowing at the Chinese medical farm (Hakusan City, Jilin Province, China) (Fig. 1b and d). *A. mellea* was isolated from the juvenile tuber of *G. elata* and identified based on ITS sequence of nuclear ribosomal DNA (nrDNA) (data not shown). The fungi were cultured on PDA medium according to Mishra and Dubey (1994) for further molecular studies (Fig. 1c) [97].

### RNA isolation, cDNA library preparation, deep sequencing and *de novo* assembly

The vegetative propagation corms of *G. elata*, juvenile tuber of *G. elata* and *A. mellea* was separately harvested and extracted total RNA using Trizol® Reagent (Invitrogen, Carlsbad, CA, USA) and followed by the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). Purified RNA was quantified at OD260 using a ND-1000 spectrophotometer (NanoDrop Technology, San Diego, CA, USA) and qualitated using an Agilent Bioanalyzer 2100 with the RNA 6000 nano labchip kit (Agilent Technology, Santa Clara, CA, USA). The RNA Integrity Number (RIN) was identified 8.7, 9.1, and 8.0 for vegetative propagation corm, juvenile tuber, and *A. mellea*, respectively. Each of the RNA libraries was separately constructed using TruSeq RNA Library Preparation Kit v2 (Illumina Inc., San Diego, CA) with standard Illumina protocols. After quality-control using an Agilent Bioanalyzer 2100, each library was paired-end deep sequenced by Illumina HiSeq 2000 sequencer (Illumina Inc., San Diego, CA, USA) according to the manufacturer’s instructions. The quality of the produced fastq sequences was assessed using FastQC program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), see Additional files 12, 13 and 14: Figures S4, S5 and S6. Before the assembling stage, the reads were processed to trim adaptor sequences and low-quality ends via Trimmomatic version 0.32 [98] with parameters “ILLUMINACLIP: TruSeq3-PE.fa:2:30:10 SLIDINGWINDOW:4:5 LEADING:5 TRAILING:5 MINLEN:25”. A single *de novo* transcriptome assembly was generated from high-quality short reads of all three samples using the Trinity software (https://github.com/trinityrnaseq/trinityrnaseq/wiki/) [99]. Trinity v2.1.0 (release 20140413p1) was employed with the default *k-mer* of 25 and minimum assembled contig length of 200. Candidate coding regions within transcript sequences were identified using TransDecoder (http://transdecoder.github.io/).

### Transcript abundance estimation

Quantification of transcripts was estimated using the RNA-Seq by Expectation-Maximization (RSEM) software version 1.2.23 [100], which was bundled with the Trinity software distribution. The RSEM protocal uses the Bowtie software (http://bowtie-bio.sourceforge.net/index.shtml) [101] to align trimmed reads from each sample seperatively to the assembled transcripts, and then computes transcript abundance, estimates the number of aligned fragments corresponding to each transcript, including normalized expression values as FPKM for paried-end reads. In addition, RSEM computes ‘gene-level’ expression values using the Trinity component as a proxy for the gene. For comparing expression levels of different transcripts or genes across samples, a Trinity-bundled script invokes the EdgeR package to perform an additional TMM scaling normalization that aims to estimate differences in total RNA production across all samples [102, 103]. Transcripts with zero TMM-normalized FPKM values for all three samples were removed from the assembly and not counted into the total transcript number, and the rest with longest length per component (i.e., gene locus) defined by Trinity were interpreted to represent “unigenes” for downstream analysis. The data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus [104] and are accessible through GEO Series accession number GSE73633 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73633).

### Gene functional annotation, GO classification and KEGG pathway analysis

The functional annotation of the unigenes was conducted using the BLASTX algorithm of DIAMOND program [105] with E-values < 1.00E-5 and enabled ‘sensitive mode’ against NCBI non-redundant protein sequence database (nr, October 2015), which consisted of all non-redundant peptide sequences from GenBank CDS translations, RefSeq Proteins, PDB (Protein Data Bank) database, SwissProt database, PIR (Protein Information Resource) database, and PRF (Protein Research Foundation) database. Gene Ontology (GO) annotations of unigenes was performed by coverting the GeneBank identifiers (gi) of hits from the BLASTX results into UniProt IDs through the IDmapping data files [106] downloaded from The Universal Protein Resource (UniProt; http://www.uniprot.org/), then the corresponding GO terms were retrieved via the UniProt IDs using home-made Perl scripts. KEGG (http://www.kegg.jp/) [107] pathway annotation of unigenes was performed using the BLASTX algorithm of DIAMOND program with E-values < 1.00E-5 and enabled ‘sensitive mode’ against KEGG gene peptide database (October, 2015), and then the corresponding KO identifiers, EC numbers and pathway categories were parsed using home-made Perl scripts.

### Comparative analysis of differentially expressed genes

The number of unigenes per sample was counted if the corresponding TMM-normalized FPKM values of unigenes above zero. For differential expression analysis, each pairwise comparison was performed from the TMM-normalized FPKM values using the R package limma (Linear Models for Microarray and RNA-Seq Data) [108] with upper-quantile normalization. Zero TMM-normalized FPKM values were replaced to 0.001 from either sample to avoid problems associated with zero value. A number of statistics were calculated, including log2-FC (fold changes) between the two samples, the *p*-values, and associated *q*-values (FDR-corrected *p*-values). Differentially expressed unigenes were selected using the criteria that the absolute value of the log2-FC ≥ 1, the *q*-values < 0.05, and different TMM-normalized FPKM values under variant stringency. Genes with a *q*-value < 0.05 were considered to be differentially expressed [109].

### Semi-quantitative RT-PCR, real-time RT-PCR analysis and SMART-RACE cDNA amplification

The cDNA products were diluted 20-fold with deionized water prior to use as a template in semi-quantitative RT-PCR and real-time PCR [110]. Semi-quantitative RT-PCR reactions were performed in 20 μl reactions containing gene-specific primers [See Additional file 15: Table S9] and the ubiquitin gene primer as an internal control [108, 111]. Additional reaction components were 1X Red Taq Mastermix (RBC Bioscience, Taipei, Taiwan), 1 mM MgCl_2_ and 1 μM of the specific primers. Following PCR amplification, 5 μl of the PCR products were separated on a 1 % TAE agarose gel containing ethidium bromide, and the bands were photographed under UV light using gel documentation system alpha imager EC (Alpha Innotech, Japan). Real-time RT-PCR was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) and a 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. SDS2.2.2 software (Applied Biosystems, Foster City, CA, USA) was used for the comparative ΔC_t_ analysis, and the ubiquitin gene served as an internal control. The relative gene expression was calculated using the 2^-ΔΔCt^ method [112]. In SMART-RACE cDNA amplification, the 5′ and 3′-RACE (5′ and 3′-rapid amplification of cDNA ends) was performed using the SMART-RACE cDNA amplification kit (Clontech, Palo Alto, CA, USA) according to the manufacturer’s instructions. All primers used in the present study are listed in Additional file 15: Table S9.

## Availability of supporting data

The data set supporting the results of this article are available in the NCBI GEO repository, with the accession numbers GSE73633 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73633). All the supporting data are included as additional files.

## Additional files

Additional file 1: Figure S1. Gene ontology (GO) term classifications under the molecular function, biological process and cellular compartment categories at level 2 derived from the mapped unigenes using read data from (a) *Armillariella mellea*, (b) vegetative propagation corm of *Gastrodia elata*, and (c) juvenile tuber of *Gastrodia elata*. (PDF 227 kb) Additional file 2: Figure S2. Unigenes identified solely or both for *Armillaria mellea* and juvenile tuber of *Gastrodia elata* in the comparative transcriptome analysis. (PDF 185 kb) Additional file 3: Table S1. Sixty-nine unigenes were significantly up-regulated (log2-FC ≥1, *q*-value < 0.05, TMM-normalized FPKM > 0.3) in *Armillaria mellea* compared with juvenile tuber of *Gastrodia elata. (PDF 170 kb)*
Additional file 4: Table S2. 223 unigenes were significantly down-regulated (log2-FC ≤ -1, *q*-value < 0.05, TMM-normalized FPKM > 0.3) in *Armillaria mellea* compared with juvenile tuber of *Gastrodia elata*. (PDF 176 kb) Additional file 5: Table S3. Mapping of KEGG biological pathways for up-regulated (log2-FC ≥ 1, *q*-value < 0. 05, TMM-normalized FPKM > 0.3) unigenes from *Armillaria mellea* compared to juvenile tuber of *G. elata. (PDF 125 kb)*
Additional file 6: Table S4. Mapping of KEGG biological pathways for down-regulated (log2-FC ≤ -1, *q*-value < 0.05, TMM-normalized FPKM > 0.3) unigenes from *Armillaria mellea* compared to juvenile tuber of *G. elata. (PDF 130 kb)*
Additional file 7: Figure S3. Unigenes identified solely or both for vegetative propagation corm and juvenile tuber of *Gastrodia elata* in the comparative transcriptome analysis. (PDF 202 kb) Additional file 8: Table S5. 298 unigenes were significantly up-regulated (log2-FC ≥ 1, *q*-value < 0.05, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of *Gastrodia elata*. (PDF 183 kb) Additional file 9: Table S6. 405 unigenes were significantly down-regulated (log2-FC ≤ -1, *q*-value < 0.05, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of *Gastrodia elata*. (PDF 168 kb) Additional file 10: Table S7. Mapping of KEGG biological pathways for up-regulated (log2-FC ≥ 1, *q*-value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tuber of *G. elata* compared to vegetative propagation corm of *G. elata*.. (PDF 131 kb) Additional file 11: Table S8. Mapping of KEGG biological pathways for down-regulated ((log2-FC ≤ -1, *q*-value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tuber of *G. elata* compared to vegetative propagation corm of *G. elata*. (PDF 130 kb) Additional file 12: Figure S4.
*Armillaria mellea* fastq sequences checked by FastQC for (a) per base sequence quality and (b) per sequence quality scores. (a): The y-axis on the graph shows the quality scores. The higher the score the better the base call. The background of the graph divides the y axis into very good quality calls (green), calls of reasonable quality (orange), and calls of poor quality (red). The central red line is the median value. The yellow box represents the inter-quartile range (25-75 %). The upper and lower whiskers represent the 10 and 90 % points. The blue line represents the mean quality. (b): The most frequently observed mean quality below 38 is meaning that this equates to a 0.0158 % error rate. (PDF 108 kb) Additional file 13: Figure S5. Vegetative propagation corm of *Gastrodia elata* fastq sequences checked by FastQC for (a) per base sequence quality and (b) per sequence quality scores. (a): The y-axis on the graph shows the quality scores. The higher the score the better the base call. The background of the graph divides the y axis into very good quality calls (green), calls of reasonable quality (orange), and calls of poor quality (red). The central red line is the median value. The yellow box represents the inter-quartile range (25–75 %). The upper and lower whiskers represent the 10 and 90 % points. The blue line represents the mean quality. (b): The most frequently observed mean quality below 39 is meaning that this equates to a 0.0126 % error rate. (PDF 109 kb) Additional file 14: Figure S6. Juvenile tuber of *Gastrodia elata* fastq sequences checked by FastQC for (a) per base sequence quality and (b) per sequence quality scores. (a): The y-axis on the graph shows the quality scores. The higher the score the better the base call. The background of the graph divides the y axis into very good quality calls (green), calls of reasonable quality (orange), and calls of poor quality (red). The central red line is the median value. The yellow box represents the inter-quartile range (25–75 %). The upper and lower whiskers represent the 10 and 90 % points. The blue line represents the mean quality. (b): The most frequently observed mean quality below 39 is meaning that this equates to a 0.0126 % error rate. (PDF 109 kb) Additional file 15: Table S9. List of primers used for SMART-RACE and Real-time PCR analysis. (PDF 80 kb)

## Abbreviations

CYP450: cytochrome P450
EC: enzyme commission
EST: expressed sequence tag
FPKM: fragments per kilobase of transcript per Million mapped reads
GAFPs: gastrodia antifungal proteins
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOids: KEGG Ortholog identifiers
NGS: next generation sequencing
PDB: protein data bank
PIR: protein information resource
PRF: protein research foundation
RIN: RNA integrity number
RSEM: RNA-seq by expectation-maximization
TAIE: Taiwan Endemic Species Research Institute
TMM: trimmed mean of M-values
TSA: transcriptome shotgun assembly

## References

[1] Zhang W, Li B (1980). The biological relationship of *Gastrodia elata* and *Armillaria mellea*. Acta Bot Sin.

[2] Huang H, Liang Z, Wang W (2004). Review of nutrient source studies on *Gastrodia elata* Bl growth up. J Northwest Sci Tech Univ Agric For.

[3] Park E, Lee W, Ahn J (2012). In vitro propagation of myco-heterotrophic *Gastrodia elata*. Hortic Environ Biotech.

[4] Liu H, Luo Y, Liu H (2010). Studies of mycorrhizal fungi of Chinese orchids and their role in orchid conservation in China-A review. Bot Rev.

[5] Park E, Lee W (2013). In vitro symbiotic germination of myco-heterotrophic *Gastrodia elata* by *Mycena* species. Plant Biotech Rep.

[6] Xu J, Gao S (2000). Retrospect on the research of the cultivation of *Gastrodia elata* Bl, a rare traditional Chinese medicine. Chinese Med J.

[7] Xu J, Ran Y, Mou C, Wang C, Cao J, Wang M (1981). A brief report on the nutritious sources of seed germination of *Gastrodia elata*. Bull Chin Mat Med.

[8] Xu J, Ran Y, Guo S (1989). Studies on the life cycle of *Gastrodia elata*. Acta Acad Med Sin.

[9] Zhou J, Yang Y, Liang H, Liu C (1987). Morphology of *Gastrodia elata*.

[10] Liu T, Li CM, Han YL, Chiang TY, Chiang YC, Sung HM (2015). Highly diversified fungi are associated with the achlorophyllous orchid *Gastrodia flavilabella*. BMC Genomics.

[11] Fan L, Guo S (1999). Interaction between protocorms of *Gastrodia elata* (orchidaceae) and *Mycena dendrobii* in symbiotic germination. Mycosystema.

[12] Fan L, Guo S, Xiao P (2001). Interaction between protocorms of *Gastrodia elata* (orchidaceae) and *Mycena anoectochila* during symbiotic germination. Mycosystema.

[13] Fan L, Guo S, Cao W, Xiao P, Xu J (1996). Isolation, culture, identification and biological activity of *Mycena orchidicola* sp. nov. in*Cymbidium sinense* (orchidaceae). Acta Mycol Sin.

[14] Guo S, Fan L, Cao W, Xu J, Xiao P (1997). *Mycena anoectochila* sp. nov. isolated from mycorrhizal roots of *Anoectochilus roxburghii* from Xishuangbanna, China. Mycologia.

[15] Guo S, Fan L, Cao W, Chen X (1999). *Mycena dendrobii*, a new mycorrhizal fungus. Mycosystema.

[16] Xu J, Guo X (1989). Fungus associated with nutrition of seed germination of *Gastrodia elata-Mycena osmundicola* Lange. Acta Mycol Sin.

[17] Guo S, Xu J (1990). Studies on the cell ultrastructure in the course of *Gastrodia elata* digesting *Mycena osmundicola* LANGE and *Armillaria mellea FR*. Acta Mycol Sin.

[18] Kusano S (1911). *Gastrodia elata* and its symbiotic association with *Armillaria mellea*. J Coll Agric Imp Univ Tokyo.

[19] Zou N, Bai X, Lu J, Yang J, Xu G, Sun D (2010). Study on symbiotic mechanism between *Gastrodia elata* Blume and *Armillaria mellea* in tissue culture system. Med Plant.

[20] Lan J, Xu J, Li J (1986). Studies on the infecting process of labelled *Armillaria mellea* to *Gastrodia elata*. Acta Agric Nucleatae Sinica.

[21] Xu J (2001). The changes of cell structure in the courses of Armillaria mellea penetrating the nutritional stems of *Gastrodia elata*. Acta Acad Med Sin.

[22] Xu J, Fan L (2001). Cytodifferentiation of the seeds (protocorms) and vegetative propagation corms colonized by mycorrhizal fungi. Acta Bot Sin.

[23] Tang W, Eisenbrand G (1992). *Gastrodia elata* B1. Chinese drugs of plant origin.

[24] Bensky D, Gamble A (1993). Chinese herbal medicine: materia medica. Revised Edition.

[25] Jung T, Suh S, Lee H, Kim I, Kim H, Yoo H (2007). Protective effects of several components of *Gastrodia elata* on lipid peroxidation in gerbil brain homogenates. Phytother Res.

[26] Kim D, Kim J, Han Y (2007). Alzheimer’s disease drug discovery from herbs: neuroprotectivity from β-Amyloid (1–42) insult. J Altern Complement Med.

[27] Feng X, Chen Y, Yang J (1979). Studies on constituents of Tian-Ma.*Gastrodia elata* Bl. Acta Chim Sin.

[28] Zhou J, Yang Y, Yang J (1979). Chemistry of *Gastrodia elata* Bl. I. Isolation and identification of chemical constituents of *Gastrodia elata* Bl. Acta Chim Sin.

[29] Zhao Y, Cao Q, Xiang Y, Hu Z (1999). Identification and determination of active components in *Gastrodia elata* Bl by capillary electrophoresis. J Chromatogr.

[30] Zhen J (1961). Study on actions of tuber (tian-ma) and vanillin on counteracting epilepsy. Chin J Physiol.

[31] Huh K, Kim J, Kwon T (1998). The mechanism of anticonvulsive effect of the rhizoma of *Gastrodia elata* in pentylenetetrazole treated rats. Yakhak Hoechi.

[32] Hsieh C, Tang N, Chiang S, Hsieh C, Lin J (1999). Anticonvulsive and free radical scavenging actions of two herbs, *Uncaria rhynchophylla* (MIQ) Jack and *Gastrodia elata* Bl., in kainic acid-treated rats. Life Sci.

[33] Ha J, Lee D, Lee J, Kim J, Yong C, Kim J (2000). 4-Hydroxybenzaldehyde from *Gastrodia elata* B1. is active in the antioxidation and GABAergic neuromodulation of the rat brain. J Ethnopharmacol.

[34] Hsieh C, Chang C, Chiang S, Li T, Tang N, Pon C (2000). Anticonvulsive and free radical scavenging activities of vanillyl alcohol in ferric chlorideinduced epileptic seizures in Sprague-awley rats. Life Sci.

[35] Ha JH, Shin SM, Lee SK, Kim JS, Shin US, Huh K (2001). In vitro effects of hydroxybenzaldehydes from *Gastrodia elata* and their analogues on GABAergic neurotransmission, and a structure–activity correlation. Planta Med.

[36] Kim H, Moon K, Oh S, Kim S, Lee S (2001). Ether fraction of methanol extracts of *Gastrodia elata*, a traditional medicinal herb, protects against kainic acid-induced neuronal damage in the mouse hippocampus. Neurosci Lett.

[37] Taguchi H, Yosioka I, Yamasaki K, Kim I (1981). Studies on the constituents of *Gastrodia elata* Blume. Chem Pharm Bull.

[38] Huang NK, Chern Y, Fang JM, Lin CI, Chen WP, Lin YL (2007). Neuroprotective principles from *Gastrodia elata*. J Nat Prod.

[39] Yang X, Zhu J, Yang R, Liu J, Li L, Zhang H (2007). Phenolic constituents from the rhizomes of *Gastrodia elata*. Nat Prod Res.

[40] Gong X, Sucher N (1999). Stroke therapy in traditional medicine (TCM): prospects for drug discovery and development. TiPS.

[41] Jin W, Tian D (2000). Studies on chemisty and pharmacology of *Gastrodia elata*. Chin Tradit Drug Tech.

[42] Yang S, Lan J, Xu J (2000). Progress of study on *Gastrodia elata*. Chin Tradit Herb Drugs.

[43] Zhou J, Yang Y, Yang C (1980). Chemical study on gastrodin and related compounds, the synthese of gastrodin and related compounds. Acta Chem Sin.

[44] Ye H, Wang J, Wang S, Tan D (2003). Compare seed stem with commercial rhizoma *Gastrodia* in pharmacologic effect II. Lishizhen Med Mat Med Res.

[45] Zhu H, Dai P, Zhang W, Chen E, Han W, Chen C (2010). Enzymic synthesis of gastrodin through microbial transformation and purification of gastrodin biosynthesis enzyme. Biol Pharm Bull.

[46] Peng CX, Gong JS, Zhang XF, Zhang M, Zheng SQ (2008). Production of gastrodin through biotransformation of *p*-hydroxybenzyl alcohol using hairy root cultures of *Datura tatula* L. Afr J Biotechnol.

[47] Zhang H, He G, Liu J, Ruan H, Chen Q, Zhang Q (2008). Production of gastrodin through biotransformation of p-2-hydroxybenzyl alcohol by cultured cells of *Armillaria luteovirens* Sacc. Enzyme Microb Technol.

[48] Sun C, Li Y, Wu Q, Luo H, Sun Y, Song J (2010). *De novo* sequencing and analysis of the American ginseng root transcriptome using a GS FLX Titanium platform to discover putative genes involved in ginsenoside biosynthesis. BMC Genomics.

[49] Kouko J, Conn E (1961). The metabolism of aromatic compounds in higher plants: IV. Purification and propertiles of the phenylalanine deaminase of *Hordeum vulgare*. J Biol Chem.

[50] Heiden A, Kobel K, Komenda M, Koppmann R, Shao M, Wildt J (1999). Toluene emissions from plants. Geophys Res Lett.

[51] Singer A, Crowley D, Thompson I (2003). Secondary plant metabolites in phytoremediation and biotransformation. TRENDS Biotech.

[52] Rasi S, Veijanen A, Rintala J (2007). Trace compounds of biogas from different biogas production plants. Energy.

[53] Zhang H. Research on production of gastrodin through biotransformation by Armillaria luteo-virens Sacc. Master’s thesis, Zhejiang University. 2010.

[54] Carmona M, Zamarro M, Blazquez B, Durante-Rodriguez G, Juarez J, Valderrama J (2009). Anaerobic catabolism of aromatic compounds: a genetic and genomic view. Microbiol Mol Biol Rev.

[55] Radniecki T, Gilroy C, Semprini L (2011). Linking NE1545 gene expression with cell volume changes in *Nitrosomonas europaea* cells exposed to aromatic hydrocarbons. Chemosphere.

[56] Jones K, Trudgill P, Hopper D (1993). Metabolism of p-Cresol by the Fungus Aspergillus fumigatus. Microbiology.

[57] Coon M (2005). Cytochrome P450: nature’s most versatile biological catalyst. Annu Rev Pharmacol Toxicol.

[58] Morant M, Bak S, Moller B, Werck-Reichhart D (2003). Plant cytochromes P450: tools for pharmacology, plant protection and phytoremediation. Curr Opin Biotechnol.

[59] Metzker M (2010). Sequencing technologies-the next generation. Nat Rev Genet.

[60] Wakaguri H, Suzuki Y, Katayama T, Kawashima S, Kibukawa E, Hiranuka K (2009). Full-Malaria/Parasites and Full-Arthropods: databases of full-length cDNAs of parasites and arthropods. Nucleic Acids Res.

[61] Hua W, Zhang Y, Song J, Zhao L, Wang Z (2011). *De novo* transcriptome sequencing in *Salvia miltiorrhiza* to identify genes involved in the biosynthesis of active ingredients. Genomics.

[62] Wang W, Wang Y, Zhang Q, Qi Y, Guo D (2009). Global characterization of *Artemisia annua* glandular trichome transcriptome using 454 pyrosequencing. BMC Genomics.

[63] Barrero R, Chapman B, Yang Y, Moolhuijzen P, Keeble-Gagnère G, Zhang N (2011). *De novo* assembly of Euphorbia fischeriana root transcriptome identifies prostratin pathway related genes. BMC Genomics.

[64] Hao D, Ge G, Xiao P, Zhang Y, Yang L (2011). The first insight into the tissue specific taxus transcriptome via Illumina second generation sequencing. PLoS ONE.

[65] Liu S, Li W, Wu Y, Chen C, Lei J (2013). *De novo* transcriptome assembly in chili pepper (*Capsicum frutescens*) to identify genes involved in the biosynthesis of capsaicinoids. PLoS ONE.

[66] Vega-Arreguin J, Ibarra-Laclette E, Jimenez-Moraila B, Martinez O, Vielle-Calzada J, Herrera-Estrella L (2009). Deep sampling of the Palomero maize transcriptome by a high throughput strategy of pyrosequencing. BMC Genomics.

[67] Annadurai R, Neethiraj R, Jayakumar V, Damodaran A, Rao S, Katta M (2013). *De novo* transcriptome assembly (NGS) of *Curcuma longa* L. rhizome reveals novel transcripts related to anticancer and antimalarial terpenoids. PLoS ONE.

[68] Barakat A, DiLoreto D, Zhang Y, Smith C, Baier K, Powell W (2009). Comparison of the transcriptomes of American chestnut (*Castanea dentata*) and Chinese chestnut (*Castanea mollissima*) in response to the chestnut blight infection. BMC Plant Biol.

[69] Mizrachi E, Hefer C, Ranik M, Joubert F, Myburg A (2010). *De novo* assembled expressed gene catalog of a fast-growing *Eucalyptus* tree produced by Illumina mRNA-Seq. BMC Genomics.

[70] Alagna F, D’Agostino N, Torchia L, Servili M, Rao R, Pietrella M (2009). Comparative 454 pyrosequencing of transcripts from two olive genotypes during fruit development. BMC Genomics.

[71] Shi C, Yang H, Wei C, Yu O, Zhang Z, Jiang C (2011). Deep sequencing of the *Camellia sinensis* transcriptome revealed candidate genes for major metabolic pathways of tea-specific compounds. BMC Genomics.

[72] Wang Z, Fang B, Chen J, Zhang X, Luo Z, Huang L (2010). *De novo* assembly and characterization of root transcriptome using Illumina paired-end sequencing and development of cSSR markers in sweet potato (*Ipomoea batatas*). BMC Genomics.

[73] Weber A, Weber K, Carr K, Wilkerson C, Ohlrogge J (2007). Sampling the Arabidopsis transcriptome with massively parallel pyrosequencing. Plant Physiol.

[74] Su C, Chao Y, Chang Y, Chen W, Chen C, Lee A (2011). *De novo* assembly of expressed transcripts and global analysis of the *Phalaenopsis aphrodite* transcriptome. Plant Cell Physiol.

[75] Feng C, Chen M, Xu C, Bai L, Yin X, Li X (2012). Transcriptomic analysis ofChinese bayberry (*Myrica rubra*) fruit development and ripening using RNA-Seq. BMC Genomics.

[76] Kudapa H, Bharti A, Cannon S, Farmer A, Mulaosmanovic B, Kramer R (2012). A comprehensive transcriptome assembly of Pigeonpea (*Cajanus cajan* L.) using sanger and second-generation sequencing platforms. Mol Plant.

[77] Ranjan A, Ichihashi Y, Farhi M, Zumstein K, Townsley B, David-Schwartz R (2014). *De novo* assembly and characterization of the transcriptome of the parasitic weed *Cuscuta pentagona* identifies genes associated with plant parasitism. Plant Physiol.

[78] Salgado L, Koop D, Pinheiro D, Rivallan R, Guen V, Nicolás M (2014). *De novo* transcriptome analysis of *Hevea brasiliensis* tissues by RNA-seq and screening for molecular markers. BMC Genomics.

[79] Wang Y, Pan Y, Liu Z, Zhu X, Zhai L, Xu L (2013). *De novo* transcriptome sequencing of radish (*Raphanus sativus* L.) and analysis of major genes involved in glucosinolate metabolism. BMC Genomics.

[80] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[81] Wang HX, Yang T, Zeng Y, Hu Z (2007). Identification of the gastrodianin gene ga4B in an achlorophyllous plant Gastrodia elata Orchidaceae and its expression pattern during life cycle. Acta Bot Yunnanica.

[82] Hu Z, Yang Z, Wang J (1988). Isolation and partial characterization of an antifungal protein from *Gastrodia elata* corm. Acta Bot Yunnan.

[83] Shiau Y, Ho W (2012). Method for extraction of gastrodin in *Anoectochilus formosanus* Hayata. J Taiwan Agric Res.

[84] Bowles D, Lim E, Poppenberger B, Vaistij F (2006). Glycosyltransferases of lipophilic small molecules. Annu Rev Plant Biol.

[85] Gachon C, Langlois-Meurinne M, Saindrenan P (2005). Plant secondary metabolism glycosyltransferases: the emerging functional analysis. Trends Plant Sci.

[86] Lairson L, Henrissat B, Davies G, Withers S (2008). Glycosyltransferases: structures, functions, and mechanisms. Annu Rev Biochem.

[87] Kozak M (1991). Structural features in eukaryotic mRNAs that modulate the initiation of translation. J Biol Chem.

[88] Morris DR, Geballe AP (2000). Upstream open reading frames as regulators of mRNA translation. Mol Cell Biol.

[89] Mendell JT, Sharifi NA, Meyers JL, Martinez-Murillo F, Dietz HC (2004). Nonsense surveillance regulates expression of diverse classes of mammalian transcripts and mutes genomic noise. Nat Genet.

[90] Wittmann J, Hol EM, Jack H-M (2006). hUPF2 silencing identifies physiologic substrates of mammalian nonsense-mediated mRNA decay. Mol Cell Biol.

[91] Yepiskoposyan H, Aeschimann F, Nilsson D, Okoniewski M, Muhlemann O (2011). Autoregulation of the nonsense-mediated mRNA decay pathway in human cells. RNA.

[92] Watatani Y, Ichikawa K, Nakanishi N, Fujimoto M, Takeda H, Kimura N (2008). Is regulated by the 5′-untranslated region stress-induced translation of ATF5 mRNA. J Biol Chem.

[93] Spriggs KA, Bushell M, Willis AE (2010). Translational regulation of gene expression during conditions of cell stress. Mol Cell.

[94] Barbosa C, Romao L (2014). Translation of the human erythropoietin transcript is regulated by an upstream open reading frame in response to hypoxia. RNA.

[95] Zhao C, Datta S, Mandal P, Xu S, Hamilton T (2010). Stress-sensitive regulation of IFRD1 mRNA decay is mediated by an upstream open reading frame. J Biol Chem.

[96] Hatano M, Umemura M, Kimura N, Yamazaki T, Takeda H, Nakano H (2013). The 5′-untranslated region regulates ATF5 mRNA stability via nonsense-mediated mRNA decay in response to environmental stress. FEBS J.

[97] Mishra A, Dubey N (1994). Evaluation of some essential oils for their toxicity against fungi causing deterioration of stored food commodities. Appl Environ Microbiol.

[98] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[99] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[100] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[101] Langmead B, Trapnell C, Pop M, Salzberg S (2009). Ultrafast and memoryefficient alignment of short DNA sequences to the human genome. Genome Biol.

[102] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[103] Dillies MA, Rau A, Aubert J, Hennequet-Antier C, Jeanmougin M, Servant N (2013). A comprehensive evaluation of normalization methods for Illumina high-throughput RNA sequencing data analysis. Brief Bioinform.

[104] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[105] Buchfink B, Xie C, Huson DH (2015). Fast and sensitive protein alignment using DIAMOND. Nat Methods.

[106] Huang H, McGarvey PB, Suzek BE, Mazumder R, Zhang J, Chen Y (2011). A comprehensive protein-centric ID mapping service for molecular data integration. Bioinformatics.

[107] Kanehisa M, Goto S (2007). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[108] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[109] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J Royal Stat Soc B Methodol.

[110] García-Vallejo J, Van het Hof B, Robben J, Van Wijkb J, Van Diea I, Joziasse D (2004). Approach for defining endogenous reference genes in gene expression experiments. Anal Biochem.

[111] Pfaffl M, Tichopad A, Prgomet C, Neuvians T (2004). Determination of stable housekeeping genes, differentially regulated target genes and sample integrity: BestKeeper – Excel-based tool using pair-wise correlations. Biotechnol Lett.

[112] Livak K, Schmittgen T (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^-ΔΔCT^ method. Methods.

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 1: Figure S1. — Gene ontology (GO) term classifications under the molecular function, biological process and cellular compartment categories at level 2 derived from the mapped unigenes using read data from (a) Armillariella mellea, (b) vegetative propagation corm of Gastrodia elata, and (c) juvenile tuber of Gastrodia elata.

(a)

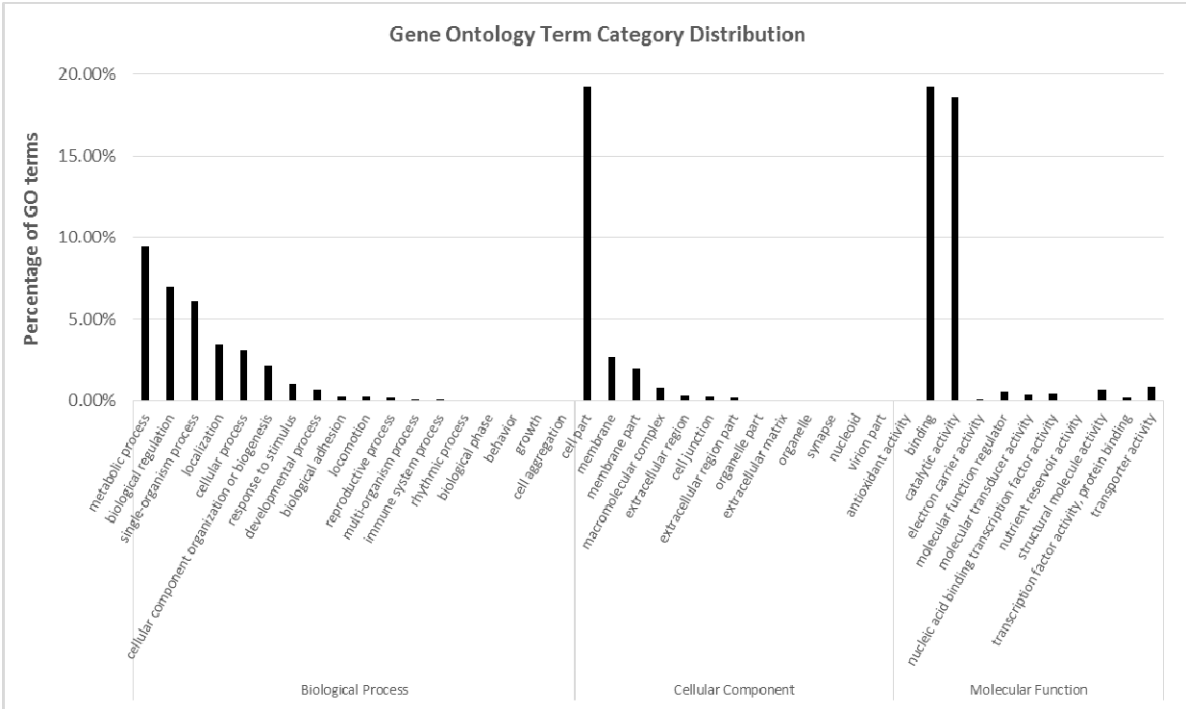

(b)

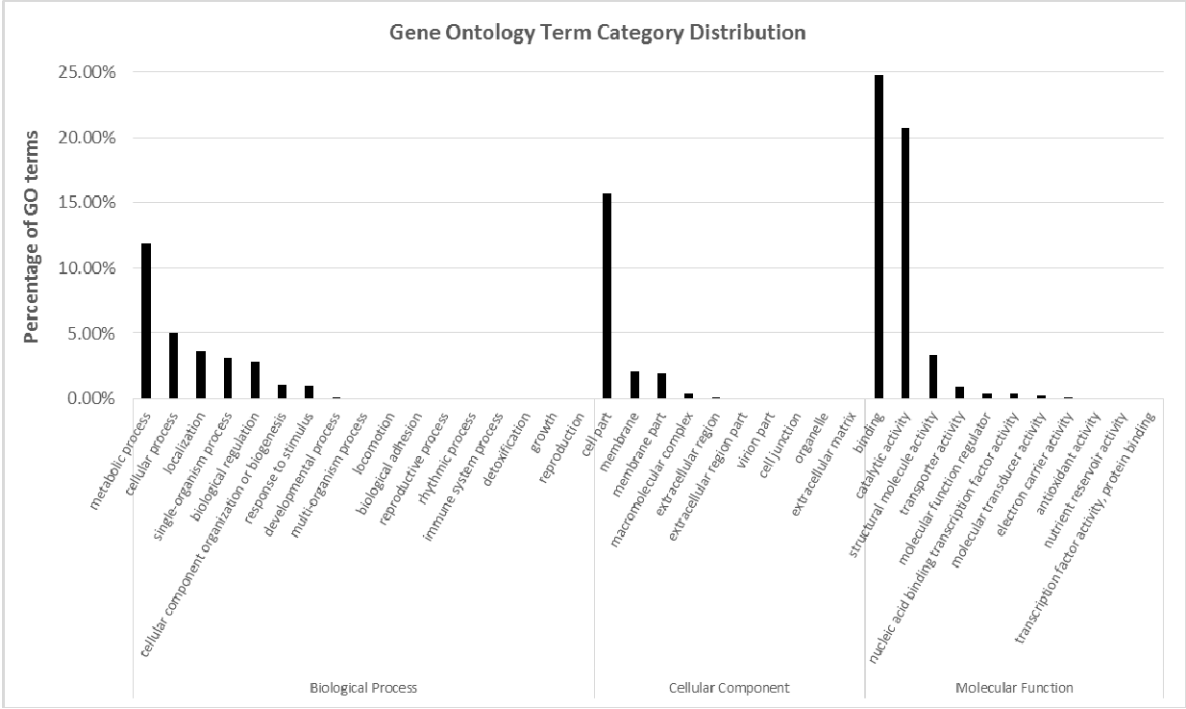

(c)

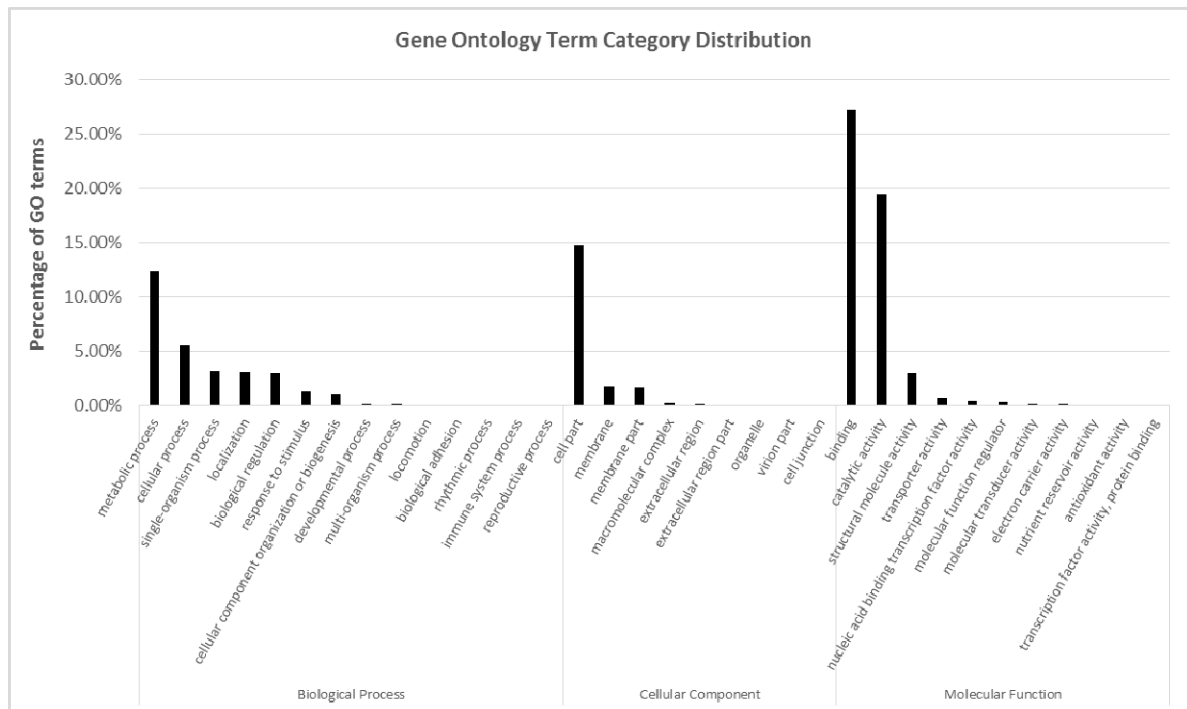

Additional file 1: Figure S1. Gene ontology (GO) term classifications under the molecular function, biological process and cellular compartment categories at level 2 derived from the mapped unigenes using read data from (a) *Armillariella mellea*, (b) vegetative propagation corm of *Gastrodia elata*, and (c) juvenile tuber of *Gastrodia elata*.

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 2: Figure S2. — Unigenes identified solely or both for Armillaria mellea and juvenile tuber of Gastrodia elata in the comparative transcriptome analysis.

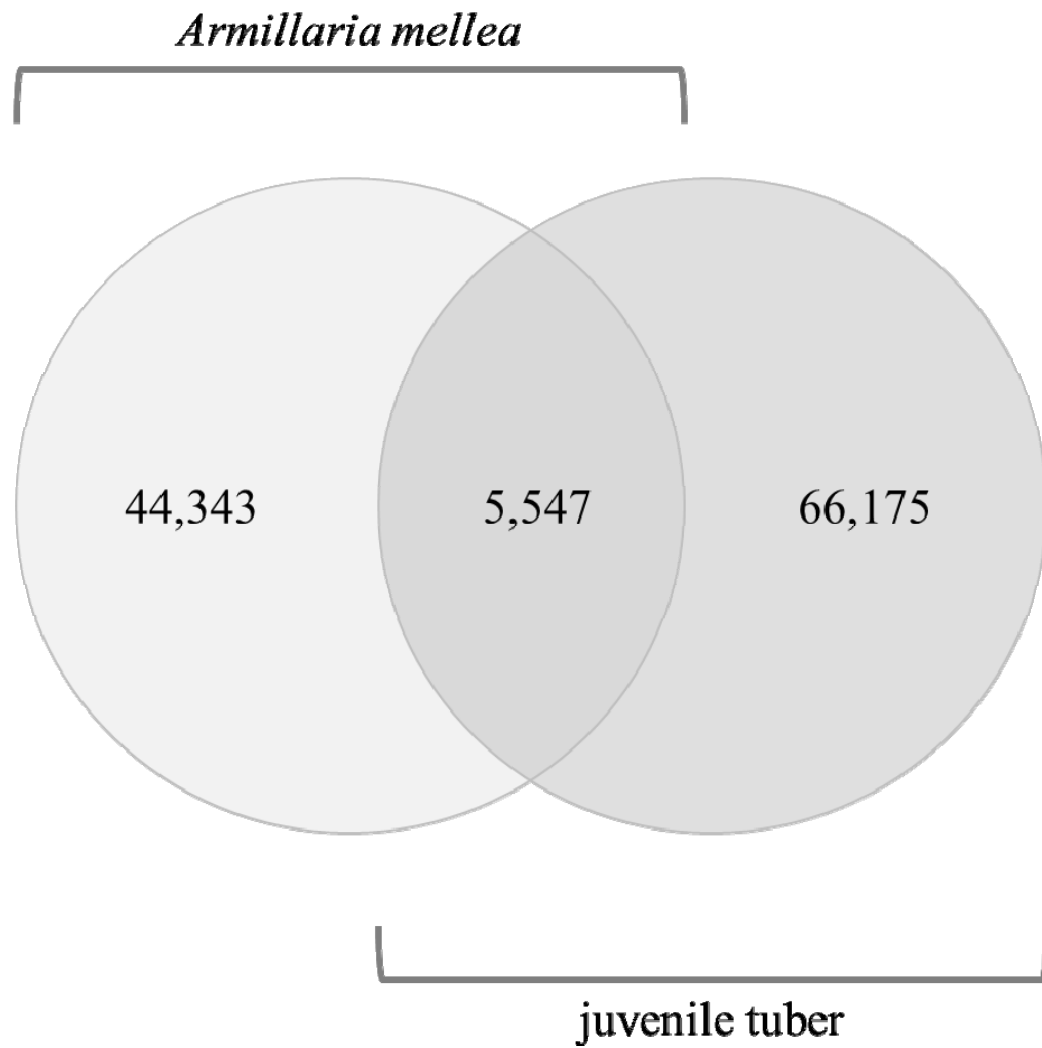

Additional file 2: Figure S2. Unigenes identified solely or both for *Armillaria mellea* and juvenile tuber of *Gastrodia elata* in the comparative transcriptome analysis.

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 3: Table S1. — Sixty-nine unigenes were significantly up-regulated (log2-FC ≥1, q-value < 0.05, TMM-normalized FPKM > 0.3) in Armillaria mellea compared with juvenile tuber of Gastrodia elata.

Additional file 3: Table S1. Sixty-nine unigenes were significantly up-regulated ($\log_2\text{-FC} \geq 1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 0.3) in *Armillaria mellea* compared with juvenile tuber of *Gastrodia elata*.

Unigene id	$\log_2\text{-FC}$	$q\text{-value}$	Hit accession
TRINITY_DN103263_c0_g1	1.758027	0.004641	ABK25179
TRINITY_DN103541_c0_g1	1.331409	0.006337	ABR16248
TRINITY_DN104027_c0_g1	1.762961	0.004597	XP_010713346
TRINITY_DN105719_c0_g1	2.117695	0.002471	ABK21163
TRINITY_DN14796_c0_g1	1.238787	0.006337	XP_012452367
TRINITY_DN15255_c0_g1	1.335603	0.006337	XP_422188
TRINITY_DN25069_c0_g1	2.409391	0.001592	-
TRINITY_DN26385_c0_g1	2.092757	0.002573	XP_010726358
TRINITY_DN2923_c0_g1	1.33963	0.006337	EMT29952
TRINITY_DN31655_c0_g1	1.304334	0.006337	XP_009334308
TRINITY_DN33079_c0_g1	2.131706	0.002416	ACD43781
TRINITY_DN33842_c0_g1	1.813587	0.004181	ABR18415
TRINITY_DN35410_c0_g1	10.83178	0.000256	XP_007315202
TRINITY_DN40716_c0_g1	4.988087	0.000295	-
TRINITY_DN41213_c1_g1	1.149747	0.007157	-
TRINITY_DN44709_c0_g1	13.9307	0.000256	-
TRINITY_DN46350_c0_g1	2.289507	0.001894	KFU91206
TRINITY_DN47304_c0_g1	1.023459	0.010228	XP_417505
TRINITY_DN48437_c0_g1	2.418583	0.001572	XP_002467304
TRINITY_DN48535_c0_g1	9.097447	0.000256	KIK48774
TRINITY_DN48650_c0_g1	2.81214	0.000956	CDX42303
TRINITY_DN48964_c0_g1	13.5188	0.000256	XP_001837318
TRINITY_DN50311_c0_g1	6.666172	0.000261	XP_418775
TRINITY_DN51255_c0_g1	11.93991	0.000256	XP_008040864
TRINITY_DN51898_c0_g2	1.53574	0.006337	XP_006017577
TRINITY_DN53449_c0_g1	11.02153	0.000256	KIK43154
TRINITY_DN54916_c0_g1	1.054884	0.009326	AJA33576
TRINITY_DN54922_c0_g2	13.92246	0.000256	KIY73555
TRINITY_DN55314_c0_g1	12.74911	0.000256	XP_007845736
TRINITY_DN5537_c0_g1	1.027203	0.010114	EPZ62736
TRINITY_DN55504_c2_g1	12.68599	0.000256	WP_015175893
TRINITY_DN55937_c0_g1	13.25514	0.000256	-
TRINITY_DN56395_c0_g1	12.91837	0.000256	-

TRINITY_DN57292_c0_g1	11.95982	0.000256	KDQ58530
TRINITY_DN57581_c1_g1	1.00738	0.010732	KOM48406
TRINITY_DN57749_c0_g1	10.07699	0.000256	-
TRINITY_DN59785_c0_g1	13.05511	0.000256	XP_001878516
TRINITY_DN60138_c0_g1	4.735509	0.000308	-
TRINITY_DN60777_c0_g1	13.96133	0.000256	KIY66619
TRINITY_DN60786_c0_g2	7.446493	0.000258	XP_007332183
TRINITY_DN61164_c14_g1	10.80964	0.000256	XP_001829580
TRINITY_DN61164_c4_g1	11.75414	0.000256	EGO00841
TRINITY_DN61389_c0_g2	7.335796	0.000258	KIK70050
TRINITY_DN62430_c0_g1	12.86687	0.000256	KIK68584
TRINITY_DN62705_c0_g1	3.119739	0.000697	XP_006685644
TRINITY_DN63467_c2_g3	3.584963	0.000484	KIK56569
TRINITY_DN64118_c0_g1	1.386058	0.006337	AAC49686
TRINITY_DN66240_c0_g1	1.366782	0.006337	-
TRINITY_DN70028_c0_g1	2.027631	0.002866	ABR16441
TRINITY_DN70364_c0_g1	1.33963	0.006337	-
TRINITY_DN72667_c0_g1	1.81214	0.004192	ACN40686
TRINITY_DN73087_c0_g1	1.386058	0.006337	ABK24012
TRINITY_DN76092_c0_g1	1.349334	0.006337	CBI36994
TRINITY_DN76314_c0_g1	1.771925	0.00452	-
TRINITY_DN76963_c0_g1	2.029231	0.002858	-
TRINITY_DN77974_c0_g1	1.798742	0.004298	AAC49686
TRINITY_DN78025_c0_g1	13.2544	0.000256	KIY65142
TRINITY_DN78522_c0_g1	1.117997	0.007801	AAA85367
TRINITY_DN78723_c0_g1	1.804984	0.004248	AJA33577
TRINITY_DN83238_c0_g1	1.327805	0.006337	NP_001291330
TRINITY_DN83644_c0_g1	1.354665	0.006337	XP_424857
TRINITY_DN83929_c0_g1	1.754888	0.004668	ABK24657
TRINITY_DN86189_c0_g1	1.363883	0.006337	ABK22623
TRINITY_DN90348_c0_g1	2.155278	0.002327	-
TRINITY_DN90469_c0_g1	2.547119	0.001321	-
TRINITY_DN90767_c0_g1	1.720958	0.004983	XP_010714729
TRINITY_DN93560_c0_g1	1.387926	0.006337	AIL29328
TRINITY_DN94357_c0_g1	2.613992	0.001212	XP_001234565
TRINITY_DN99558_c0_g1	12.49192	0.000256	KFA65880

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 4: Table S2. — 223 unigenes were significantly down-regulated (log2-FC ≤ -1, q-value < 0.05, TMM-normalized FPKM > 0.3) in Armillaria mellea compared with juvenile tuber of Gastrodia elata.

Additional file 4: Table S2. 223 unigenes were significantly down-regulated ($\log_2\text{-FC} \leq -1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 0.3) in *Armillaria mellea* compared with juvenile tuber of *Gastrodia elata*

Unigene id	$\log_2\text{-FC}$	$q\text{-value}$	Hit accession
TRINITY_DN100634_c0_g1	-10.4149	0.006337	XP_009408514
TRINITY_DN100900_c0_g1	-11.0193	0.006337	AGH14255
TRINITY_DN101949_c0_g1	-9.57495	0.006337	XP_009414180
TRINITY_DN103516_c0_g1	-1.75803	0.011301	-
TRINITY_DN104641_c0_g1	-1.25873	0.015353	-
TRINITY_DN12597_c0_g1	-12.4254	0.006337	XP_008775490
TRINITY_DN12597_c0_g2	-6.88738	0.006366	XP_008775490
TRINITY_DN14658_c0_g1	-11.2277	0.006337	XP_008801013
TRINITY_DN15433_c0_g1	-12.1383	0.006337	AI268155
TRINITY_DN15639_c0_g2	-8.28191	0.006337	XP_010918607
TRINITY_DN16081_c0_g1	-10.0218	0.006337	XP_009415269
TRINITY_DN20598_c0_g1	-1.2123	0.015935	-
TRINITY_DN20954_c0_g1	-1.78932	0.011136	-
TRINITY_DN2118_c0_g1	-11.8373	0.006337	XP_010514560
TRINITY_DN21223_c1_g1	-10.9986	0.006337	XP_011075552
TRINITY_DN21508_c0_g1	-10.2888	0.006337	XP_009402509
TRINITY_DN22596_c0_g1	-1.2448	0.015522	-
TRINITY_DN22891_c1_g2	-10.9876	0.006337	ACJ38541
TRINITY_DN22913_c1_g1	-1.27534	0.015158	-
TRINITY_DN23688_c1_g1	-1.78136	0.011178	-
TRINITY_DN24387_c0_g1	-11.1172	0.006337	XP_007043894
TRINITY_DN2511_c1_g1	-1.26187	0.015316	-
TRINITY_DN27631_c0_g1	-10.7145	0.006337	XP_009420546
TRINITY_DN27666_c0_g1	-9.51621	0.006337	XP_007137929
TRINITY_DN27869_c0_g1	-10.6776	0.006337	XP_011075889
TRINITY_DN27922_c1_g3	-9.50747	0.006337	XP_008793824
TRINITY_DN28094_c0_g1	-11.2991	0.006337	XP_010925425
TRINITY_DN28094_c0_g2	-8.22789	0.006337	XP_010925425
TRINITY_DN28522_c0_g1	-7.31902	0.006348	XP_010906464
TRINITY_DN29035_c0_g1	-11.1103	0.006337	XP_010551079
TRINITY_DN29256_c0_g1	-10.8717	0.006337	AAL16908AF420017_1
TRINITY_DN2929_c0_g1	-1.87447	0.010722	KGN53990
TRINITY_DN29534_c0_g2	-9.80678	0.006337	XP_008784360

TRINITY_DN30613_c0_g1	-11.3172	0.006337	XP_008784753
TRINITY_DN31233_c0_g1	-10.6103	0.006337	XP_009406308
TRINITY_DN33625_c1_g1	-7.30999	0.006348	XP_008780830
TRINITY_DN35306_c1_g1	-3.34042	0.007476	-
TRINITY_DN36282_c1_g1	-11.2472	0.006337	XP_008787350
TRINITY_DN36402_c0_g1	-1.21681	0.015876	XP_010531518
TRINITY_DN36631_c1_g1	-1.25987	0.01534	-
TRINITY_DN37078_c0_g3	-8.20569	0.006337	NP_001062064
TRINITY_DN37431_c0_g1	-1.80296	0.011067	-
TRINITY_DN38087_c0_g2	-11.1991	0.006337	AIK03054
TRINITY_DN38536_c0_g2	-10.2535	0.006337	AAT08648
TRINITY_DN38858_c0_g1	-12.8776	0.006337	XP_003548693
TRINITY_DN38858_c1_g2	-10.6473	0.006337	-
TRINITY_DN39104_c0_g1	-1.76553	0.011261	-
TRINITY_DN39639_c1_g1	-4.81112	0.00666	-
TRINITY_DN39959_c0_g1	-1.2854	0.015042	CAC84489
TRINITY_DN40308_c3_g1	-1.28999	0.01499	-
TRINITY_DN40472_c1_g1	-2.1836	0.009548	-
TRINITY_DN40679_c0_g1	-9.57413	0.006337	NP_001148325
TRINITY_DN40763_c0_g1	-10.1792	0.006337	XP_010920591
TRINITY_DN44220_c1_g1	-4.50873	0.006759	-
TRINITY_DN44440_c1_g1	-6.9685	0.006362	-
TRINITY_DN44615_c0_g1	-9.50099	0.006337	XP_009407247
TRINITY_DN44832_c0_g1	-10.9704	0.006337	XP_008776254
TRINITY_DN45841_c0_g2	-11.3542	0.006337	XP_010916678
TRINITY_DN46410_c0_g1	-1.24917	0.015468	-
TRINITY_DN46920_c0_g1	-9.94178	0.006337	XP_010912635
TRINITY_DN46986_c0_g4	-11.1196	0.006337	CBI28785
TRINITY_DN48522_c0_g1	-1.48278	0.013132	-
TRINITY_DN48867_c0_g1	-10.4238	0.006337	AAK59994
TRINITY_DN48996_c0_g3	-1.25873	0.015353	-
TRINITY_DN49004_c5_g1	-7.36899	0.006346	-
TRINITY_DN49061_c0_g1	-11.9509	0.006337	XP_006645179
TRINITY_DN49061_c2_g2	-10.6103	0.006337	-
TRINITY_DN49061_c3_g1	-12.1293	0.006337	XP_013717439
TRINITY_DN50006_c0_g2	-9.17329	0.006337	XP_010912299
TRINITY_DN50711_c5_g1	-6.66804	0.006378	XP_010906316
TRINITY_DN51276_c0_g1	-1.19794	0.016125	EYC17119

TRINITY_DN51372_c0_g1	-8.7902	0.006337	XP_008783554
TRINITY_DN51934_c2_g1	-6.58754	0.006383	-
TRINITY_DN52558_c1_g1	-3.93643	0.007026	-
TRINITY_DN52605_c0_g1	-10.5068	0.006337	-
TRINITY_DN53023_c0_g1	-11.4623	0.006337	KHN15441
TRINITY_DN53023_c0_g2	-11.7137	0.006337	XP_013599762
TRINITY_DN53183_c0_g1	-11.7929	0.006337	AAA20899
TRINITY_DN53745_c0_g2	-8.33486	0.006337	ERN16036
TRINITY_DN53745_c0_g3	-13.3133	0.006337	ERN16036
TRINITY_DN53745_c0_g5	-13.1445	0.006337	XP_013587907
TRINITY_DN53745_c1_g1	-11.1459	0.006337	-
TRINITY_DN53747_c1_g1	-5.36435	0.00653	XP_009411213
TRINITY_DN54082_c1_g1	-12.0559	0.006337	CAD22154
TRINITY_DN540_c0_g2	-10.5983	0.006337	XP_008812836
TRINITY_DN54448_c2_g1	-11.1324	0.006337	CDP13175
TRINITY_DN54785_c0_g1	-11.0321	0.006337	AGC23439
TRINITY_DN54952_c3_g1	-6.80805	0.00637	-
TRINITY_DN55215_c0_g1	-3.45545	0.00737	-
TRINITY_DN55283_c0_g1	-2.94371	0.007938	XP_009395879
TRINITY_DN55657_c2_g3	-10.1639	0.006337	NP_001064729
TRINITY_DN55841_c5_g1	-2.3388	0.009104	-
TRINITY_DN56486_c2_g1	-1.83825	0.010893	-
TRINITY_DN56805_c0_g1	-11.6161	0.006337	XP_008805761
TRINITY_DN56918_c1_g1	-8.56867	0.006337	XP_010907075
TRINITY_DN57246_c1_g1	-11.4525	0.006337	EKV14875
TRINITY_DN57440_c3_g1	-2.75416	0.00823	XP_009418693
TRINITY_DN57478_c2_g1	-3.44505	0.007379	XP_011099853
TRINITY_DN57663_c0_g1	-2.13386	0.009708	-
TRINITY_DN58270_c3_g1	-10.3834	0.006337	XP_010261221
TRINITY_DN58564_c0_g1	-3.74028	0.007149	XP_010909223
TRINITY_DN58783_c4_g2	-9.42257	0.006337	XP_010939730
TRINITY_DN59037_c1_g1	-4.91995	0.00663	-
TRINITY_DN59302_c0_g1	-8.87394	0.006337	XP_010939670
TRINITY_DN59361_c0_g1	-10.8446	0.006337	XP_008776897
TRINITY_DN59908_c1_g2	-6.90856	0.006365	-
TRINITY_DN60133_c0_g2	-4.383	0.006807	-
TRINITY_DN60183_c12_g1	-10.5363	0.006337	AGA17037
TRINITY_DN60307_c4_g1	-6.49267	0.006389	XP_008813450

TRINITY_DN60432_c3_g1	-5.82443	0.006457	-
TRINITY_DN60542_c2_g1	-11.2785	0.006337	AKG50115
TRINITY_DN60661_c2_g1	-4.19747	0.006889	BAG46932
TRINITY_DN60661_c4_g1	-5.33889	0.006535	CDY19671
TRINITY_DN60765_c6_g1	-11.2775	0.006337	XP_009384009
TRINITY_DN61074_c6_g1	-1.30908	0.014777	XP_007312009
TRINITY_DN61164_c13_g1	-9.52255	0.006337	-
TRINITY_DN61164_c2_g2	-8.34152	0.006337	XP_008809862
TRINITY_DN61164_c9_g1	-11.518	0.006337	XP_002267206
TRINITY_DN61204_c2_g1	-6.82453	0.006369	-
TRINITY_DN61204_c4_g2	-5.28737	0.006545	-
TRINITY_DN61257_c13_g1	-7.57336	0.006341	XP_008797502
TRINITY_DN61257_c8_g5	-9.98067	0.006337	XP_007020288
TRINITY_DN61353_c0_g2	-8.95606	0.006337	XP_010246318
TRINITY_DN61734_c12_g2	-7.92358	0.006337	-
TRINITY_DN61851_c4_g2	-9.62414	0.006337	-
TRINITY_DN61901_c0_g3	-9.36572	0.006337	XP_008777998
TRINITY_DN62266_c0_g1	-10.1603	0.006337	XP_010915281
TRINITY_DN62358_c6_g1	-8.52419	0.006337	XP_010919989
TRINITY_DN62610_c1_g2	-9.2663	0.006337	XP_009386029
TRINITY_DN62647_c2_g2	-2.03449	0.010058	XP_004350535
TRINITY_DN63038_c1_g3	-3.19715	0.007624	EOB10733
TRINITY_DN63038_c3_g1	-1.83735	0.010897	ADI18832
TRINITY_DN63213_c6_g1	-3.02975	0.007823	-
TRINITY_DN63449_c7_g2	-3.52098	0.007314	-
TRINITY_DN63466_c2_g1	-5.51239	0.006504	-
TRINITY_DN63477_c9_g3	-10.1	0.006337	XP_010908921
TRINITY_DN63564_c0_g1	-9.83708	0.006337	XP_002142680
TRINITY_DN63577_c0_g1	-10.2971	0.006337	XP_009394878
TRINITY_DN63689_c0_g1	-10.4117	0.006337	XP_002270182
TRINITY_DN63694_c0_g1	-10.3851	0.006337	CBI32005
TRINITY_DN63748_c0_g1	-9.25989	0.006337	XP_008786698
TRINITY_DN63780_c0_g1	-9.73168	0.006337	AKR76258
TRINITY_DN63819_c0_g1	-10.401	0.006337	ACQ41837
TRINITY_DN63849_c0_g1	-10.1365	0.006337	XP_006828325
TRINITY_DN64033_c0_g1	-10.3774	0.006337	XP_008798125
TRINITY_DN65010_c0_g1	-2.21864	0.009441	-
TRINITY_DN65110_c0_g1	-8.76305	0.006337	-

TRINITY_DN65487_c0_g1	-10.281	0.006337	XP_011100211
TRINITY_DN65534_c0_g1	-10.625	0.006337	XP_010912398
TRINITY_DN65885_c0_g1	-1.26303	0.015302	CSD41531
TRINITY_DN6678_c0_g1	-1.78069	0.011181	-
TRINITY_DN67434_c0_g1	-1.26573	0.01527	ABK22260
TRINITY_DN68064_c0_g1	-1.25873	0.015353	-
TRINITY_DN68480_c0_g1	-1.84088	0.01088	ABR18218
TRINITY_DN68643_c0_g1	-1.25678	0.015376	-
TRINITY_DN69289_c0_g1	-2.1964	0.009508	XP_012468306
TRINITY_DN70236_c0_g1	-1.79701	0.011097	-
TRINITY_DN7058_c0_g1	-1.25081	0.015449	CAN63660
TRINITY_DN70645_c0_g1	-10.9661	0.006337	XP_008787474
TRINITY_DN70658_c0_g1	-12.689	0.006337	XP_008370710
TRINITY_DN70666_c0_g1	-12.1832	0.006337	XP_004984672
TRINITY_DN70668_c0_g1	-12.1041	0.006337	AAG52664AF225410_1
TRINITY_DN70693_c0_g1	-12.3705	0.006337	XP_008793269
TRINITY_DN70694_c0_g1	-3.04307	0.007806	-
TRINITY_DN70694_c1_g1	-9.4958	0.006337	XP_010935461
TRINITY_DN70735_c0_g1	-11.0294	0.006337	XP_009404265
TRINITY_DN70806_c0_g1	-9.29399	0.006337	XP_008806788
TRINITY_DN70854_c0_g1	-9.84871	0.006337	XP_008812787
TRINITY_DN71276_c0_g1	-7.00721	0.006361	-
TRINITY_DN71300_c0_g1	-8.13311	0.006337	XP_010937279
TRINITY_DN71434_c0_g1	-9.84283	0.006337	XP_012469291
TRINITY_DN71441_c0_g1	-10.7145	0.006337	XP_008775117
TRINITY_DN71569_c0_g1	-3.06324	0.007781	-
TRINITY_DN71850_c0_g1	-10.3363	0.006337	CDO98927
TRINITY_DN72299_c0_g1	-9.38736	0.006337	EMS55792
TRINITY_DN72450_c0_g1	-1.84891	0.010842	AEW08684
TRINITY_DN72860_c0_g1	-1.27403	0.015173	-
TRINITY_DN7452_c0_g1	-2.18536	0.009543	XP_012472420
TRINITY_DN76044_c0_g1	-8.61731	0.006337	XP_010260125
TRINITY_DN76109_c0_g1	-2.20469	0.009483	-
TRINITY_DN76317_c0_g1	-1.82018	0.010981	XP_008350380
TRINITY_DN77003_c0_g1	-2.27775	0.00927	-
TRINITY_DN77413_c0_g1	-1.24189	0.015558	ABK24654
TRINITY_DN7758_c0_g1	-9.66313	0.006337	XP_010932283
TRINITY_DN77874_c0_g1	-10.8393	0.006337	XP_008791900

TRINITY_DN78012_c0_g1	-9.9372	0.006337	XP_009409585
TRINITY_DN78034_c0_g1	-10.812	0.006337	XP_009629758
TRINITY_DN78042_c0_g1	-11.2511	0.006337	XP_008795561
TRINITY_DN78147_c0_g1	-9.77853	0.006337	CDY70031
TRINITY_DN78260_c0_g1	-9.31284	0.006337	XP_010912255
TRINITY_DN78531_c0_g1	-9.6065	0.006337	XP_008811745
TRINITY_DN78903_c0_g1	-10.6109	0.006337	ADG34846
TRINITY_DN78976_c0_g1	-10.5187	0.006337	XP_008812023
TRINITY_DN79200_c0_g1	-9.66399	0.006337	ABZ80408
TRINITY_DN80099_c0_g1	-2.99484	0.007869	XP_010936924
TRINITY_DN81025_c0_g1	-1.25023	0.015456	ABK22247
TRINITY_DN85195_c0_g1	-1.28597	0.015035	AGW46496
TRINITY_DN85344_c0_g1	-9.42143	0.006337	XP_010922265
TRINITY_DN85361_c0_g1	-10.4351	0.006337	XP_008788265
TRINITY_DN85365_c0_g1	-11.3947	0.006337	WP_017428777
TRINITY_DN85384_c0_g1	-12.0048	0.006337	XP_010255557
TRINITY_DN85440_c0_g1	-1.8661	0.010761	AAU87299
TRINITY_DN85509_c0_g1	-10.2436	0.006337	XP_010248011
TRINITY_DN85913_c0_g1	-10.5916	0.006337	NP_001234786
TRINITY_DN85985_c0_g1	-11.2757	0.006337	ABD66515
TRINITY_DN86066_c0_g1	-12.2389	0.006337	XP_010922267
TRINITY_DN86251_c0_g1	-9.57457	0.006337	XP_010922267
TRINITY_DN86739_c0_g1	-11.0116	0.006337	XP_008783948
TRINITY_DN87476_c0_g1	-8.64483	0.006337	-
TRINITY_DN92482_c0_g1	-5.50007	0.006506	XP_007373464
TRINITY_DN92625_c0_g1	-10.6097	0.006337	XP_011004789
TRINITY_DN92653_c0_g1	-11.8198	0.006337	XP_010251870
TRINITY_DN92698_c0_g1	-11.0794	0.006337	XP_010926040
TRINITY_DN92708_c0_g2	-9.51361	0.006337	EMT27803
TRINITY_DN92897_c0_g1	-9.86421	0.006337	KJB39134
TRINITY_DN94537_c0_g1	-9.19204	0.006337	XP_002277628
TRINITY_DN97184_c0_g1	-1.27253	0.01519	-
TRINITY_DN98724_c0_g1	-1.82947	0.010935	-
TRINITY_DN99434_c0_g1	-12.3605	0.006337	Q9FV99LEC2_CROVR
TRINITY_DN99520_c0_g1	-10.7236	0.006337	XP_007010484
TRINITY_DN99566_c0_g1	-9.72735	0.006337	XP_009408498
TRINITY_DN99660_c0_g1	-11.8138	0.006337	XP_006659552
TRINITY_DN99691_c0_g1	-10.6269	0.006337	XP_010939664

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 5: Table S3. — Mapping of KEGG biological pathways for up-regulated (log2-FC ≥ 1, q-value < 0. 05, TMM-normalized FPKM > 0.3) unigenes from Armillaria mellea compared to juvenile tuber of G. elata.

Additional file 5: Table S3 Mapping of KEGG biological pathways for up-regulated (log2-FC ≥ 1 , q -value < 0.05 , TMM-normalized FPKM > 0.3) unigenes from *Armillaria mellea* compared to juvenile tuber of *G. elata*.

Pathway category	Pathway	Number of genes
#Metabolism		
##Global and overview maps		
	Carbon metabolism	3
	Biosynthesis of amino acids	1
##Carbohydrate metabolism		
	Glyoxylate and dicarboxylate metabolism	2
	Galactose metabolism	1
	Glycolysis / Gluconeogenesis	1
##Energy metabolism		
	Oxidative phosphorylation	2
	Carbon fixation in photosynthetic organisms	1
#Genetic Information Processing		
##Transcription		
	Spliceosome	3
##Translation		
	Ribosome	7
##Folding, sorting and degradation		
	Protein processing in endoplasmic reticulum	1
#Environmental Information Processing		
##Signal transduction		
	FoxO signaling pathway	1
	AMPK signaling pathway	1
	MAPK signaling pathway	1
	HIF-1 signaling pathway	1
#Cellular Processes		
##Transport and catabolism		
	Peroxisome	1
	Endocytosis	1

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 6: Table S4. — Mapping of KEGG biological pathways for down-regulated (log2-FC ≤ -1, q-value < 0.05, TMM-normalized FPKM > 0.3) unigenes from Armillaria mellea compared to juvenile tuber of G. elata.

Additional file 6: Table S4. Mapping of KEGG biological pathways for down-regulated ($\log_2\text{-FC} \leq -1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 0.3) unigenes from *Armillaria mellea* compared to juvenile tuber of *G. elata*.

Pathway category	Pathway	Number of genes
#Metabolism		
##Global and overview maps		
	Carbon metabolism	2
	Biosynthesis of amino acids	2
##Carbohydrate metabolism		
	Fructose and mannose metabolism	2
	Glyoxylate and dicarboxylate metabolism	2
	Amino sugar and nucleotide sugar metabolism	2
	Starch and sucrose metabolism	2
	Ascorbate and aldarate metabolism	1
	Pentose and glucuronate interconversions	1
	Inositol phosphate metabolism	1
##Energy metabolism		
	Oxidative phosphorylation	3
	Nitrogen metabolism	1
	Sulfur metabolism	1
##Amino acid metabolism		
	Phenylalanine metabolism	2
	Alanine, aspartate and glutamate metabolism	2
	Tryptophan metabolism	1
	Arginine and proline metabolism	1
	Cysteine and methionine metabolism	1
	Glycine, serine and threonine metabolism	1
##Metabolism of other amino acids		
	Glutathione metabolism	4
	Cyanoamino acid metabolism	1
##Metabolism of cofactors and vitamins		
	Ubiquinone and other terpenoid-quinone biosynthesis	1
##Biosynthesis of other secondary metabolites		
	Phenylpropanoid biosynthesis	3
	Streptomycin biosynthesis	1

##Xenobiotics biodegradation and metabolism	
Drug metabolism - cytochrome P450	4
Metabolism of xenobiotics by cytochrome P450	4
#Genetic Information Processing	
##Transcription	
Spliceosome	6
##Translation	
RNA transport	9
Ribosome	9
mRNA surveillance pathway	2
##Folding, sorting and degradation	
Protein processing in endoplasmic reticulum	12
Ubiquitin mediated proteolysis	4
Proteasome	1
#Environmental Information Processing	
##Signal transduction	
MAPK signaling pathway	3
PI3K-Akt signaling pathway	2
Rap1 signaling pathway	2
Hippo signaling pathway	2
Hippo signaling pathway - fly	2
Phosphatidylinositol signaling system	1
Ras signaling pathway	1
Two-component system	1
Calcium signaling pathway	1
Notch signaling pathway	1
TGF-beta signaling pathway	1
cAMP signaling pathway	1
Wnt signaling pathway	1
cGMP-PKG signaling pathway	1
FoxO signaling pathway	1
Plant hormone signal transduction	1
#Cellular Processes	
##Transport and catabolism	
Endocytosis	6
Phagosome	3
Peroxisome	2

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 7: Figure S3. — Unigenes identified solely or both for vegetative propagation corm and juvenile tuber of Gastrodia elata in the comparative transcriptome analysis.

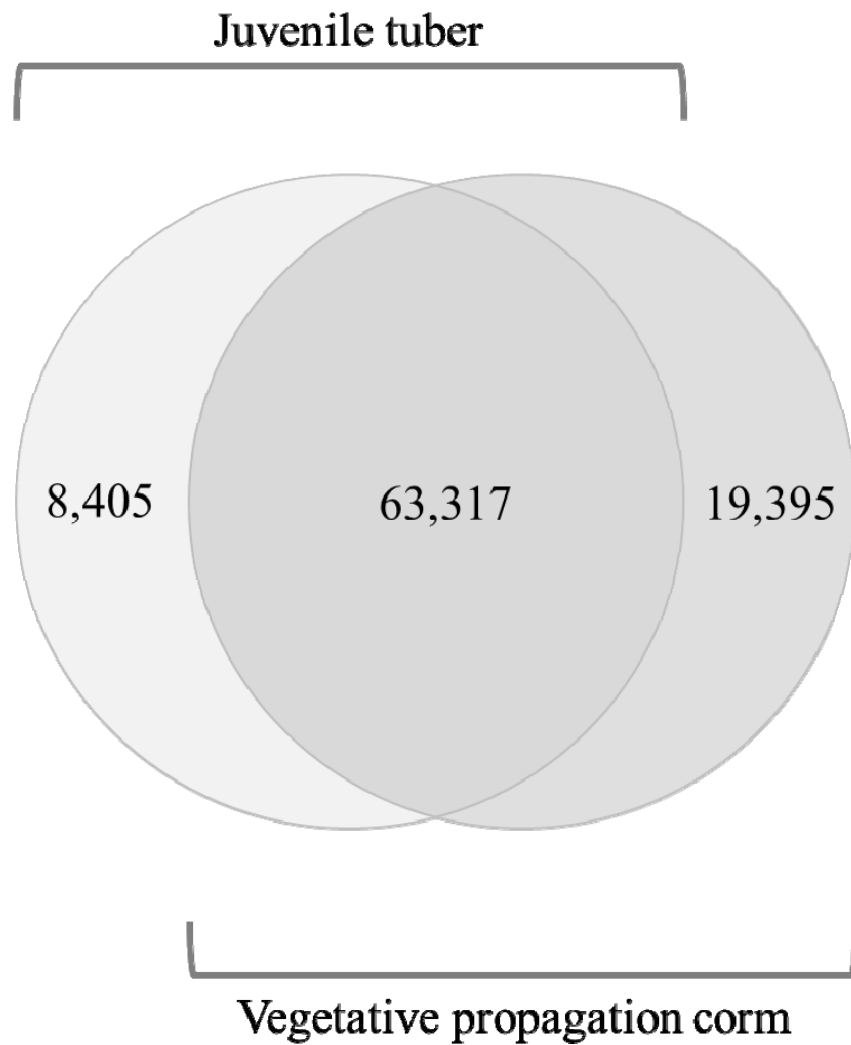

Additional file 7: Figure S3. Unigenes identified solely or both for vegetative propagation corm and juvenile tuber of *Gastrodia elata* in the comparative transcriptome analysis.

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 8: Table S5. — 298 unigenes were significantly up-regulated (log2-FC ≥ 1, q-value < 0.05, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of Gastrodia elata.

Additional file 8: Table S5. 298 unigenes were significantly up-regulated ($\log_2\text{-FC} \geq 1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of *Gastrodia elata*.

Unigene id	$\log_2\text{-FC}$	$q\text{-value}$	Hit accession
TRINITY_DN100713_c0_g1	1.639925	0.034039	EPS66415
TRINITY_DN100788_c0_g1	1.224663	0.040371	XP_013632659
TRINITY_DN10993_c0_g2	3.583873	0.025582	XP_009394433
TRINITY_DN12597_c0_g2	1.285946	0.039132	XP_008775490
TRINITY_DN14409_c0_g2	1.175381	0.041812	XP_010907898
TRINITY_DN14758_c0_g1	2.487861	0.028761	XP_009392070
TRINITY_DN14758_c0_g2	2.703543	0.027921	XP_009392070
TRINITY_DN14986_c0_g1	1.379252	0.037388	XP_010942890
TRINITY_DN14986_c0_g2	1.077163	0.044809	XP_010942890
TRINITY_DN15118_c0_g1	1.505575	0.035171	ACN41049
TRINITY_DN15433_c0_g1	1.502324	0.035171	AIZ68155
TRINITY_DN15926_c0_g2	1.296224	0.039057	-
TRINITY_DN1599_c0_g1	1.03512	0.046379	XP_009413850
TRINITY_DN16066_c0_g2	1.773366	0.032289	-
TRINITY_DN16171_c0_g1	1.733832	0.03283	XP_010914939
TRINITY_DN16271_c0_g1	1.859809	0.031309	XP_008776735
TRINITY_DN16416_c0_g1	1.138845	0.042929	XP_009407211
TRINITY_DN16416_c0_g2	1.261429	0.039706	XP_010932192
TRINITY_DN18034_c0_g1	1.50534	0.035171	XP_009380438
TRINITY_DN18299_c0_g2	1.525114	0.035171	XP_010270806
TRINITY_DN191_c0_g2	1.476639	0.035354	XP_008811426
TRINITY_DN19649_c0_g1	1.015004	0.047097	-
TRINITY_DN19791_c0_g1	1.726407	0.03289	XP_006429871
TRINITY_DN20276_c0_g1	1	0.047669	XP_008796730
TRINITY_DN2118_c0_g1	1.5441	0.035171	XP_010514560
TRINITY_DN22997_c0_g1	1.172875	0.041889	XP_010910372
TRINITY_DN23160_c0_g1	1.399857	0.036936	XP_009419273
TRINITY_DN24387_c0_g1	4.363231	0.024894	XP_007043894
TRINITY_DN25216_c0_g2	1.575656	0.035044	XP_008792652
TRINITY_DN25444_c0_g2	1.206223	0.040902	XP_008796849
TRINITY_DN26650_c0_g1	1.737139	0.032787	XP_010251818
TRINITY_DN27072_c0_g1	1.245998	0.040108	XP_010941130
TRINITY_DN27159_c0_g1	1.543379	0.035171	XP_010930042

TRINITY_DN27366_c0_g1	1.251831	0.039967	XP_010935001
TRINITY_DN27808_c0_g1	1.081805	0.044646	XP_008807233
TRINITY_DN28728_c0_g2	1.051233	0.045777	XP_010915439
TRINITY_DN29351_c0_g2	1.004629	0.047509	AGI21023
TRINITY_DN30126_c0_g2	1.407609	0.036775	XP_010939796
TRINITY_DN30599_c0_g2	1.684506	0.033409	ABR53728
TRINITY_DN30800_c0_g1	1.684001	0.033414	AFW87388
TRINITY_DN32552_c0_g2	1.509478	0.035171	XP_010939748
TRINITY_DN32922_c0_g2	2.991575	0.02685	XP_003529476
TRINITY_DN32970_c0_g1	1.214736	0.040653	XP_010938102
TRINITY_DN33963_c0_g1	1.60307	0.03462	XP_008799933
TRINITY_DN34052_c0_g1	1.67071	0.033603	XP_008782287
TRINITY_DN34117_c0_g1	1.437629	0.036151	XP_010519769
TRINITY_DN34152_c0_g1	1.127173	0.043233	XP_010940869
TRINITY_DN35087_c0_g1	1.48764	0.035193	XP_009411381
TRINITY_DN35387_c0_g1	2.15249	0.03077	XP_008792710
TRINITY_DN3590_c0_g1	1.088345	0.044419	XP_009414934
TRINITY_DN36116_c0_g1	1.485233	0.035218	XP_010925933
TRINITY_DN36389_c0_g1	1.143225	0.042852	XP_009412922
TRINITY_DN36907_c0_g1	1.169452	0.041993	AGT78194
TRINITY_DN37628_c0_g1	1.033063	0.046461	AGI60277
TRINITY_DN37941_c0_g1	1.099529	0.044033	XP_010928441
TRINITY_DN38205_c1_g1	1.31118	0.038864	XP_010910900
TRINITY_DN38546_c1_g1	1.49684	0.035171	XP_013601962
TRINITY_DN38770_c1_g1	1.344371	0.038196	XP_008780048
TRINITY_DN38840_c0_g1	1.686151	0.033386	XP_004333525
TRINITY_DN38858_c0_g1	1.431233	0.036278	XP_003548693
TRINITY_DN38858_c1_g1	1.427896	0.036348	-
TRINITY_DN38858_c1_g2	1.281145	0.039186	-
TRINITY_DN39639_c0_g1	1.034341	0.046412	XP_008790305
TRINITY_DN39796_c0_g3	1.526955	0.035171	XP_009400291
TRINITY_DN40624_c0_g1	1.090137	0.044363	-
TRINITY_DN40664_c0_g2	1.41772	0.036564	XP_009414082
TRINITY_DN41033_c0_g1	1.661792	0.033736	-
TRINITY_DN41762_c0_g1	1.073655	0.044933	XP_011098289
TRINITY_DN41762_c0_g3	1.440896	0.036084	XP_002467670
TRINITY_DN42823_c0_g1	1.384044	0.03728	XP_004339805
TRINITY_DN42834_c0_g1	3.38294	0.025693	AAA19578

TRINITY_DN42934_c0_g2	1.178381	0.041724	XP_010917337
TRINITY_DN43172_c0_g1	1.066302	0.045206	XP_008810306
TRINITY_DN43381_c0_g1	2.490092	0.028757	XP_009381432
TRINITY_DN43471_c0_g2	1.719032	0.032946	XP_010932763
TRINITY_DN43472_c0_g1	2.13658	0.030904	XP_010905156
TRINITY_DN44260_c1_g1	1.090403	0.044356	XP_011020467
TRINITY_DN44558_c1_g1	2.268789	0.030169	XP_010920047
TRINITY_DN44785_c0_g1	1.080563	0.04469	XP_006286283
TRINITY_DN44785_c1_g1	1.024526	0.046745	-
TRINITY_DN4489_c0_g2	1.272503	0.039401	XP_007015380
TRINITY_DN45703_c0_g1	1.713358	0.033003	AGW24660
TRINITY_DN46198_c0_g1	1.691451	0.033307	XP_009420693
TRINITY_DN46645_c0_g1	2.206164	0.030305	XP_008813210
TRINITY_DN46645_c0_g2	1.282302	0.039165	XP_009417273
TRINITY_DN46948_c1_g1	1.189353	0.041404	AIE56161
TRINITY_DN46986_c0_g4	2.42606	0.029137	CBI28785
TRINITY_DN47846_c0_g1	1.558451	0.035171	XP_008788132
TRINITY_DN48266_c0_g1	1.802908	0.031937	XP_009391274
TRINITY_DN48632_c2_g1	3.1339	0.02641	XP_008801417
TRINITY_DN48756_c0_g2	1.28806	0.039111	-
TRINITY_DN48882_c1_g1	1.157458	0.042382	AIU48020
TRINITY_DN48960_c0_g1	1.771919	0.032306	XP_008800780
TRINITY_DN49007_c0_g1	1.15623	0.042423	XP_008804656
TRINITY_DN49038_c0_g1	1.721167	0.032925	XP_009420628
TRINITY_DN49061_c0_g1	1.685521	0.033395	XP_006645179
TRINITY_DN49061_c1_g1	1.835522	0.031526	XP_009589046
TRINITY_DN49061_c2_g1	1.549168	0.035171	-
TRINITY_DN49061_c2_g2	1.811105	0.031833	-
TRINITY_DN49061_c3_g1	1.637601	0.034071	XP_013717439
TRINITY_DN49089_c0_g2	1.380925	0.037352	XP_008787999
TRINITY_DN49164_c1_g1	1.10835	0.043793	XP_006430106
TRINITY_DN49358_c0_g1	1.458508	0.035713	XP_010266028
TRINITY_DN49705_c0_g1	1.535792	0.035171	XP_004234444
TRINITY_DN49877_c0_g1	1.314333	0.038803	XP_008789200
TRINITY_DN49901_c0_g1	2.089746	0.031309	XP_010915883
TRINITY_DN50094_c0_g1	1.375135	0.037468	KCW72555
TRINITY_DN50118_c2_g1	1.965913	0.031309	XP_009398286
TRINITY_DN50209_c0_g1	1.11827	0.043503	XP_009403160

TRINITY_DN50227_c0_g1	1.317441	0.038734	AGN70893
TRINITY_DN50741_c0_g3	2.836591	0.027387	XP_010087311
TRINITY_DN50813_c0_g3	1.523717	0.035171	XP_008812796
TRINITY_DN51039_c1_g1	1.301905	0.039001	XP_008803073
TRINITY_DN51689_c0_g2	1.330608	0.038504	XP_010937085
TRINITY_DN51716_c0_g1	1.349921	0.038058	XP_008803933
TRINITY_DN51876_c0_g1	1.149438	0.042648	-
TRINITY_DN51894_c1_g1	1.443245	0.036036	XP_010918671
TRINITY_DN51960_c0_g1	1.102122	0.043956	XP_010923316
TRINITY_DN52456_c0_g1	2.208032	0.030289	XP_008803482
TRINITY_DN52469_c0_g1	1.044198	0.046036	XP_010918752
TRINITY_DN52637_c0_g1	1.939465	0.031309	XP_009409520
TRINITY_DN5269_c0_g1	1.52588	0.035171	XP_010906116
TRINITY_DN52736_c0_g1	2.21076	0.03027	XP_008777796
TRINITY_DN52827_c0_g1	1.463737	0.035608	XP_010936352
TRINITY_DN52892_c0_g2	1.196238	0.04119	XP_008783926
TRINITY_DN52912_c0_g2	1.05366	0.045683	XP_010926686
TRINITY_DN52922_c0_g1	1.789917	0.032089	XP_010934565
TRINITY_DN53023_c0_g1	1.317076	0.038734	KHN15441
TRINITY_DN53023_c0_g2	1.292827	0.039075	XP_013599762
TRINITY_DN53023_c0_g3	1.291767	0.039075	XP_010513507
TRINITY_DN53183_c0_g1	1.16183	0.042239	AAA20899
TRINITY_DN53413_c0_g2	2.040763	0.031309	AGI62058
TRINITY_DN53436_c0_g1	1.361342	0.03778	CAJ29308
TRINITY_DN53476_c0_g1	1.472208	0.035436	XP_008662843
TRINITY_DN53478_c0_g1	1.174375	0.041843	AGI62050
TRINITY_DN53569_c0_g2	1.059861	0.045453	XP_008797904
TRINITY_DN53745_c0_g1	4.542864	0.02471	XP_013709477
TRINITY_DN53745_c0_g3	4.43643	0.024818	ERN16036
TRINITY_DN53745_c0_g4	4.093769	0.025239	XP_012481562
TRINITY_DN53745_c0_g5	4.220792	0.025061	XP_013587907
TRINITY_DN53745_c1_g1	4.260668	0.025014	-
TRINITY_DN53783_c0_g1	1.212519	0.040717	XP_010915492
TRINITY_DN53966_c0_g1	1.566199	0.035171	XP_010925457
TRINITY_DN54082_c1_g1	1.026511	0.046677	CAD22154
TRINITY_DN54282_c0_g1	1.241674	0.040739	XP_010942370
TRINITY_DN54418_c0_g3	1.192394	0.041309	-
TRINITY_DN54561_c0_g2	1.614811	0.034438	XP_010925854

TRINITY_DN55151_c0_g1	1.87378	0.031309	XP_010930878
TRINITY_DN55170_c0_g1	1.14454	0.04281	XP_010053546
TRINITY_DN55289_c1_g3	1.785961	0.032133	
TRINITY_DN55313_c1_g1	1.252112	0.039962	XP_008792589
TRINITY_DN55327_c0_g2	1.63882	0.034052	XP_009394604
TRINITY_DN55491_c2_g1	1.243306	0.040131	XP_010918679
TRINITY_DN55491_c3_g3	1.11985	0.043454	XP_009414927
TRINITY_DN55565_c1_g1	1.078003	0.04478	-
TRINITY_DN55648_c0_g1	1.07404	0.044921	XP_010937050
TRINITY_DN55657_c2_g1	7.512538	0.02354	XP_010911047
TRINITY_DN55709_c0_g1	1.052516	0.045725	XP_008805752
TRINITY_DN55822_c0_g2	1.090745	0.044342	XP_008790910
TRINITY_DN56161_c2_g1	2.092118	0.031309	XP_008806310
TRINITY_DN56319_c0_g1	2.307101	0.029887	AFQ31623
TRINITY_DN56585_c0_g3	1.409998	0.036725	AFW68533
TRINITY_DN56989_c1_g1	1.601343	0.034647	XP_010918079
TRINITY_DN57246_c0_g1	2.283945	0.030067	-
TRINITY_DN57455_c0_g2	1.376732	0.037435	XP_010923269
TRINITY_DN57656_c1_g1	1.816393	0.031767	XP_010917615
TRINITY_DN57811_c1_g1	2.990918	0.026851	XP_009400338
TRINITY_DN58270_c4_g1	1.745239	0.03267	XP_008802983
TRINITY_DN58276_c0_g2	1.149422	0.042648	XP_008809448
TRINITY_DN58298_c6_g2	1.009329	0.047318	XP_010919616
TRINITY_DN58361_c2_g1	1.498069	0.035171	AGK07583
TRINITY_DN58541_c1_g1	1.287071	0.039122	XP_008810895
TRINITY_DN58641_c2_g3	1.196204	0.04119	XP_008799673
TRINITY_DN58653_c0_g2	1.415317	0.036614	XP_003630695
TRINITY_DN58659_c1_g1	1.900863	0.031309	XP_006850002
TRINITY_DN58717_c0_g1	2.031805	0.031309	XP_008455528
TRINITY_DN58763_c0_g1	1.185754	0.041513	XP_002265297
TRINITY_DN58831_c0_g1	1.179865	0.04168	XP_010937594
TRINITY_DN59361_c0_g1	3.64248	0.025582	XP_008776897
TRINITY_DN59564_c1_g1	1.626836	0.03424	XP_010906889
TRINITY_DN59624_c0_g1	1.11802	0.043512	XP_010914678
TRINITY_DN59906_c3_g2	1.002365	0.047604	XP_009421339
TRINITY_DN59932_c0_g1	1.777887	0.032231	XP_008777748
TRINITY_DN60403_c16_g1	1.394567	0.037048	AEG78833
TRINITY_DN60601_c1_g1	1.00144	0.047643	-

TRINITY_DN60670_c7_g2	2.257485	0.030169	XP_008801227
TRINITY_DN60830_c2_g2	1.653589	0.033852	-
TRINITY_DN61089_c4_g1	1.310103	0.038885	XP_010922677
TRINITY_DN61175_c9_g6	1.040408	0.046186	XP_008813036
TRINITY_DN61230_c0_g1	2.880042	0.02722	CDY44804
TRINITY_DN61230_c0_g2	3.006617	0.026795	XP_012069312
TRINITY_DN61462_c6_g2	1.002451	0.047601	-
TRINITY_DN61627_c9_g2	1.007225	0.047401	XP_010932826
TRINITY_DN61656_c0_g1	2.464998	0.028894	XP_010919951
TRINITY_DN61734_c0_g1	1.263272	0.039652	XP_008779870
TRINITY_DN61949_c0_g1	1.834172	0.031544	XP_008800482
TRINITY_DN61977_c0_g1	1.209089	0.040818	-
TRINITY_DN62005_c5_g1	1.185331	0.041526	XP_010943217
TRINITY_DN62057_c0_g1	1.183092	0.041592	-
TRINITY_DN62152_c10_g3	1.903033	0.031309	XP_010927732
TRINITY_DN62167_c1_g6	1.062248	0.045361	XP_010265484
TRINITY_DN62339_c5_g3	1.511467	0.035171	XP_003612269
TRINITY_DN62500_c6_g4	1.022596	0.046807	-
TRINITY_DN62532_c10_g1	1.095772	0.044164	XP_008786726
TRINITY_DN62591_c12_g3	1.393002	0.037079	-
TRINITY_DN62620_c8_g1	1.378595	0.037398	KMT01534
TRINITY_DN62823_c0_g1	1.283918	0.039146	XP_010942728
TRINITY_DN62883_c6_g2	1.485488	0.035216	XP_009392714
TRINITY_DN63163_c0_g1	2.010949	0.031309	XP_008781171
TRINITY_DN63212_c3_g2	1.719971	0.032938	-
TRINITY_DN63365_c3_g2	1.138848	0.042929	-
TRINITY_DN63485_c5_g1	1.402735	0.036876	XP_012853719
TRINITY_DN63724_c0_g1	1.269206	0.039485	XP_010939224
TRINITY_DN63869_c0_g1	1.016197	0.047046	EKV05924
TRINITY_DN63929_c0_g1	1.329053	0.038536	ABC02343
TRINITY_DN64101_c0_g1	3.471943	0.025582	XP_010912492
TRINITY_DN64125_c0_g1	2.041027	0.031309	XP_009408845
TRINITY_DN64137_c0_g1	1.554525	0.035171	XP_009398603
TRINITY_DN64574_c0_g1	1.14378	0.042835	XP_002519430
TRINITY_DN64626_c0_g1	1.115124	0.043595	XP_009391366
TRINITY_DN65255_c0_g1	1.321622	0.038661	XP_010927360
TRINITY_DN65487_c0_g1	1.566385	0.035171	XP_011100211
TRINITY_DN65649_c0_g1	1.419762	0.036523	XP_008779090

TRINITY_DN65747_c0_g1	1.592413	0.034774	XP_009390323
TRINITY_DN66292_c0_g1	2.711528	0.027891	XP_008466730
TRINITY_DN67104_c0_g1	1.622623	0.034312	-
TRINITY_DN67612_c0_g1	1.740471	0.032739	-
TRINITY_DN70645_c0_g1	1.362419	0.037754	XP_008787474
TRINITY_DN70658_c0_g1	3.035879	0.026695	XP_008370710
TRINITY_DN70666_c0_g1	3.814968	0.025582	XP_004984672
**TRINITY_DN70668_c0_g1**	**2.840148**	**0.027375**	**AAG52664;AF225410_1**
TRINITY_DN70672_c0_g1	1.943036	0.031309	ACJ02103
TRINITY_DN70689_c0_g1	1.881621	0.031309	XP_010927393
TRINITY_DN70692_c0_g1	1.209572	0.040804	AFS50097
TRINITY_DN70693_c0_g1	3.993001	0.025388	XP_008793269
TRINITY_DN70714_c0_g1	1.635107	0.034108	XP_009388359
TRINITY_DN70762_c0_g1	1.684461	0.033409	XP_008669428
TRINITY_DN70819_c0_g1	1.131817	0.043106	XP_008810568
TRINITY_DN71094_c0_g1	1.70384	0.033126	XP_010928985
TRINITY_DN71282_c0_g1	1.112366	0.043667	AIB06955
TRINITY_DN71339_c0_g1	1.00198	0.047621	XP_009380624
TRINITY_DN71395_c0_g1	2.625192	0.028313	XP_010917262
TRINITY_DN71530_c0_g1	1.370198	0.037577	XP_008782717
TRINITY_DN71589_c0_g1	2.249037	0.030169	XP_010911301
TRINITY_DN7158_c0_g1	1.151663	0.042574	-
TRINITY_DN71676_c0_g1	2.788039	0.0276	ABG27026
TRINITY_DN71752_c0_g1	1.175524	0.041808	XP_010924297
TRINITY_DN7542_c0_g1	4.251769	0.025026	WP_047447838
TRINITY_DN7702_c0_g1	2.09243	0.031309	XP_008461081
TRINITY_DN7730_c0_g1	1.719342	0.032942	XP_010943376
TRINITY_DN77933_c0_g1	1.105082	0.043883	XP_012573034
TRINITY_DN78024_c0_g1	3.667757	0.025582	AAM28293
TRINITY_DN78066_c0_g1	1.260386	0.039734	XP_010929910
TRINITY_DN78089_c0_g1	1.183356	0.041585	XP_009399660
TRINITY_DN78195_c0_g1	1.285425	0.039134	XP_010929163
TRINITY_DN78300_c0_g1	1.951575	0.031309	XP_010939659
TRINITY_DN78323_c0_g1	1.723139	0.032912	NP_001149596
TRINITY_DN78587_c0_g1	2.376811	0.029458	XP_002520835
TRINITY_DN78900_c0_g1	1.103789	0.043921	ABC55716
TRINITY_DN78943_c0_g1	1.059888	0.045453	XP_008802404
TRINITY_DN79010_c0_g1	1.007312	0.047398	XP_008791035

TRINITY_DN7941_c0_g1	1.032081	0.046491	XP_008803456
TRINITY_DN80221_c0_g1	2.558841	0.028534	XP_008229501
TRINITY_DN81528_c0_g1	1.095297	0.044179	XP_012073949
TRINITY_DN82133_c0_g1	1.383854	0.037284	CKX19056
TRINITY_DN83656_c0_g1	1.00699	0.04741	XP_008806985
TRINITY_DN85384_c0_g1	1.656899	0.033812	XP_010255557
TRINITY_DN85392_c0_g1	3.324323	0.025835	XP_008804619
TRINITY_DN85541_c0_g1	2.75442	0.027754	XP_003555937
TRINITY_DN85591_c0_g1	2.92405	0.027104	XP_010919404
TRINITY_DN85614_c0_g1	1.45886	0.035707	XP_009379971
TRINITY_DN85736_c0_g1	1.469116	0.035497	XP_010922574
TRINITY_DN85739_c0_g1	1.724416	0.032904	XP_010921012
TRINITY_DN85771_c0_g1	1.977177	0.031309	XP_009397426
TRINITY_DN86028_c0_g2	1.407062	0.036787	XP_010919401
TRINITY_DN86037_c0_g1	1.379178	0.037389	XP_008796816
TRINITY_DN86800_c0_g1	1.209786	0.0408	AFS50010
TRINITY_DN87777_c0_g1	1.739464	0.032752	EAZ38663
TRINITY_DN9015_c0_g1	1.077898	0.044782	XP_009417164
TRINITY_DN92392_c0_g1	1.368615	0.037613	XP_009420139
TRINITY_DN92479_c0_g1	1.838395	0.031497	XP_010942073
TRINITY_DN92653_c0_g1	1.95822	0.031309	XP_010251870
TRINITY_DN93146_c0_g1	1.522056	0.035171	XP_010246607
TRINITY_DN93367_c0_g1	4.507577	0.024744	XP_009402509
TRINITY_DN93440_c0_g1	1.251993	0.039964	XP_008811258
TRINITY_DN94167_c0_g1	3.067907	0.026586	XP_008783548
TRINITY_DN94738_c0_g1	1.895222	0.031309	XP_010937168
TRINITY_DN95264_c0_g1	1.267853	0.039525	XP_008800094
TRINITY_DN9580_c0_g1	1.352203	0.038005	XP_010933529
TRINITY_DN99434_c0_g1	3.67487	0.025582	Q9FV99LEC2_CROVR
TRINITY_DN99439_c0_g1	3.228688	0.026111	XP_008777642
TRINITY_DN99470_c0_g1	1.319952	0.038701	XP_008785941
TRINITY_DN99473_c0_g1	1.183711	0.041574	XP_004968074
TRINITY_DN99603_c0_g1	2.029851	0.031309	-
TRINITY_DN99660_c0_g1	2.379791	0.029439	XP_006659552
TRINITY_DN99850_c0_g1	1.437519	0.036153	XP_010937940
TRINITY_DN99884_c0_g1	1.508463	0.035171	ERN17394
TRINITY_DN99887_c0_g1	1.037775	0.046283	XP_008798819

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 9: Table S6. — 405 unigenes were significantly down-regulated (log2-FC ≤ -1, q-value < 0.05, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of Gastrodia elata.

Additional file 9: Table S6. 405 unigenes were significantly down-regulated ($\log_2\text{-FC} \leq -1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 10) in juvenile tubers compared with vegetative propagation corms of *Gastrodia elata*.

Unigene id	$\log_2\text{-FC}$	$q\text{-value}$	Hit accession
TRINITY_DN100190_c0_g1	-1.69666	0.03130923	XP_009403415
TRINITY_DN100498_c0_g1	-1.18392	0.04904615	XP_012462455
TRINITY_DN100727_c0_g1	-1.1737	0.04989028	
TRINITY_DN101396_c0_g1	-1.3215	0.04292178	
TRINITY_DN105655_c0_g1	-2.56608	0.02352708	
TRINITY_DN1125_c0_g2	-1.50065	0.03517105	XP_009380990
TRINITY_DN11803_c1_g1	-1.48545	0.0356672	XP_010932564
TRINITY_DN13036_c0_g1	-1.28598	0.0448629	XP_008791269
TRINITY_DN13256_c0_g2	-1.39207	0.03941393	XP_008783619
TRINITY_DN13755_c0_g1	-2.10713	0.02558154	XP_008779112
TRINITY_DN14116_c0_g1	-1.65434	0.03135345	
TRINITY_DN14409_c0_g1	-1.77479	0.03045468	XP_010907898
TRINITY_DN14656_c0_g1	-1.30311	0.04384604	XP_009420419
TRINITY_DN15893_c0_g1	-1.84945	0.02910495	XP_010905948
TRINITY_DN15968_c0_g1	-1.57989	0.03360308	XP_010922601
TRINITY_DN16005_c0_g3	-1.6409	0.03173921	XP_010943207
TRINITY_DN16005_c0_g4	-1.82348	0.02965116	XP_010943207
TRINITY_DN16109_c0_g1	-2.01598	0.0264194	KDO74541
TRINITY_DN16125_c0_g1	-1.22186	0.04884464	XP_010942045
TRINITY_DN16136_c0_g2	-1.21463	0.04884464	AAB80714
TRINITY_DN16171_c0_g3	-1.25591	0.04679492	XP_010914939
TRINITY_DN16367_c0_g1	-1.19794	0.04884464	XP_010924632
TRINITY_DN16393_c0_g1	-1.26023	0.04654953	XP_009407672
TRINITY_DN16393_c0_g2	-1.28793	0.04474089	XP_008792606
TRINITY_DN16454_c0_g1	-1.48364	0.03574204	XP_008791806
TRINITY_DN1675_c0_g1	-1.20729	0.04884464	XP_008811830
TRINITY_DN18816_c0_g2	-2.58679	0.02352708	ADK74340
TRINITY_DN18938_c0_g1	-1.2967	0.04420125	XP_008801109
TRINITY_DN18971_c0_g1	-1.46156	0.03670732	XP_009400437
TRINITY_DN19124_c0_g1	-1.29427	0.0443577	
TRINITY_DN1920_c0_g2	-1.3184	0.04306434	KJB35265
TRINITY_DN1966_c0_g1	-1.53337	0.03517105	XP_009778111
TRINITY_DN19678_c0_g1	-1.65057	0.03143873	

TRINITY_DN20546_c0_g1	-1.51512	0.03517105	XP_010914078
TRINITY_DN20747_c0_g1	-2.42798	0.02352708	XP_008795809
TRINITY_DN22295_c0_g1	-1.24637	0.04742761	XP_008808288
TRINITY_DN22456_c0_g1	-1.60872	0.03275433	XP_010911822
TRINITY_DN23245_c0_g1	-2.40603	0.02352708	XP_010266134
TRINITY_DN23481_c0_g2	-1.33371	0.04223981	XP_010926728
TRINITY_DN24520_c0_g1	-1.79752	0.03016905	XP_008795208
TRINITY_DN25897_c0_g2	-1.21415	0.04884464	XP_008796609
TRINITY_DN2611_c0_g1	-2.20258	0.02465862	XP_010914931
TRINITY_DN26968_c0_g2	-1.34781	0.04145128	XP_008808375
TRINITY_DN27041_c0_g2	-1.72104	0.03130923	XP_008799546
TRINITY_DN27046_c0_g1	-1.54374	0.03484616	XP_009387750
TRINITY_DN27270_c0_g1	-1.2426	0.04766859	XP_010908363
TRINITY_DN27683_c0_g2	-1.30122	0.043942	XP_010908490
TRINITY_DN27741_c0_g1	-1.26036	0.04654012	XP_008795725
TRINITY_DN28094_c0_g2	-1.83141	0.02950138	XP_010925425
TRINITY_DN28420_c0_g2	-1.60644	0.03282992	XP_010914285
TRINITY_DN28529_c0_g1	-1.42901	0.03819033	XP_008806831
TRINITY_DN28945_c0_g1	-2.57456	0.02352708	XP_008779774
TRINITY_DN29408_c0_g1	-1.373	0.04016228	AGI62046
TRINITY_DN30047_c0_g1	-1.25376	0.04693657	XP_004488942
TRINITY_DN30353_c0_g1	-1.39548	0.03924785	XP_010241296
TRINITY_DN30750_c0_g1	-2.06192	0.02568594	XP_010917623
TRINITY_DN30859_c0_g2	-1.23277	0.04842616	XP_010942683
TRINITY_DN30888_c0_g1	-1.76571	0.03069891	AEX56222
TRINITY_DN31233_c0_g2	-1.70759	0.03130923	XP_009406308
TRINITY_DN31341_c0_g2	-1.87589	0.02871172	KMZ68638
TRINITY_DN32630_c0_g1	-1.33626	0.04209105	XP_008805432
TRINITY_DN32688_c0_g2	-1.28425	0.04497404	
TRINITY_DN33022_c0_g1	-1.22362	0.04884464	XP_008785598
TRINITY_DN33339_c0_g1	-1.63003	0.03207329	XP_010258037
TRINITY_DN33467_c0_g3	-1.50561	0.03517105	XP_010933407
TRINITY_DN33625_c1_g1	-3.48985	0.02352708	XP_008780830
TRINITY_DN34046_c0_g3	-1.35492	0.04104904	XP_008784439
TRINITY_DN34049_c0_g1	-1.28976	0.04463033	XP_012847790
TRINITY_DN35238_c0_g1	-1.6701	0.03130923	XP_004493883
TRINITY_DN35268_c1_g1	-1.46092	0.03673257	AJG01145
TRINITY_DN35308_c0_g2	-1.89661	0.02838713	XP_010258573

TRINITY_DN35495_c0_g1	-1.88995	0.02847866	XP_012486676
TRINITY_DN35650_c1_g1	-1.93983	0.02765307	XP_008792862
TRINITY_DN36381_c0_g2	-1.33323	0.04227011	XP_009412591
TRINITY_DN36571_c0_g1	-2.70966	0.02352708	
TRINITY_DN36571_c0_g2	-2.35977	0.02352708	
TRINITY_DN36835_c0_g2	-1.5117	0.03517105	
TRINITY_DN37101_c0_g1	-1.41321	0.03882967	AIZ68134
TRINITY_DN37627_c0_g1	-1.23018	0.04861471	XP_008786118
TRINITY_DN37726_c1_g1	-1.84433	0.02921045	XP_008785419
TRINITY_DN37882_c0_g1	-1.65721	0.03130923	
TRINITY_DN38026_c0_g2	-1.48855	0.03553329	XP_008805610
TRINITY_DN38147_c0_g2	-2.82297	0.02352708	XP_008792572
TRINITY_DN38148_c0_g1	-1.23227	0.04846354	XP_008796127
TRINITY_DN38334_c0_g1	-2.16145	0.02517544	
TRINITY_DN38627_c0_g1	-1.76486	0.03071995	XP_010926928
TRINITY_DN38663_c0_g1	-1.26403	0.04630934	XP_010663946
TRINITY_DN38753_c0_g1	-1.25629	0.04677165	XP_008783404
TRINITY_DN38765_c0_g1	-2.24056	0.02419258	XP_009395469
TRINITY_DN38856_c0_g1	-1.36204	0.04065731	XP_006344662
TRINITY_DN38856_c2_g1	-1.44426	0.03746341	
TRINITY_DN38921_c0_g2	-2.57835	0.02352708	XP_010928608
TRINITY_DN38998_c0_g2	-1.42958	0.03816175	XP_010935539
TRINITY_DN39183_c0_g1	-1.45905	0.03681541	XP_008791913
TRINITY_DN39639_c1_g1	-1.6547	0.03134564	
TRINITY_DN40290_c0_g1	-1.36303	0.04060217	XP_009407353
TRINITY_DN40362_c0_g1	-1.28079	0.0452039	XP_008787779
TRINITY_DN40362_c0_g2	-1.54953	0.03465281	XP_010941596
TRINITY_DN40596_c0_g1	-2.20607	0.02461697	XP_010935251
TRINITY_DN41002_c0_g1	-1.76231	0.0307798	AIS35930
TRINITY_DN41059_c0_g1	-2.1216	0.02558154	XP_008812736
TRINITY_DN41115_c0_g1	-1.55097	0.03460429	XP_008792916
TRINITY_DN42115_c0_g2	-1.23898	0.04795633	XP_009401168
TRINITY_DN42759_c0_g1	-2.06707	0.02561975	XP_003558432
TRINITY_DN43116_c0_g1	-1.38336	0.03988143	XP_009387998
TRINITY_DN43164_c0_g2	-1.31856	0.04305684	XP_009415024
TRINITY_DN43518_c0_g1	-1.79907	0.03016905	XP_010918244
TRINITY_DN44222_c0_g1	-1.82762	0.02957316	XP_008801542
TRINITY_DN44682_c0_g1	-2.0985	0.02558154	XP_009399078

TRINITY_DN44829_c0_g1	-1.70657	0.03130923	
TRINITY_DN44890_c0_g1	-1.32596	0.04271072	XP_009597213
TRINITY_DN45048_c0_g1	-1.45202	0.0371184	XP_008791235
TRINITY_DN45782_c0_g1	-1.27047	0.04588194	XP_008794313
TRINITY_DN45835_c0_g2	-1.28164	0.04514641	XP_010938325
TRINITY_DN4595_c0_g1	-2.06221	0.02568122	
TRINITY_DN46037_c0_g2	-1.52234	0.03517105	XP_008796761
TRINITY_DN46219_c0_g1	-1.2004	0.04884464	XP_010938812
TRINITY_DN47561_c0_g1	-1.9842	0.02691318	
TRINITY_DN47983_c0_g1	-1.3274	0.04262406	XP_009381595
TRINITY_DN48119_c0_g1	-1.2016	0.04884464	XP_008796138
TRINITY_DN48183_c0_g1	-1.32857	0.04255228	XP_009388576
TRINITY_DN48212_c0_g1	-1.66297	0.03130923	XP_010916734
TRINITY_DN48564_c0_g1	-1.28048	0.04522037	XP_008798040
TRINITY_DN48600_c0_g1	-1.57454	0.03379325	XP_008778966
TRINITY_DN48656_c0_g1	-1.19514	0.04884464	XP_010267939
TRINITY_DN48828_c0_g2	-2.0894	0.02558154	XP_008800636
TRINITY_DN49004_c2_g1	-1.41446	0.0387662	
TRINITY_DN49105_c0_g1	-1.49359	0.03532713	XP_008810258
TRINITY_DN49543_c1_g1	-1.9039	0.02828747	XP_010908606
TRINITY_DN49548_c0_g1	-1.28268	0.04507965	XP_009398590
TRINITY_DN49568_c2_g2	-1.41948	0.03859447	XP_010915190
TRINITY_DN49660_c0_g1	-2.29409	0.02363567	XP_010926206
TRINITY_DN50037_c0_g1	-1.77358	0.03048978	
TRINITY_DN50259_c0_g1	-1.54385	0.03484435	XP_010918554
TRINITY_DN50357_c0_g1	-1.453	0.03707485	XP_009407936
TRINITY_DN50491_c0_g1	-1.77032	0.0305741	XP_008809638
TRINITY_DN50544_c0_g2	-1.669	0.03130923	XP_008799157
TRINITY_DN50600_c1_g1	-1.6828	0.03130923	ABD61227
TRINITY_DN50676_c0_g1	-1.35619	0.0409799	XP_009388315
TRINITY_DN50676_c2_g1	-1.22406	0.04884464	XP_010932694
TRINITY_DN50731_c0_g1	-1.30225	0.04389832	XP_008799798
TRINITY_DN50738_c0_g1	-1.75332	0.03101205	XP_008775334
TRINITY_DN50744_c0_g1	-1.21632	0.04884464	XP_010278836
TRINITY_DN50797_c0_g1	-1.24232	0.04768895	XP_010923190
TRINITY_DN50861_c0_g2	-1.3572	0.04092589	XP_010933875
TRINITY_DN50901_c0_g1	-1.27554	0.04555138	XP_009387788
TRINITY_DN50911_c1_g1	-1.31223	0.04337123	XP_010917383

TRINITY_DN51010_c0_g1	-1.42091	0.03854089	XP_012850886
TRINITY_DN51034_c1_g1	-2.39694	0.02352708	XP_008792147
TRINITY_DN51034_c3_g1	-2.27974	0.0237821	XP_009410342
TRINITY_DN51113_c0_g2	-1.49494	0.03527817	
TRINITY_DN51114_c0_g2	-1.34142	0.0417934	XP_009421396
TRINITY_DN51720_c0_g1	-1.94542	0.02754809	XP_008813473
TRINITY_DN51824_c0_g2	-1.44567	0.03740366	XP_008800080
TRINITY_DN51993_c0_g1	-1.28256	0.04508734	XP_010904858
TRINITY_DN52162_c0_g2	-2.70882	0.02352708	AIZ68166
TRINITY_DN52202_c0_g1	-1.18372	0.04904927	
TRINITY_DN52322_c0_g1	-2.06739	0.02561972	
TRINITY_DN52322_c0_g2	-1.31621	0.04316597	
TRINITY_DN52388_c1_g1	-1.19985	0.04884464	
TRINITY_DN52406_c0_g1	-1.21369	0.04884464	XP_008805121
TRINITY_DN52467_c0_g1	-1.31618	0.04316671	XP_008789064
TRINITY_DN524_c0_g1	-1.18114	0.04924685	XP_010917791
TRINITY_DN52508_c0_g1	-1.39529	0.03925489	XP_004961326
TRINITY_DN52508_c1_g1	-1.62831	0.03211714	XP_009393568
TRINITY_DN52660_c0_g1	-1.32053	0.04295886	XP_008775348
TRINITY_DN52675_c0_g1	-1.59831	0.03299356	XP_010244253
TRINITY_DN52692_c0_g1	-1.17507	0.0497746	
TRINITY_DN52697_c0_g3	-1.83392	0.0294497	XP_010940867
TRINITY_DN52812_c0_g2	-1.43294	0.03799687	XP_008789094
TRINITY_DN52871_c0_g1	-1.4717	0.03626774	XP_010923125
TRINITY_DN52940_c0_g1	-1.55348	0.03451825	DAA60408
TRINITY_DN52969_c0_g1	-1.85883	0.0288985	XP_008791967
TRINITY_DN53080_c0_g3	-1.36527	0.04047968	AJD80258
TRINITY_DN53153_c1_g1	-1.36207	0.04065646	NP_001049510
TRINITY_DN53235_c0_g1	-1.86454	0.02877336	XP_009408038
TRINITY_DN53235_c0_g2	-1.3456	0.04157391	XP_009408038
TRINITY_DN53303_c0_g1	-1.46559	0.03653507	XP_009361508
TRINITY_DN53319_c0_g1	-1.41021	0.03892939	XP_010933476
TRINITY_DN53418_c0_g1	-1.40213	0.03907466	XP_008654556
TRINITY_DN53423_c0_g3	-1.17908	0.04942233	
TRINITY_DN53497_c0_g1	-1.23861	0.04798646	XP_008795352
TRINITY_DN53517_c0_g1	-1.3634	0.04058176	XP_010922646
TRINITY_DN53536_c0_g1	-2.44174	0.02352708	XP_009418657
TRINITY_DN53554_c0_g1	-1.17815	0.04949941	XP_008793972

TRINITY_DN53581_c0_g1	-1.37397	0.04015686	
TRINITY_DN53747_c0_g1	-1.19603	0.04884464	XP_009396650
TRINITY_DN53747_c1_g1	-1.35786	0.04089082	XP_009411213
TRINITY_DN53882_c0_g1	-1.24629	0.04743225	XP_008791563
TRINITY_DN53930_c0_g1	-1.21268	0.04884464	XP_010922777
TRINITY_DN53930_c0_g2	-1.18116	0.04924589	XP_010922777
TRINITY_DN54055_c0_g1	-1.36409	0.04054531	NP_001176041
TRINITY_DN54080_c1_g1	-2.21072	0.02456074	XP_008806688
TRINITY_DN54080_c1_g2	-2.79875	0.02352708	CAN80239
TRINITY_DN54272_c0_g2	-1.25926	0.04660573	XP_010253963
TRINITY_DN54301_c0_g1	-3.18537	0.02352708	XP_010244875
TRINITY_DN54621_c0_g1	-1.47307	0.03620857	XP_010938570
TRINITY_DN54624_c1_g1	-2.80015	0.02352708	XP_010911246
TRINITY_DN54624_c1_g3	-3.68032	0.02332788	XP_010911246
TRINITY_DN54624_c1_g4	-2.55108	0.02352708	XP_010911246
TRINITY_DN54624_c3_g1	-3.84987	0.02283301	XP_010911246
TRINITY_DN54785_c1_g1	-1.68178	0.03130923	
TRINITY_DN54926_c1_g1	-2.39601	0.02352708	XP_010534893
TRINITY_DN55008_c0_g1	-1.69905	0.03130923	XP_013746138
TRINITY_DN55032_c5_g1	-1.59681	0.03303485	
TRINITY_DN55105_c0_g5	-1.99083	0.02679751	XP_006648402
TRINITY_DN55192_c0_g1	-1.6031	0.0328964	XP_010914895
TRINITY_DN55200_c0_g1	-1.75752	0.03090203	XP_010907563
TRINITY_DN55200_c1_g1	-1.27998	0.04525264	ABF70146
TRINITY_DN55211_c0_g3	-1.30656	0.04366732	XP_009390484
TRINITY_DN55230_c2_g1	-1.39895	0.03913406	XP_008808045
TRINITY_DN55297_c0_g1	-1.46459	0.03657745	XP_010919498
TRINITY_DN55417_c3_g4	-1.27059	0.04587629	XP_008782184
TRINITY_DN55522_c1_g1	-1.19488	0.04884464	XP_008795735
TRINITY_DN55709_c0_g2	-1.46561	0.03653507	XP_006643716
TRINITY_DN55761_c0_g2	-1.28977	0.04463026	XP_008801216
TRINITY_DN55819_c0_g2	-1.9372	0.02770153	XP_010914891
TRINITY_DN55901_c1_g1	-1.46383	0.03661108	XP_010941741
TRINITY_DN55929_c2_g3	-1.423	0.03846542	XP_010943221
TRINITY_DN56007_c0_g2	-1.56951	0.0339394	XP_010923085
TRINITY_DN56009_c1_g1	-3.15999	0.02352708	XP_010907652
TRINITY_DN56009_c1_g2	-1.26186	0.0464524	XP_010907652
TRINITY_DN56009_c4_g1	-1.36723	0.04037952	XP_006845257

TRINITY_DN56061_c0_g1	-1.95198	0.02742494	XP_010938619
TRINITY_DN56139_c0_g1	-1.32488	0.04277853	XP_010939751
TRINITY_DN56180_c0_g2	-1.28241	0.04509718	XP_010921098
TRINITY_DN56231_c0_g1	-2.01888	0.02636996	XP_008787478
TRINITY_DN56362_c0_g1	-2.23987	0.02420132	XP_008796338
TRINITY_DN56380_c0_g1	-1.94357	0.02758196	XP_008782898
TRINITY_DN56415_c0_g1	-2.07995	0.02558154	XP_008802139
TRINITY_DN56455_c0_g1	-1.26916	0.04596755	XP_008795142
TRINITY_DN56585_c0_g2	-1.57353	0.03382521	XP_008793701
TRINITY_DN56650_c0_g2	-1.74133	0.03130923	XP_008788451
TRINITY_DN56650_c4_g1	-2.48689	0.02352708	XP_008782325
TRINITY_DN56813_c2_g2	-1.51584	0.03517105	
TRINITY_DN56973_c3_g1	-1.26623	0.04617057	ABC55715
TRINITY_DN57045_c0_g2	-1.61882	0.03241647	XP_010934362
TRINITY_DN57205_c1_g1	-1.45536	0.03697214	XP_010936096
TRINITY_DN57211_c1_g3	-2.06614	0.02563499	XP_010929278
TRINITY_DN57211_c3_g1	-2.04081	0.02601281	XP_010913679
TRINITY_DN57340_c0_g2	-1.23355	0.04836618	XP_002525660
TRINITY_DN57378_c0_g2	-1.72286	0.03130923	XP_008811947
TRINITY_DN57407_c0_g1	-1.32881	0.04253847	XP_008813541
TRINITY_DN57531_c0_g2	-1.3446	0.041627	XP_009406286
TRINITY_DN57626_c0_g1	-1.37759	0.04012973	XP_010923144
TRINITY_DN57705_c0_g1	-2.34153	0.02352708	XP_010256849
TRINITY_DN57762_c1_g2	-2.11113	0.02558154	XP_008797589
TRINITY_DN57910_c0_g1	-2.40566	0.02352708	XP_008803948
TRINITY_DN57970_c0_g1	-1.24765	0.04734083	XP_006648478
TRINITY_DN58199_c0_g1	-1.90128	0.02832935	XP_009414463
TRINITY_DN58270_c2_g2	-1.27416	0.04564367	XP_008801552
TRINITY_DN58270_c5_g1	-2.00269	0.0265983	
TRINITY_DN58298_c10_g1	-1.34466	0.04162553	
TRINITY_DN58351_c5_g1	-1.29297	0.04443171	XP_006582340
TRINITY_DN583_c0_g1	-1.2418	0.04772929	XP_003613866
TRINITY_DN58443_c2_g1	-1.34405	0.04165507	
TRINITY_DN58603_c1_g1	-1.19313	0.04884464	XP_010273499
TRINITY_DN58761_c0_g3	-1.1751	0.04977344	XP_010923823
TRINITY_DN58798_c3_g1	-1.61964	0.03238772	XP_010925291
TRINITY_DN58832_c3_g1	-1.38248	0.03992477	
TRINITY_DN58914_c0_g4	-1.20147	0.04884464	

TRINITY_DN58943_c1_g1	-2.26112	0.02398887	
TRINITY_DN58943_c1_g2	-2.2986	0.02357966	
TRINITY_DN59090_c0_g1	-1.34583	0.0415624	XP_010935791
TRINITY_DN59090_c1_g1	-1.32814	0.04257766	
TRINITY_DN59302_c0_g1	-1.38211	0.03994403	XP_010939670
TRINITY_DN59377_c2_g2	-1.23413	0.04832412	XP_008783544
TRINITY_DN59397_c0_g1	-2.24773	0.02410885	XP_009388290
TRINITY_DN59423_c15_g1	-1.78174	0.03027601	XP_010936610
TRINITY_DN59561_c2_g1	-1.23163	0.04850895	ADB81911
TRINITY_DN59561_c3_g1	-1.31967	0.04300195	XP_008787821
TRINITY_DN59707_c11_g3	-1.78383	0.03022717	
TRINITY_DN59744_c1_g1	-2.1779	0.02496179	XP_009417291
TRINITY_DN59820_c0_g1	-1.86306	0.02880061	XP_008787873
TRINITY_DN59933_c1_g2	-1.30407	0.04380389	XP_008798317
TRINITY_DN60133_c6_g1	-1.60048	0.03294248	
TRINITY_DN60143_c9_g1	-1.67172	0.03130923	
TRINITY_DN60175_c4_g1	-1.68238	0.03130923	
TRINITY_DN60183_c11_g1	-3.08273	0.02352708	AAQ55798
TRINITY_DN60259_c0_g5	-1.84783	0.02913913	XP_010943599
TRINITY_DN60301_c0_g1	-1.31919	0.04302602	XP_008798584
TRINITY_DN60307_c2_g1	-1.75945	0.03085551	
TRINITY_DN60307_c2_g2	-1.5468	0.03474201	
TRINITY_DN60554_c0_g2	-1.21889	0.04884464	XP_010939001
TRINITY_DN60659_c0_g1	-1.31761	0.04309505	
TRINITY_DN60716_c3_g1	-1.56979	0.03393363	XP_007137892
TRINITY_DN60716_c4_g1	-1.81937	0.02972917	XP_004968705
TRINITY_DN60882_c17_g1	-1.49453	0.03529289	
TRINITY_DN60882_c8_g9	-1.55387	0.03450461	
TRINITY_DN60980_c3_g3	-1.18176	0.04919797	XP_008791152
TRINITY_DN61125_c8_g2	-1.71632	0.03130923	XP_009394770
TRINITY_DN61138_c0_g1	-2.85711	0.02352708	XP_010917011
TRINITY_DN61175_c9_g5	-1.19649	0.04884464	XP_008813036
TRINITY_DN61227_c4_g1	-1.18754	0.04884979	XP_008781230
TRINITY_DN61257_c3_g2	-1.64044	0.03175454	XP_002468605
TRINITY_DN61257_c6_g1	-1.2579	0.04667821	
TRINITY_DN61265_c1_g3	-1.18604	0.04891297	XP_006358601
TRINITY_DN61291_c1_g3	-1.39827	0.03914604	XP_008805754
TRINITY_DN61291_c6_g1	-1.65478	0.03134351	XP_009398735

TRINITY_DN61295_c10_g1	-1.27135	0.04583145	AEZ49509
TRINITY_DN61309_c2_g1	-1.66857	0.03130923	XP_007047137
TRINITY_DN61353_c0_g3	-1.73604	0.03130923	XP_010246318
TRINITY_DN61492_c1_g1	-2.40379	0.02352708	
TRINITY_DN61492_c7_g1	-2.32351	0.02352708	XP_013708284
TRINITY_DN61610_c5_g2	-2.80531	0.02352708	XP_008810393
TRINITY_DN61734_c11_g5	-1.1815	0.04921774	
TRINITY_DN61851_c4_g2	-1.61389	0.0325866	
TRINITY_DN61901_c0_g1	-1.2568	0.04674549	XP_010933130
TRINITY_DN61901_c0_g3	-1.26861	0.04600316	XP_008777998
TRINITY_DN62005_c12_g1	-1.26836	0.04601886	XP_010933089
TRINITY_DN62014_c7_g7	-1.87472	0.028735	
TRINITY_DN62124_c7_g2	-1.48624	0.0356345	XP_003579991
TRINITY_DN62133_c4_g11	-1.74398	0.0312687	KDO71656
TRINITY_DN62133_c5_g3	-1.40878	0.03897521	XP_010938163
TRINITY_DN62243_c0_g1	-1.91828	0.02799819	AIM58716
TRINITY_DN62296_c5_g2	-1.18851	0.04884464	NP_001159140
TRINITY_DN62358_c6_g1	-1.33909	0.04192252	XP_010919989
TRINITY_DN62384_c0_g1	-1.2949	0.04432011	
TRINITY_DN62394_c2_g2	-1.2552	0.04683859	KNA12247
TRINITY_DN62396_c5_g3	-2.00764	0.02654412	
TRINITY_DN62409_c1_g1	-1.17694	0.04960935	
TRINITY_DN62420_c2_g1	-1.18945	0.04884464	
TRINITY_DN62640_c3_g4	-1.43861	0.03771875	XP_010936715
TRINITY_DN62691_c8_g1	-1.28117	0.04517975	
TRINITY_DN62717_c2_g5	-1.22421	0.04884464	
TRINITY_DN62959_c9_g6	-1.33471	0.04217879	
TRINITY_DN63049_c3_g1	-1.19259	0.04884464	
TRINITY_DN63102_c2_g2	-1.5308	0.03517105	XP_010231391
TRINITY_DN63102_c3_g2	-2.40303	0.02352708	XP_010938799
TRINITY_DN63288_c0_g1	-1.64343	0.03165984	XP_008790194
TRINITY_DN63326_c3_g1	-1.91629	0.02804159	
TRINITY_DN63364_c6_g7	-1.44969	0.03722526	
TRINITY_DN63365_c4_g2	-1.53338	0.03517105	
TRINITY_DN63399_c1_g1	-1.3156	0.04319368	
TRINITY_DN63411_c4_g1	-1.64632	0.03156616	
TRINITY_DN63417_c1_g2	-1.46339	0.03662772	XP_010935256
TRINITY_DN63427_c7_g3	-1.94792	0.02750013	

TRINITY_DN63462_c9_g5	-1.22089	0.04884464	XP_009399299
TRINITY_DN63477_c2_g1	-2.0269	0.02622873	
TRINITY_DN63592_c0_g1	-1.20353	0.04884464	XP_008783323
TRINITY_DN63608_c0_g1	-1.29756	0.04414906	XP_010911323
TRINITY_DN63624_c0_g1	-1.34341	0.0416851	XP_008775581
TRINITY_DN63748_c0_g1	-2.3091	0.02352708	XP_008786698
TRINITY_DN64074_c0_g1	-1.23806	0.04803037	XP_010925278
TRINITY_DN64104_c0_g1	-1.5966	0.03304053	XP_008784795
TRINITY_DN64219_c0_g1	-2.60852	0.02352708	XP_010941086
TRINITY_DN64231_c0_g1	-1.3078	0.04361105	XP_009417196
TRINITY_DN64319_c0_g1	-1.32946	0.04250063	XP_010905906
TRINITY_DN64353_c0_g1	-1.18898	0.04884464	XP_009414262
TRINITY_DN64472_c0_g1	-2.38664	0.02352708	
TRINITY_DN64670_c0_g1	-1.8755	0.02871927	XP_008791094
TRINITY_DN64723_c0_g1	-1.75208	0.031045	XP_006357534
TRINITY_DN64852_c0_g3	-2.41778	0.02352708	XP_008788927
TRINITY_DN65078_c0_g1	-1.51094	0.03517105	XP_009386835
TRINITY_DN65219_c0_g1	-1.25961	0.04658698	XP_010934414
TRINITY_DN65240_c0_g1	-1.53892	0.03502336	XP_010918594
TRINITY_DN66089_c0_g1	-1.8252	0.02962	EKV05924
TRINITY_DN70661_c0_g1	-1.41275	0.03885234	XP_008798471
TRINITY_DN70694_c1_g1	-1.47491	0.03613062	XP_010935461
TRINITY_DN70748_c0_g1	-1.97039	0.02713181	ABC55715
TRINITY_DN70758_c0_g1	-1.24757	0.04734445	XP_004241838
TRINITY_DN71154_c0_g1	-2.6704	0.02352708	XP_008808813
TRINITY_DN71159_c0_g1	-1.52233	0.03517105	XP_010919189
TRINITY_DN71483_c0_g1	-1.27247	0.04575487	ADZ76153
TRINITY_DN71853_c0_g1	-1.21685	0.04884464	XP_010929567
TRINITY_DN72430_c0_g1	-1.48773	0.03556861	XP_010915682
TRINITY_DN73755_c0_g1	-1.75663	0.03092636	XP_008801065
TRINITY_DN745_c0_g1	-2.1936	0.02476709	
TRINITY_DN74966_c0_g1	-1.84183	0.02927122	
TRINITY_DN7627_c0_g1	-1.46862	0.03640031	XP_010919331
TRINITY_DN7643_c0_g1	-1.33685	0.04205445	XP_008800087
TRINITY_DN7758_c0_g1	-1.66013	0.03130923	XP_010932283
TRINITY_DN77952_c0_g1	-1.35611	0.04098093	AAB67883
TRINITY_DN77957_c0_g1	-1.56022	0.03426905	BAF36563
TRINITY_DN77971_c0_g2	-1.30424	0.04379499	XP_010931749

TRINITY_DN78005_c0_g1	-1.3287	0.04254476	XP_008813119
TRINITY_DN78011_c0_g1	-1.27962	0.04527867	XP_008783178
TRINITY_DN78302_c0_g1	-1.365	0.04049477	XP_009383460
TRINITY_DN78336_c0_g1	-1.1995	0.04884464	XP_010911198
TRINITY_DN78409_c0_g1	-2.14847	0.02535368	ACQ41837
TRINITY_DN78455_c0_g1	-3.68741	0.02331078	XP_010242173
TRINITY_DN78646_c0_g1	-1.4591	0.03681407	XP_010940051
TRINITY_DN78650_c0_g1	-1.57295	0.03384281	XP_008808743
TRINITY_DN78917_c0_g1	-1.84747	0.02914785	XP_008790305
TRINITY_DN79200_c0_g1	-1.53573	0.03514729	ABZ80408
TRINITY_DN7956_c0_g1	-1.42119	0.03853591	XP_009381090
TRINITY_DN8254_c0_g2	-1.49172	0.03540237	XP_009415734
TRINITY_DN85344_c0_g1	-1.88203	0.0285769	XP_010922265
TRINITY_DN85510_c0_g1	-1.94139	0.0276204	XP_008792681
TRINITY_DN85725_c0_g1	-2.01302	0.02647361	
TRINITY_DN85976_c0_g1	-1.58022	0.03359303	XP_002455523
TRINITY_DN86449_c0_g1	-2.15313	0.02528958	XP_009612669
TRINITY_DN8678_c0_g3	-1.28449	0.04495969	XP_010916637
TRINITY_DN86825_c0_g1	-1.43845	0.0377257	
TRINITY_DN87932_c0_g1	-1.61146	0.03266074	XP_010941635
TRINITY_DN92596_c0_g1	-1.79554	0.03016905	XP_010928510
TRINITY_DN92676_c0_g1	-3.96668	0.02252261	XP_008778500
TRINITY_DN92708_c0_g1	-1.3471	0.04149149	EMS65000
TRINITY_DN93496_c0_g2	-1.58774	0.03334177	XP_010934070
TRINITY_DN93843_c0_g1	-1.22608	0.04884464	XP_008801652
TRINITY_DN93900_c0_g2	-1.37769	0.04012973	XP_008777030
TRINITY_DN97690_c0_g1	-2.1609	0.02518224	
TRINITY_DN99462_c0_g1	-1.38517	0.03978401	XP_008784606
TRINITY_DN99566_c0_g1	-1.31468	0.04323496	XP_009408498
TRINITY_DN99748_c0_g1	-1.42894	0.03819301

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 10: Table S7. — Mapping of KEGG biological pathways for up-regulated (log2-FC ≥ 1, q-value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tuber of G. elata compared to vegetative propagation corm of G. elata..

Additional file 10: Table S7. Mapping of KEGG biological pathways for up-regulated ($\log_2\text{-FC} \geq 1$, $q\text{-value} < 0.05$, TMM-normalized FPKM > 10) unigenes from juvenile tuber of *G. elata* compared to vegetative propagation corm of *G. elata*.

Pathway category	Pathway	Number of genes
#Metabolism		
##Global and overview maps		
	Carbon metabolism	2
	Degradation of aromatic compounds	1
	Fatty acid metabolism	1
	Biosynthesis of amino acids	1
##Carbohydrate metabolism		
	Starch and sucrose metabolism	7
	Pyruvate metabolism	5
	Pentose and glucuronate interconversions	4
	Glycolysis / Gluconeogenesis	3
	Amino sugar and nucleotide sugar metabolism	1
	Glyoxylate and dicarboxylate metabolism	1
	Citrate cycle (TCA cycle)	1
	Ascorbate and aldarate metabolism	1
	Propanoate metabolism	1
	Fructose and mannose metabolism	1
##Energy metabolism		
	Nitrogen metabolism	1
	Sulfur metabolism	1
	Carbon fixation in photosynthetic organisms	1
##Lipid metabolism		
	Cutin, suberine and wax biosynthesis	3
	Fatty acid degradation	2
	Glycerophospholipid metabolism	2
	Steroid biosynthesis	1
	Glycerolipid metabolism	1
	Fatty acid elongation	1
	Biosynthesis of unsaturated fatty acids	1
	Ether lipid metabolism	1
	Linoleic acid metabolism	1
	Fatty acid biosynthesis	1

Steroid hormone biosynthesis	1
##Nucleotide metabolism	
Purine metabolism	2
Pyrimidine metabolism	2
##Amino acid metabolism	
Phenylalanine metabolism	8
Cysteine and methionine metabolism	2
Alanine, aspartate and glutamate metabolism	2
Lysine degradation	1
Glycine, serine and threonine metabolism	1
Valine, leucine and isoleucine degradation	1
Tryptophan metabolism	1
Histidine metabolism	1
Arginine and proline metabolism	1
##Metabolism of other amino acids	
Glutathione metabolism	3
Cyanoamino acid metabolism	3
beta-Alanine metabolism	1
##Glycan biosynthesis and metabolism	
Other glycan degradation	1
##Metabolism of cofactors and vitamins	
Ubiquinone and other terpenoid-quinone biosynthesis	3
##Metabolism of terpenoids and polyketides	
Diterpenoid biosynthesis	1
Terpenoid backbone biosynthesis	1
Limonene and pinene degradation	1
##Biosynthesis of other secondary metabolites	
Phenylpropanoid biosynthesis	12
Stilbenoid, diarylheptanoid and gingerol biosynthesis	2
Flavonoid biosynthesis	2
##Xenobiotics biodegradation and metabolism	
Drug metabolism - cytochrome P450	2
Metabolism of xenobiotics by cytochrome P450	2
Chloroalkane and chloroalkene degradation	1

#Genetic Information Processing		
##Transcription		
	Spliceosome	5
	RNA polymerase	1
##Translation		
	Ribosome	4
	RNA transport	2
##Folding, sorting and degradation		
	Protein processing in endoplasmic reticulum	12
	Proteasome	1
	Ubiquitin mediated proteolysis	1
	RNA degradation	1
	Protein export	1
#Environmental Information Processing		
##Signal transduction		
	Plant hormone signal transduction	4
	MAPK signaling pathway	3
	Two-component system	1
	PI3K-Akt signaling pathway	1
	cAMP signaling pathway	1
	MAPK signaling pathway - yeast	1
	Ras signaling pathway	1
	FoxO signaling pathway	1
	Wnt signaling pathway	1
	Sphingolipid signaling pathway	1
	Rap1 signaling pathway	1
	AMPK signaling pathway	1
#Cellular Processes		
##Transport and catabolism		
	Endocytosis	4
	Peroxisome	3
	Phagosome	1
	Regulation of autophagy	1

# Supplementary material for: Comparative transcriptome analysis of Gastrodia elata (Orchidaceae) in response to fungus symbiosis to identify gastrodin biosynthesis-related genes
**Source:** BMC Genomics. 2016 Mar 9;17:212. doi: 10.1186/s12864-016-2508-6
**Supplement:** Additional file 11: Table S8. — Mapping of KEGG biological pathways for down-regulated ((log2-FC ≤ -1, q-value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tuber of G. elata compared to vegetative propagation corm of G. elata.

Additional file 11: Table S8 Mapping of KEGG biological pathways for down-regulated ((log2-FC $\leq$ -1, q -value < 0.05, TMM-normalized FPKM > 10) unigenes from juvenile tuber of *G. elata* compared to vegetative propagation corm of *G. elata*.

Pathway category	Pathway	Number of genes
#Metabolism		
##Global and overview maps		
	Carbon metabolism	5
	Fatty acid metabolism	3
	Biosynthesis of amino acids	3
	2-Oxocarboxylic acid metabolism	1
##Carbohydrate metabolism		
	Starch and sucrose metabolism	6
	Amino sugar and nucleotide sugar metabolism	4
	Pentose and glucuronate interconversions	3
	Fructose and mannose metabolism	2
	Glycolysis / Gluconeogenesis	2
	Ascorbate and aldarate metabolism	2
	Pyruvate metabolism	2
	Galactose metabolism	2
	Citrate cycle (TCA cycle)	1
	Inositol phosphate metabolism	1
	Glyoxylate and dicarboxylate metabolism	1
	C5-Branched dibasic acid metabolism	1
##Energy metabolism		
	Oxidative phosphorylation	3
	Carbon fixation in photosynthetic organisms	2
	Carbon fixation pathways in prokaryotes	1
	Sulfur metabolism	1
	Methane metabolism	1
	Nitrogen metabolism	1
##Lipid metabolism		
	Biosynthesis of unsaturated fatty acids	3
	Glycerophospholipid metabolism	2
	alpha-Linolenic acid metabolism	2
	Fatty acid degradation	2
	Fatty acid elongation	2

How the deposited data were processed for this re-analysis (not part of the article)

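Expression was measured by RNA sequencing in 3 libraries, 1 each of cultured Armillaria mellea, juvenile tubers of Gastrodia elata grown with the fungus, and vegetative propagation corms grown without it. The authors sequenced paired reads on an Illumina HiSeq2000, with base calling by CASAVA 1.8.2, read checks by FastQC 0.11.2 and trimming by Trimmomatic 0.32. They assembled all reads together with Trinity, aligned them with Bowtie and estimated abundances with RSEM 1.2.23, and the paper's methods name a TMM scaling across libraries. The deposited values, named TMM-normalized FPKM by the authors, sum to the same total in each library within rounding, so they are on the TPM scale and no TMM factor shows in their sums. The authors' deposited table also gives log2 ratios of library pairs, which differ by at most 0.00041 from those of the deposited values with 0.0001 in place of 0, where the paper's methods state 0.001. The p-values and q-values of the authors' deposited table come from their limma comparison of single libraries after upper-quantile normalization, and none was computed here. The paper calls the q-values FDR-corrected p-values, but in the tuber and corm comparison the deposited q-value lies below the p-value for 91.8% of unigenes, which a Benjamini-Hochberg correction does not give, so what these q-values measure is unclear.

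From the deposited values, unigenes above 0 were counted as detected. For library pairs, unigenes with both values above 0.3, or above 10 for the stricter tuber and corm comparison, were counted where the ratio was at least 2-fold, that is a log2 ratio of 1 or more in either direction. Candidate enzymes were those detected in both plant libraries whose nr description holds the word monooxygenase or glucosyltransferase, with both values above 3. With 1 library per condition no test between conditions was made here, and the p-values printed are those of the authors' deposited table. No standard deviation is given, and the bootstrap intervals are over unigenes and hold no variation between libraries. The paper reports 21045338 read pairs for A. mellea, 18436794 for the corm and 18253900 for the tuber, and the number of reads behind a single value is not given in the sources used here, so its precision is unknown.

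The 27 gene lists were fixed as patterns in the nr description before the data were examined, as were the comparisons, limits and alternatives, apart from those named as chosen later. A list holds every unigene whose description matches, so 15 lists include other proteins that hold the word, such as inhibitors among proteases and cell wall loosening proteins, cyclophilins and reductases among cytochromes P450, and folate enzymes among ethylene genes. The common symbiosis list also takes proteins named nodulin, and no version without them was made. A list member needed a mean of at least 1 over tuber and corm, and 0 was replaced by 0.001. A list with at least 3 members was set beside 10000 random lists of the same size, matched on 20 bins of mean expression, and its percentile describes these libraries alone. The organism group of a unigene was read from the organism code of the KEGG gene that the annotation gives; 297 of the 837 codes were assigned to groups by general knowledge after the codes were seen, and the remaining codes were kept as a group of their own.

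Unigenes are named by a rule. It takes the unigenes that the paper names, the 10 largest ratios in each direction between tuber and corm among unigenes above 10 in both with a description that names a protein, the 5 largest in each direction between A. mellea and tuber above 0.3 with such a description, the 5 highest in each library with such a description, the 3 of highest mean over tuber and corm in each gene list and the candidate enzymes past the limits. The paper's own tables, which were read beforehand, list some of these. Any other named unigene is said to be chosen after its values were seen.

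Alternatives were other detection limits, either library or the mean above the limit, upper-quartile scaling, a median ratio set to 0, a pseudocount of 1, a 4-fold limit, the smallest folds printed in the paper's tables, subsets of unigenes by annotation, other member limits and shares without the 10 highest unigenes. For the unigenes named in the paper, equal library sums and the median ratio of ubiquitin unigenes as reference were also used. A count or share was taken as unchanged within 1.5 times, and a log2 value within a ratio of 1.5 times, since no replicates give a spread. Alternatives added after the data were seen were a detection limit relative to the highest library at 1%, the same limit between A. mellea and tuber, land plant members of the gene lists, gene lists without other proteins that hold the word, and tuber and corm counts without unigenes matching other organisms. The subset of the counts by land plant match was planned on the organism of the nr hit and was read from the KEGG gene instead.

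The counting and list steps were tested on simulated data before use. On 18877 simulated unigenes with the mean values of tuber and corm, all 122 and 128 planted 8-fold changes above the limit were found in the right direction with 2 other calls, 7 of 200 random lists fell outside the middle 95%, and all 50 shifted lists lay above it. In the simulated fold counts the noise was small beside the planted change, with no count noise and no difference between libraries. Simulated list values were drawn independently, with a shift large beside the spread of a list median. These results check the computing steps alone and give no rate of false calls between single libraries. Computation used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures used matplotlib 3.10.9. Gene Ontology categories of the second level were not analysed here, and unigene lengths were not used here.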

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

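Of the tests below, those on the tuber over corm ratio of A. mellea unigenes, the bird share in the tuber library, the count ratio at a mean of at least 10 and the land plant count ratio were chosen only after the result was seen. The test on KEGG orthologs of bird unigenes was added after a first test on the same unigenes was seen to be undecided, but before its own result was seen.

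Unigenes matching bird genes held 3.92% of the summed A. mellea values, beside 0.0117% in the tuber and 0.0181% in the corm. They stand out as a signal in unigenes that the paper's text does not discuss. They covered 5294 different KEGG genes, 351 had at least 10 TMM-FPKM, and the 5 highest, chosen after their values were seen, were tubulin beta-4B TRINITY_DN92506_c0_g1 at 152.8, tubulin polymerization-promoting protein TRINITY_DN79291_c0_g1 at 142.8, ribosomal protein S12 TRINITY_DN100805_c0_g1 at 93.9, and the cytochrome c oxidase subunits TRINITY_DN71609_c0_g1 at 93.7 and TRINITY_DN86121_c0_g1 at 93.1.

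Of the 2832 KEGG orthologs of these bird unigenes, 62.2% were carried by no unigene with a fungal match. The prediction for fungal unigenes with a wrong best match was less than 10%. A wrongly matched unigene leaves the fungal group and takes the ortholog of its bird match, which could itself raise this percentage. The value therefore cannot decide between wrong matches and bird RNA. Bird RNA in the A. mellea library thus stays open, and a first test, a count of vertebrate protein words, gave 67 unigenes and fell between its limits. The tuber sum of these unigenes was 0.298% of the A. mellea sum, so reads of these unigenes were not spread evenly over all libraries. This value restates the difference that flagged them and is no separate test. Where such RNA could have entered was not tested, and the design gives no biological explanation.

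Land plant unigenes detected in the A. mellea library had a median of 0.06 TMM-FPKM there. They held 0.837% of its sum, and 26 of them had at least 10 TMM-FPKM. A. mellea unigenes were detected at low values in the tuber library. The A. mellea over tuber ratio of summed values was 10.8 times as high in 34 land plant unigenes at least 4-fold higher in the corm as in 50 at least 4-fold higher in the tuber (95% bootstrap interval over unigenes 7.02 to 16.7). Tuber tissue with the profile of this tuber library would hold this quotient below 1.5, so that source is argued against for these sets. The sets were chosen by the tuber values that also form the ratio, so plant material of another profile could raise the quotient too. A small share of reads passing from both plant libraries was predicted to raise it, but the value cannot tell this from such material. Among land plant matches above 0.3 TMM-FPKM in both libraries, 19 were at least 2-fold higher in A. mellea than in the tuber. A small share of tuber reads would not give these. In the 72 basidiomycete unigenes of at least 1000 TMM-FPKM in A. mellea, the summed tuber values were 0.929 times the summed corm values (95% bootstrap interval over unigenes 0.746 to 1.20), and 8 of them were detected in the tuber and not the corm, and 5 in the corm and not the tuber. A. mellea RNA inside the symbiotic tuber was predicted to raise this ratio above 2. The corm is no fungus-free baseline, since the paper describes corms as forming after germination with Mycena fungi. Basidiomycete unigenes held 0.201% of the corm sum and 0.0791% of the tuber sum. RNA of another fungus in the corm could lower the ratio, so it cannot decide the source of these values. A. mellea RNA inside the tuber stays open.

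Above 10 TMM-FPKM, 2.26 times as many unigenes were at least 2-fold higher in the corm as in the tuber, but after upper-quartile scaling 420 were higher in the tuber and 394 in the corm, so the excess depends on the scaling between libraries. RNA of other organisms is argued against as its whole cause, since the quotient was 2.14 over land plant unigenes. With the median ratio set to 0 it was 1.22, but this setting evens out the counts whatever made them uneven. An effect of abundant tuber unigenes that lower all other tuber values and a difference of stage, age or symbiosis between the libraries therefore cannot be told apart, and the latter was not tested. Leaving out TRINITY_DN70668_c0_g1 alone would raise the other tuber values by 0.13 on the log2 scale relative to the corm. Ratios of few fragments stay open as well, since the quotient of 2.31 at a mean of at least 10 repeats the excess itself and the number of reads behind a value is not known. At a mean below 5, with both values above 0.3, the quotient was 2.14, so the excess was no larger among low values.

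Unigenes matching fungi other than basidiomycetes held 0.747% of the summed corm values and 0.151% of the tuber values, and those matching protists or algae held 1.70% and 0.749%. Both were higher in the corm library, grown without A. mellea, among unigenes that the paper's text does not discuss. No explanation was tested for these.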

How the results depend on the processing

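No paired analysis was possible because each condition had 1 library. Alternatives for A. mellea and tuber with a lower value of at least 1% of the higher, for detection at 1% of the highest library, and for land plant members of the gene lists, for gene lists without other proteins that hold the word and for tuber and corm counts without unigenes matching other organisms were chosen after seeing the data. Of 392 comparisons with an alternative over 81 results, 280 stayed within 1.5 times, 109 moved further and 3 changed the sign of a list median that lay outside the middle 95% of random lists. A limit of at least 500 bases was not run, since unigene lengths were not used here, and the smallest printed folds were not run above 0.3 TMM-FPKM for tuber and corm, since no table of the paper read here prints them. The cause was not tested for any change below, apart from fewer unigenes passing a stricter limit or subset.

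The 20 alternatives for the log2 ratios of the unigenes named in the paper, and the 9 for annotation counts, stayed within 1.5 times. Upper-quartile scaling adds 0.18 to each tuber over corm log2 ratio, and a median ratio set to 0 adds 0.13. Equal library sums leave these ratios almost as they are. All of these shifts lie below the limit of 0.58 for an unchanged log2 value, so these alternatives could not have moved the ratios.

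Unigenes detected in both A. mellea and tuber fell from 5547 to 1556 at 0.1 or more, 396 above 0.3, 120 at 1 or more and 583 at 1% of the highest library. Unigenes detected in the tuber and not the corm were 13651 at a limit of 1.

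For A. mellea against tuber, unigenes higher in A. mellea numbered 45331 with either library above the limit, 45059 with the mean above it, 43 after upper-quartile scaling, 40 with a pseudocount of 1, 39 at 4-fold and 19 with a land plant match. Those higher in the tuber numbered 69427 and 65535 under the first 2 of these, and 74 with a lower value of at least 1% of the higher.

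For tuber against corm above 10, unigenes higher in the tuber numbered 1004 with either library above the limit, 586 with the mean above it, 420 after upper-quartile scaling and 59 at 4-fold. Those higher in the corm numbered 2209, 1350 and 71 under the same alternatives, 394 after upper-quartile scaling and 404 at the smallest printed folds, so that the scaling turns the excess in the corm into one in the tuber.

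Above 0.3, unigenes higher in the tuber numbered 15580 with either library above the limit, 15366 with the mean above it, 11252 after upper-quartile scaling, 3884 with a pseudocount of 1, 1963 at 4-fold, 2758 with an nr hit and 1906 with a land plant match. Those higher in the corm numbered 35027, 34772, 7295, 4110, 4428 and 3384 under the same alternatives apart from the scaling, which gave 10542 in the corm, fewer than in the tuber.

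Monooxygenases in both libraries numbered 67 by EC number or KEGG description and 128 by wider words, with 6 and 8 at least 2-fold higher in the tuber. Glucosyltransferases numbered 207 and 99, with 8 higher in the tuber by EC number or KEGG description and 6 with the tuber alone above 3.

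The protease median turned from -0.76 to 0.25 with members of at least 5 and to 0.14 with land plant members, and the auxin median from -0.087 to 0.042 with the median ratio set to 0. Among land plant unigenes alone the auxin median, at percentile 96.6, lay inside the range of random lists. The glucosyltransferase median, inside the range over all unigenes and counted as unchanged, also turned, from -0.14 to 0.0058 with members of at least 0.3. Without other proteins that hold the word, the medians of the 15 lists concerned stayed within 1.5 times and on the same side of their random ranges, and among land plant members heat shock proteins moved from percentile 95.5 to 99.0, above theirs. The ribosomal protein median was -4.93 with members of at least 0.3, -0.083 with members of at least 5, -1.76 with a pseudocount of 1 and -0.27 with land plant members. The ubiquitin median was -10.20, -0.26, -1.80 and -0.10 under the same 4 alternatives.

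As a share of detected unigenes, land plants made up 8.30% in A. mellea, 30.0% in the tuber and 26.8% in the corm, fungi 28.9%, 2.22% and 3.98%, animals 20.2%, 2.05% and 3.27%, protists and algae 0.202%, 2.91% and 5.27%, and unigenes without a KEGG gene 42.2%, 62.3% and 59.8%. Without the 10 highest unigenes, animals held 0.652% of the tuber sum and 1.21% of the corm sum.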

Differences from the paper's values

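Of the 34 values compared with the paper's, 21 were equal and 2 differed by more than 1.5 times.

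The paper's count of unigenes higher in the corm above 10 TMM-FPKM is 405, and the value here is 674, at the paper's fold and expression limits without its q-value limit. Of the alternatives set before the data were examined, upper-quartile scaling (394), the median ratio set to 0 (464), the smallest folds printed in the paper's tables (404), unigenes with an nr hit (564) and unigenes with a land plant match (562), planned on the nr hit and read from the KEGG gene, lie within 1.5 times of the paper's count. Either library above the limit (2209), the mean above the limit (1350), a pseudocount of 1 (609) and a 4-fold limit (71) do not. With a q-value below 0.05 from the authors' deposited table as well, the count is 405.

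The paper's count of these with an ortholog or EC number is 132, and the value here is 232. Upper-quartile scaling (132), the smallest printed folds (132) and the median ratio set to 0 (156) lie within 1.5 times. Either library above the limit (684), the mean above the limit (421), a pseudocount of 1 (212), a 4-fold limit (22), unigenes with an nr hit (231) and unigenes with a land plant match (231) do not.

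For unigenes above 0.3 TMM-FPKM, the count here is 15573 higher in the corm without a q-value limit, close to the paper's 15559, and a q-value below 0.05 from the authors' deposited table leaves 10601.

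The paper counts TRINITY_DN54282_c0_g1 among the monooxygenases and TRINITY_DN50323_c0_g1 among the glucosyltransferases, and neither has that word in its nr description. The word search gave 3 monooxygenases and 2 glucosyltransferases past the limits, where the paper's counts are 4 and 3. A match by EC number or KEGG description gave 6 and 8, with both of these unigenes among them, wider words gave 8 and 2, and the word search with the tuber alone above 3 gave 4 and 6.

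The paper gives TRINITY_DN50323_c0_g1 another EC number than the 2.4.1.32 of the annotation, and places TRINITY_DN54282_c0_g1 in toluene degradation, where the annotation gives the steroid biosynthesis pathway alone. The paper calls TRINITY_DN54282_c0_g1 the most abundant and differentially expressed of its set, and TRINITY_DN50323_c0_g1 the most changed of its own. Here TRINITY_DN54282_c0_g1, at 34.2 TMM-FPKM in the tuber, was above the 3 monooxygenases found by word. Its log2 ratio of 1.24 was below the 1.30 of TRINITY_DN37965_c0_g2 and above the 1.07 and 1.06 of the others. TRINITY_DN50323_c0_g1, at a log2 ratio of 1.68, was above the 2 glucosyltransferases found by word. By EC number, TRINITY_DN54282_c0_g1 was not the most abundant and TRINITY_DN50323_c0_g1 not the most changed. Cinnamate 4-hydroxylase TRINITY_DN50227_c0_g1 of EC 1.14.13.11 had 149.3 TMM-FPKM in the tuber and TRINITY_DN40656_c0_g2 of EC 2.4.1.32 had a log2 ratio of 4.43, both chosen after their values were seen.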

Other observations

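The cyclophilin TRINITY_DN51255_c0_g1 of A. mellea was listed at 0.68 TMM-FPKM in the symbiotic tuber and 0.72 in the corm. The A. mellea and corm libraries had 5796 unigenes detected in both, of which 4046 matched a land plant gene and 1110 a fungal gene. The actin unigene TRINITY_DN60183_c11_g1, whose KEGG gene is of a protist, had 23.4 TMM-FPKM in the tuber and 197.9 in the corm. Polyubiquitin TRINITY_DN61164_c9_g1 had 4017.7 TMM-FPKM in the tuber and 4026.9 in the corm.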
